# Short salsalate administration affects cell proliferation, metabolism, and inflammation in polycystic kidney disease

**DOI:** 10.1016/j.isci.2023.108278

**Published:** 2023-10-19

**Authors:** Anish A. Kanhai, Elena Sánchez-López, Thomas B. Kuipers, Jan B. van Klinken, Kyra L. Dijkstra, Inge van der Veen, Hans J. Baelde, Xuewen Song, York Pei, Hailiang Mei, Wouter N. Leonhard, Oleg A. Mayboroda, Dorien J.M. Peters

**Keywords:** Biological sciences, Metabolomics, Omics, Transcriptomics

## Abstract

Metabolic reprogramming is a driver of autosomal dominant polycystic kidney disease (ADPKD) progression and a potential therapeutic intervention route. We showed before that the AMP-associated protein kinase (AMPK) activator salsalate attenuates cystic disease progression. Here, we aim to study the early, direct effects of short salsalate treatment in adult-onset conditional *Pkd1* deletion mice. Cystic mice were treated with salsalate for two weeks, after which NMR metabolomics and RNA sequencing analyses were performed. *Pkd1* deletion resulted in clear metabolomic dysregulation. Short salsalate treatment has small, but significant, effects, reverting acetylcarnitine and phosphocholine concentrations back to wildtype levels, and showing associations with altered purine metabolism. RNA sequencing revealed that short salsalate treatment, next to restoring energy metabolism toward wildtype levels, also affects cell proliferation and inflammation, in PKD. We show that salsalate positively affects major dysregulated processes in ADPKD: energy metabolism, cell proliferation, and inflammation, providing more insights into its working mechanisms.

## Highlights

• Salsalate changes acetylcarnitine, phosphocholine, and tyrosine levels in PKD
• Short salsalate treatment reverts Warburg-like metabolic reprogramming in PKD
• RNA sequencing shows salsalate reduces proliferation and inflammation in PKD
• Combined results confirm the versatility of salsalate as a potential PKD treatment

## Introduction

Autosomal dominant polycystic kidney disease (ADPKD) is the most common inherited kidney disease, affecting around 1 in 1,000 individuals.^1^ The majority of cases are caused by mutations in either the *PKD1* (∼85%) or *PKD2* (∼15%) gene, encoding the proteins polycystin-1 (PC-1) or polycystin-2 (PC-2), respectively.^2^^,^^3^ The exact working mechanism of these proteins remains elusive, but it is known that PC-1 and PC-2 form heterotetramers with 1:3 stoichiometry, functioning as ion channels.^4^^,^^5^^,^^6^^,^^7^ The ion channel function is directly affected by PC-1 through its contribution to the channel pore. PC-2 itself can also form homotetramers, which function as non-selective cation channels, distinctive from the PC-1/PC-2 heterotetramers.^7^^,^^8^^,^^9^

ADPKD is characterized by the formation of fluid-filled cysts, which increase over time in size and number. This puts the surrounding renal structure under stress, resulting in local injury and fibrosis, impairing kidney function.^10^ Consequently, a plethora of cellular changes are observed in the cystic epithelium, which go together with intracellular signaling network dysregulation.^1^^,^^10^ Of note are findings that cystic cells and tissues undergo Warburg-like metabolic reprogramming, in which aerobic glycolysis is elevated,^11^ while oxidative phosphorylation is reduced.^12^^,^^13^ In addition, changes in lipid metabolism,^12^^,^^14^ amino acid metabolism,^15^^,^^16^^,^^17^ and mitochondrial morphology and function^13^^,^^18^^,^^19^ have been reported. Therapeutic and dietary interventions based on these findings have proven to affect PKD progression in preclinical models.^20^^,^^21^^,^^22^^,^^23^^,^^24^^,^^25^

Currently, the vasopressin V2 receptor antagonist tolvaptan is the only approved drug for ADPKD treatment, but it is only suitable or approved for subsets of patients and has side effects like polyuria and liver toxicity.^26^^,^^27^ Therefore, the search for new therapeutic interventions for ADPKD continues and has mostly been focused on reversing dysregulated intracellular signaling effects. Preclinical studies have identified AMP-associated protein kinase (AMPK) as an interesting therapeutic target for ADPKD.^20^^,^^25^^,^^28^^,^^29^^,^^30^^,^^31^ Acting as a central cellular energy sensor, AMPK regulates various metabolic processes, including many dysregulated ones in ADPKD. We found that a long treatment with the direct AMPK activator salsalate attenuates cystic kidney disease at clinically relevant doses in an adult-onset inducible kidney-specific *Pkd1* deletion mouse model, while known indirect AMPK activators metformin and canagliflozin were not effective in the same treatment period.^25^

Salsalate is a prodrug of salicylate, which is highly similar to aspirin (acetylsalicylic acid). Salsalate is hydrolyzed to two salicylate molecules in the small intestine. Compared to aspirin, salsalate displays only weak inhibitory effects on cyclo-oxygenases and is associated with minimal bleeding risks and fewer gastro-intestinal side effects.^32^ Salicylate activates AMPK via direct interactions with the Ser108 residue of the AMPK β1-subunit.^33^ These interactions cause allosteric activation and subsequently inhibit dephosphorylation of the activating phosphorylation site, Thr172 of the α-subunit. However, next to its AMPK-activating effects, salicylate can also increase mitochondrial uncoupling and inhibit inflammation and cell proliferation, through multiple distinct mechanisms.

Salsalate is a prime candidate for drug repurposing in ADPKD. In our previous study, the experimental design was to study a treatment effect. Consequently, the observed histopathologic and molecular differences between PKD animals and salsalate-treated animals are largely a reflection of the healthier phenotype, rather than treatment-induced changes. In these kidneys it is virtually impossible to identify molecular mechanisms through which salsalate exerts its beneficial effects. Therefore, in the current study, we aimed to gain more detailed insights into the early and direct effects of salsalate administration on metabolism and signaling, using a new experimental setup, in which mildly cystic PKD animals are treated with salsalate for a short period of time and are compared either to untreated PKD animals with a similar phenotype or with wildtype animals. To this aim, quantitative metabolomic analysis as well as transcriptomic analysis was performed in adult PKD mouse kidneys upon short salsalate treatment.

## Results

### *Pkd1* deletion induces metabolic reprogramming in the kidney

Previously, we have shown that long treatment with the direct AMPK activator salsalate is capable to significantly improve kidney survival in the iKspCre-*Pkd1*^del^ model, compared to untreated *Pkd1* mutant mice.^25^ In addition, we also observed a reduction in 2KW/BW%, cystic index, and blood urea nitrogen (BUN) levels after salsalate treatment. To further investigate the metabolic changes induced by both *Pkd1* gene disruption and a long salsalate treatment, we performed NMR metabolomic analysis to quantitatively measure metabolite levels within cystic kidneys with and without long salsalate treatment. We were able to annotate 43 metabolites; 31 out of these 43 metabolites were significantly different between wildtype and PKD animals (Figure 1B; Table 1; Table S1). Principal-component analysis (PCA) showed a clear separation between wildtype and PKD mice (Figure 1A), with a cumulative variance covered by the first two principal components of 51.78%. We also compared our findings with metabolomic analyses performed by other groups on cystic kidneys of different PKD mouse models (Table S2).^14^^,^^34^^,^^35^ In general, our data are largely in agreement with the other studies, all indicating a distinct metabolic reprogramming in cystic kidneys. However, subtle differences are visible, which are most likely explained by differences in animal model, age, and metabolomic analytical techniques.

**Figure 1:**
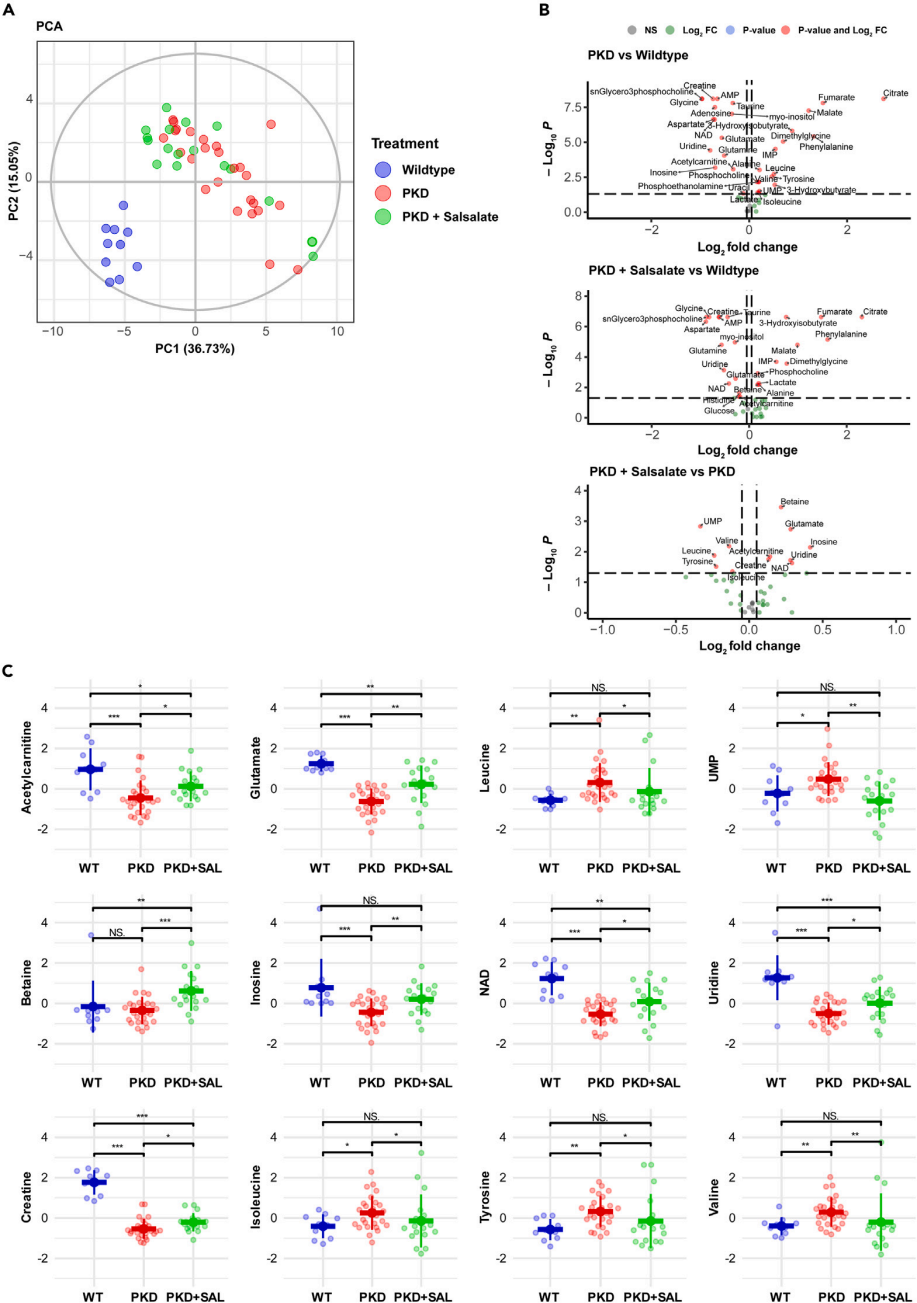
Long-term salsalate treatment attenuates metabolic reprogramming in PKD (A) Principal-component analysis score plot of the different treatment groups. While clear separation between wildtype and PKD animals was observed, salsalate-treated PKD animals were not well distinguishable from untreated PKD animals. Each dot represents an individual animal. The cumulative variance covered by the first two principal components was 51.78%. (B) Volcano plots comparing metabolites between PKD and WT (top), PKD + SAL and WT (middle) and PKD + SAL and PKD (bottom). Annotated metabolites are significantly different between the two groups in the comparison. (C) Scaled metabolite concentrations (μg/mg dry insoluble pellet) of 12 metabolites significantly changed by long-term salsalate treatment. For a majority of the metabolites, salsalate treatment brought metabolite concentrations closer to wildtype levels. Top row, from left to right: acetylcarnitine, glutamate, leucine, UMP. Middle row, from left to right: betaine, inosine, NAD, uridine. Bottom row, from left to right: creatine, isoleucine, tyrosine, valine. Data presented is mean ± SD. Each dot represents an individual mouse kidney. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, measured by Mann-Whitney U non-parametric univariate test. PC = principal component, WT = wildtype, SAL = salsalate, N.S. = non-significant.

**Table 1:** Kidney metabolite concentrations of long treatment salsalate study

Metabolite	Wildtype (±SD)	PKD (±SD)	PKD + Salsalate (±SD)
3-hydroxybutyrate	0,0313 (0,0117)	0,0450 (0,0157)∗	0,0376 (0,0049)
3-hydroxyisobutyrate	0,0120 (0,0016)	0,0220 (0,0046)∗∗∗	0,0203 (0,0027)∗∗∗
AMP	1,8373 (0,1242)	1,1696 (0,2230)∗∗∗	1,1927 (0,1879)∗∗∗
Acetylcarnitine	0,1444 (0,0216)	0,1151 (0,0178)∗∗∗	0,1269 (0,0154)∗#
Adenosine	0,0984 (0,0110)	0,0605 (0,0139)∗∗∗	0,0793 (0,0292)
Alanine	0,3916 (0,0211)	0,4532 (0,0526)∗∗∗	0,4526 (0,0725)∗∗
Asparagine	0,0808 (0,0200)	0,0890 (0,0393)	0,0951 (0,0376)
Aspartate	1,0967 (0,2250)	0,6587 (0,1354)∗∗∗	0,5924 (0,1229)∗∗∗
Betaine	0,5928 (0,1240)	0,5742 (0,0651)	0,6672 (0,0948)∗∗###
Choline	0,1339 (0,0153)	0,1349 (0,0519)	0,1236 (0,0381)
Citrate	0,2876 (0,0464)	1,9247 (1,1474)∗∗∗	1,4265 (0,9523)∗∗∗
Creatine	0,7697 (0,0811)	0,4608 (0,0651)∗∗∗	0,5046 (0,0611)∗∗∗#
Dimethylglycine	0,0054 (0,0014)	0,0087 (0,0018)∗∗∗	0,0092 (0,0026)∗∗∗
Fumarate	0,0145 (0,0055)	0,0411 (0,0168)∗∗∗	0,0402 (0,0124)∗∗∗
Glucose	3,9058 (0,5990)	3,5018 (0,8243)	3,3540 (0,7738)∗
Glutamate	4,1411 (0,2765)	2,8083 (0,4563)∗∗∗	3,4140 (0,6663)∗∗##
Glutamine	1,0684 (0,1268)	0,7499 (0,2287)∗∗∗	0,7212 (0,1368)∗∗∗
Glycine	1,6395 (0,1659)	0,8398 (0,1155)∗∗∗	0,9282 (0,1548)∗∗∗
Histidine	0,1056 (0,0231)	0,0906 (0,0146)	0,0918 (0,0239)∗
Hypoxanthine	0,0744 (0,0247)	0,0730 (0,0181)	0,0863 (0,0210)
IMP	0,1365 (0,0283)	0,1976 (0,0307)∗∗∗	0,2008 (0,0322)∗∗∗
Inosine	0,1341 (0,0605)	0,0827 (0,0282)∗∗∗	0,1103 (0,0333)##
Isoleucine	0,0913 (0,0119)	0,1046 (0,0166)∗	0,0966 (0,0264)#
Lactate	1,9845 (0,2344)	2,2382 (0,3672)∗	2,2726 (0,2181)∗∗
Leucine	0,1523 (0,0233)	0,2160 (0,0690)∗∗	0,1831 (0,0844)#
Malate	0,3069 (0,0639)	0,7125 (0,2685)∗∗∗	0,6094 (0,2747)∗∗∗
Methionine	0,1421 (0,0177)	0,1634 (0,0439)	0,1779 (0,0631)
Myo-inositol	4,6834 (0,3796)	3,6619 (0,4542)∗∗∗	3,8244 (0,3414)∗∗∗
NAD	1,2833 (0,2315)	0,7863 (0,1649)∗∗∗	0,9617 (0,2659)∗∗#
Niacinamide	0,0414 (0,0152)	0,0445 (0,0105)	0,0524 (0,0232)
Phenylalanine	0,0617 (0,0227)	0,1537 (0,0645)∗∗∗	0,1880 (0,1293)∗∗∗
Phosphocholine	1,0364 (0,0583)	1,1542 (0,1484)∗∗	1,1706 (0,1062)∗∗
Phosphoethanolamine	1,2099 (0,0846)	1,3772 (0,1728)∗∗	1,3223 (0,1920)
sn-Glycero-3-phosphocholine	11,0878 (0,9611)	5,6711 (1,4325)∗∗∗	6,0422 (1,3291)∗∗∗
Taurine	8,3204 (0,3478)	6,5938 (0,6781)∗∗∗	6,1229 (0,6739)∗∗∗
Threonine	0,2044 (0,0201)	0,2564 (0,0990)	0,2273 (0,0728)
Tyrosine	0,1425 (0,0321)	0,1963 (0,0450)∗∗	0,1679 (0,0811)#
UDP-N-acetylglucosamine	0,2480 (0,0575)	0,2844 (0,0606)	0,2983 (0,0772)
UMP	0,2549 (0,0504)	0,2948 (0,0459)∗	0,2340 (0,0540)##
Uracil	0,0388 (0,0184)	0,0357 (0,0053)∗	0,0381 (0,0069)
Uridine	0,1968 (0,0524)	0,1131 (0,0244)∗∗∗	0,1374 (0,0385)∗∗∗#
Valine	0,1447 (0,0138)	0,1658 (0,0220)∗∗	0,1507 (0,0435)∗∗

After *Pkd1* deletion on PN18, mice received salsalate treatment from PN40 until 50% of the control group (no treatment) reached ESRD. Kidneys were then bisected and snap-frozen in liquid nitrogen. Metabolites were extracted in methanol (3:1 ratio to KW), after which ^1^H-NMR metabolomics was performed. 43 metabolites were detectable and quantifiable. Data are shown as mean ± SD. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001 vs. wild type. #p < 0.05, ##p < 0.01, ###p < 0.001 vs. PKD, measured by Mann-Whitney U non-parametric univariate test.

### Long-term salsalate treatment attenuates metabolic reprogramming effects in PKD

Next, we focused on the metabolic changes induced by salsalate treatment in PKD. Although the effect of salsalate on the measured metabolites is limited, levels of individual metabolites are significantly different. Compared to PKD animals, we observed a significant change in 12 out of the 43 measured metabolites, most of which are “reverting back” toward their wildtype levels (Figure 1B, Table 1). We saw increased levels of acetylcarnitine, betaine, creatine, glutamate, inosine, NAD^+^, and uridine in salsalate-treated animals, while also seeing decreased levels of isoleucine, leucine, tyrosine, valine, and UMP in salsalate-treated animals (Figure 1C). These 12 metabolites might be an indication toward pathways affected by salsalate treatment in ADPKD. However, an alternative option might be that changes in these metabolites are (in part) a reflection of the more healthier phenotype of salsalate-treated PKD animals, when compared to untreated PKD animals. Concomitantly, the 12 metabolites are largely reflective of the main metabolic processes altered in PKD: fatty acid metabolism (acetylcarnitine), amino acid metabolism in relation to fueling of the tricarboxylic acid (TCA) cycle (creatine, glutamate), ketone body formation (isoleucine, leucine, tyrosine), nucleotide synthesis (inosine, UMP, uridine), and oxidative phosphorylation (NAD^+^). This is supported by our previously published transcriptome data, which show a significant attenuated expression of genes involved in these metabolic pathways, as well as genes involved in inflammation and fibrosis, upon long-term salsalate treatment.^25^

### Mild cystic mice show early signs of metabolic reprogramming

Considering the option that the observed differences between PKD animals and salsalate-treated animals are largely a reflection of the healthier phenotype, rather than treatment-induced changes, we set out a second *in vivo* experiment in which PKD mice were treated with salsalate for only a short period of time. This setup (Figure 2A) enables us to better study the molecular effects induced by salsalate, without having phenotypic interference. We induced *Pkd1* gene deletion with tamoxifen at post-natal day (PN) 18–19. At PN81, mice were split into two groups: one group remained without treatment until sacrifice at PN95, while the other group received salsalate treatment (400 mg/kg/day) until sacrifice at PN95. In order to prevent as much phenotypic bias as possible, we selected, from both groups, twelve mice (out of 36) with a similarly mild cystic phenotype (2KW/BW 2.5–4, Table S3) for further analyses. A PCA plot shows clear separation between wildtype and PKD animals (Figure 2B), with a cumulative variance covered by the first two principal components of 33.89%. Furthermore, a univariate analysis showed that 19 metabolites out of 44 detectable metabolites were significantly different between wildtype and PKD animals (Figure 2C, Table 2; Table S4). Comparison of both studies (long treatment vs. short treatment) for the metabolic alterations between wildtype and PKD showed a limited overlap (i.e., increased levels of citrate, dimethylglycine, fumarate, malate, phenylalanine, phosphocholine & phosphoethanolamine; decreased levels of inosine, glycine & uracil), but, in general, there is disconnect with some unaltered metabolites, or metabolites showing an opposite pattern. This is likely explained by the differences in the PKD phenotypes of both studies, which are reflected by their 2KW/BW% (Table S3). These data suggest that the differences in metabolites we observe are likely due to the more advanced disease condition of the PKD mice in the long treatment study, causing secondary changes after the initial changes we observe in the mild disease condition.

**Figure 2:**
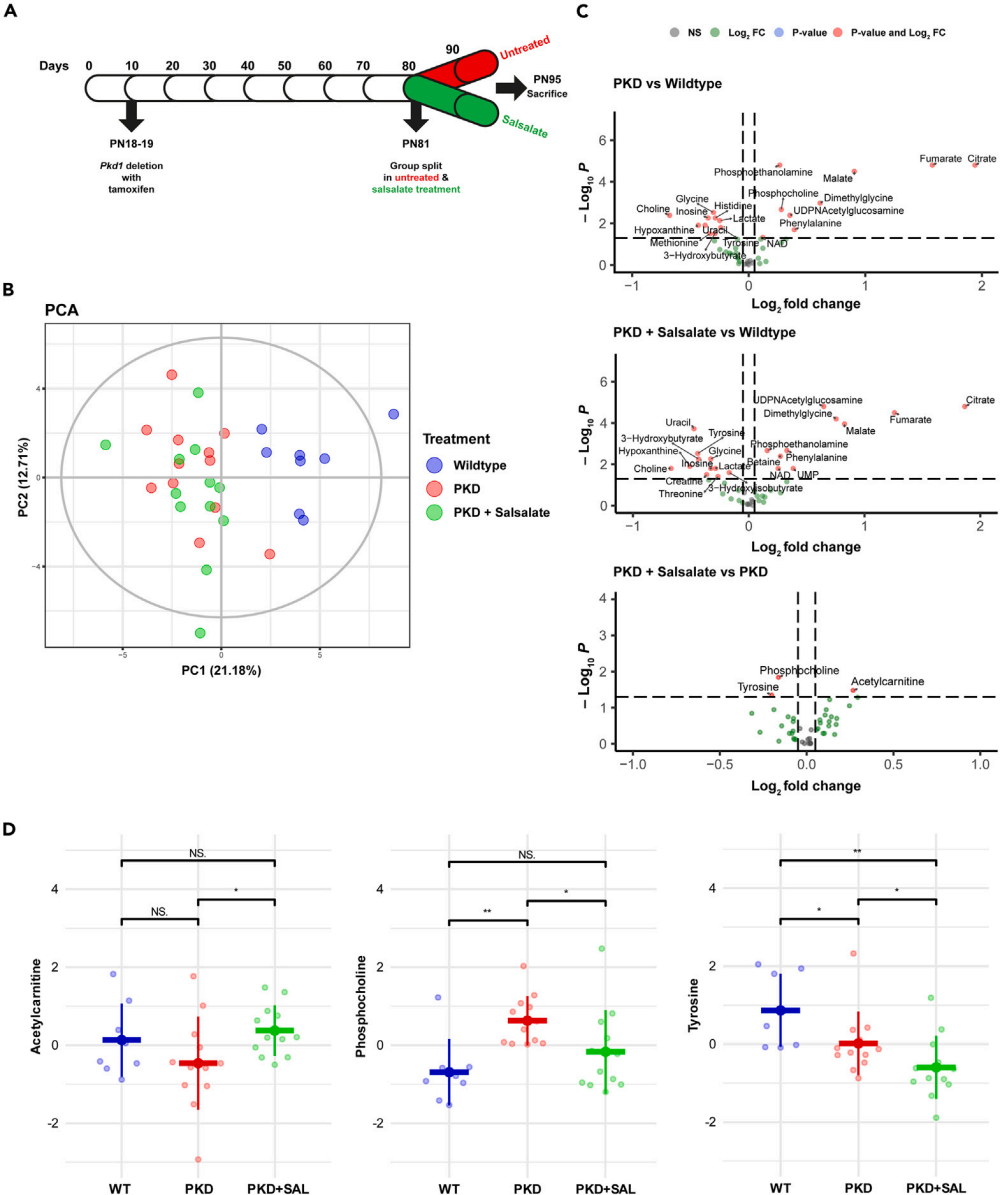
Short-term salsalate treatment has small effects on the PKD metabolome (A) Mouse experimental timeline. iKspCre-*Pkd1*^del^ mice were treated with 150 mg/kg tamoxifen to induce *Pkd1* deletion at PN18/19. At PN81, mice were split in two groups, 1 group remained untreated for the last two weeks, while the other group received salsalate treatment (400 mg/kg/day in diet) for two weeks. At PN95, all mice were sacrificed. (B) Principal-component analysis score plot of the different treatment groups. While clear separation between wildtype and PKD animals was observed, salsalate-treated PKD animals were undistinguishable from PKD animals. Each dot represents an individual animal. The cumulative variance covered by the first two principal components was 33.89%. (C) Volcano plots comparing metabolites between PKD and WT (top), PKD + SAL and WT (middle) and PKD + SAL and PKD (bottom). Annotated metabolites are significantly different between the two groups in the comparison. (D) Scaled metabolite concentrations (μg/mg dry insoluble pellet) of 3 metabolites changed by short-term salsalate treatment. Acetylcarnitine & phosphocholine revert back to wildtype levels, while tyrosine does not. Data presented are mean ± SD. Each dot represents a mouse kidney. ∗p < 0.05, ∗∗p < 0.01, measured by Mann-Whitney U non-parametric univariate test. PN = post-natal, PC = principal component, WT = wildtype, SAL = salsalate, N.S. = non-significant.

**Table 2:** Kidney metabolite concentrations of short treatment salsalate study

Metabolite	Wildtype (±SD)	PKD (±SD)	PKD + Salsalate (±SD)
3-hydroxybutyrate	0,0350 (0,0051)	0,0286 (0.0060)∗	0,0259 (0.0073)∗∗
3-hydroxyisobutyrate	0,0100 (0,0014)	0,0099 (0.0032)	0,0089 (0.0013)∗
Acetylcarnitine	0,0959 (0,0192)	0,0837 (0.0244)	0,1008 (0.0133)#
AMP	1,1135 (0,1062)	1,1232 (0.1194)	1,1403 (0.1011)
Adenosine	0,0660 (0,0104)	0,0619 (0.0074)	0,0653 (0.0133)
Alanine	0,3125 (0,0359)	0,3400 (0.0302)	0,3440 (0.0703)
Asparagine	0,0524 (0,0068)	0,0654 (0.0174)	0,0543 (0.0211)
Aspartate	0,6435 (0,1667)	0,5741 (0.0923)	0,5789 (0.0840)
Betaine	0,5111 (0,2806)	0,5490 (0.1055)	0,6176 (0.1144)∗∗
Choline	0,2811 (0,0801)	0,1756 (0.0735)∗∗	0,1765 (0.0870)∗
Citrate	0,1265 (0,0408)	0,4854 (0.1401)∗∗∗	0,4609 (0.1701)∗∗∗
Creatine	0,4999 (0,1229)	0,4079 (0.0823)	0,3885 (0.0582)∗
Dimethylglycine	0,0028 (0,0005)	0,0042 (0.0018)∗∗	0,0047 (0.0016)∗∗∗
Fumarate	0,0099 (0,0020)	0,0295 (0.0081)∗∗∗	0,0237 (0.0069)∗∗∗
Glucose	2,1753 (0,5643)	2,0502 (0.3447)	2,3118 (0.5020)
Glutamate	2,7534 (0,4267)	2,5559 (0.3078)	2,7637 (0.3900)
Glutamine	0,5427 (0,1246)	0,5796 (0.0521)	0,6186 (0.1566)
Glycine	1,2133 (0,1741)	0,9836 (0.1052)∗∗	0,9664 (0.1478)∗∗
Histidine	0,0648 (0,0090)	0,0531 (0.0062)∗∗	0,0560 (0.0127)
Hypoxanthine	0,1372 (0,0458)	0,1017 (0.0171)∗	0,0964 (0.0182)∗
IMP	0,1810 (0,0297)	0,1916 (0.0222)	0,2273 (0.0793)
Inosine	0,1745 (0,0316)	0,1371 (0.0273)∗∗	0,1391 (0.0290)∗
Isoleucine	0,0646 (0,0131)	0,0583 (0.0060)	0,0610 (0.0067)
Lactate	2,2616 (0,3894)	1,9047 (0.1372)∗∗	1,8542 (0.2573)∗
Leucine	0,1317 (0,0381)	0,1109 (0.0093)	0,1127 (0.0191)
Malate	0,1721 (0,0415)	0,3224 (0.0500)∗∗∗	0,3053 (0.0655)∗∗∗
Methionine	0,0816 (0,0174)	0,0648 (0.0095)∗	0,0642 (0.0129)
Myo-inositol	3,2799 (0,1769)	3,0676 (0.2129)	3,1918 (0.2917)
NAD	1,1642 (0,0920)	1,2663 (0.1023)∗	1,3881 (0.2267)∗
Niacinamide	0,0338 (0,0117)	0,0346 (0.0103)	0,0326 (0.0115)
Phenylalanine	0,0656 (0,0091)	0,0860 (0.0178)∗	0,0824 (0.0095)∗∗
Phosphocholine	0,7226 (0,0995)	0,8771 (0.0742)∗∗	0,7839 (0.1248)#
Phosphoethanolamine	0,4589 (0,0311)	0,5518 (0.0481)∗∗∗	0,5124 (0.0719)∗∗
Succinate	0,5333 (0,0463)	0,5329 (0.0433)	0,5427 (0.0758)
sn-Glycero-3-phosphocholine	12,1109 (2,4684)	11,3333 (1.4083)	12,4028 (2.1135)
Taurine	5,1472 (0,3412)	5,1014 (0.3288)	4,8403 (0.4815)
Threonine	0,2178 (0,0584)	0,2063 (0.0386)	0,1810 (0.0229)∗
Tyrosine	0,1163 (0,0197)	0,0985 (0.0172)∗	0,0856 (0.0170)∗∗#
UDP-N-acetylglucosamine	0,1719 (0,0436)	0,2196 (0.0463)∗∗	0,2693 (0.0442)∗∗∗
UDP-glucose	0,2510 (0,0989)	0,2780 (0.0610)	0,3038 (0.0503)
UMP	0,1270 (0,0238)	0,1544 (0.0330)	0,1657 (0.0367)∗
Uracil	0,0459 (0,0096)	0,0355 (0.0064)∗	0,0331 (0.0054)∗∗∗
Uridine	0,1380 (0,0216)	0,1277 (0.0110)	0,1374 (0.0187)
Valine	0,1012 (0,0135)	0,0988 (0.0089)	0,1105 (0.0289)

After *Pkd1* deletion on PN18, mice remained untreated until PN81, at which point half of the mice received salsalate treatment for 14 days, and the other half remained untreated. Kidneys were then bisected and snap-frozen in liquid nitrogen. Metabolites were extracted in methanol (3:1 ratio to KW), after which ^1^H-NMR metabolomics was performed. 44 metabolites were detectable and quantifiable. Data are shown as mean ± SD. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001 vs. wild type. #p < 0.05, ##p < 0.01, ###p < 0.001 vs. PKD, measured by Mann-Whitney U non-parametric univariate test.

### Short salsalate treatment induces small changes in the PKD metabolome

We then focused on changes induced by short salsalate treatment in PKD. Due to the short duration of treatment, no large differences were expected, and changes should likely be attributed to the molecular working mechanisms of salsalate. PCA analysis (Figure 2B) shows indeed no clear clustering of the PKD and PKD + salsalate groups, which is reflecting the similar disease phenotypes in both groups. We observed three metabolites that are significantly altered upon short salsalate treatment: acetylcarnitine, phosphocholine, and tyrosine (Figures 2C and 2D). Acetylcarnitine and phosphocholine are reverting back to wildtype levels (Figure 2D) upon salsalate treatment, suggesting that these two metabolites are close to or involved in the molecular working mechanisms of salsalate. Acetylcarnitine is the most common derivative of carnitine, a well-known regulator of fatty acid transportation and oxidation. Phosphocholine is an intermediate molecule in the synthesis pathway of phosphatidylcholine, which is the most abundant phospholipid in mammalian cells. Interestingly, in PKD kidneys, tyrosine levels are lower compared to wild types, and salsalate treatment caused an even further reduction, suggesting a non-PKD relevant effect of salsalate on tyrosine. Of these three metabolites, acetylcarnitine (and tyrosine) also changed in the long salsalate treatment, further strengthening the role of acetylcarnitine in the molecular mechanism of salsalate.

### Metabolite-metabolite correlations show salsalate treatment associates with altered purine metabolism

Having identified key metabolites affected by short salsalate treatment, we tried to underpin their functional role. We reasoned that building a metabolic network on a handful of metabolites comes with a risk of obtaining far too general and poorly interpretable output. As an alternative we focused on correlations between the individual metabolites (Tables S5, S6, and S7). We hypothesized that, if the concentrations of two metabolites are correlated, it suggests that they are produced or consumed by an interconnected set of enzymes. Consequently, by exploring such correlations it would be possible to get an indication on how functional relationships between the metabolites change depending on experimental condition (e.g., wildtype, PKD, PKD + Salsalate). Thus, Figure 3 shows correlations among individual metabolites between wildtype and PKD mice (Figure 3A), and between PKD and PKD + Salsalate mice (Figure 3B). First, we zoomed in on metabolite-metabolite correlations that show an opposite correlation between PKD + Salsalate and PKD (i.e., metabolite pairs have a positive correlation in PKD, and a negative correlation in PKD + SAL, or vice versa). We found four metabolite pairs with this pattern, namely glutamine-IMP, hypoxanthine-UDP-glucose, IMP-NAD, and IMP-taurine (Figure 4A). All four pairs are absent in the wildtype-PKD correlation matrix, indicating that potential effects are salsalate specific, and not related to the PKD phenotype. Next, we zoomed in on metabolite-metabolite correlations which show a negative correlation between wild type and PKD and were also “corrected” by salsalate treatment (i.e., metabolite pairs have an opposite correlation in wildtype and PKD, while PKD + Salsalate shows a corrected pattern toward wild type). This revealed another five metabolite pairs which are likely influenced by salsalate treatment, namely acetylcarnitine-uridine, dimethylglycine-threonine, IMP-AMP, methionine-UMP, and NAD-tyrosine (Figure 4B). With 3 out of 5 metabolite pairs containing a purine (acetylcarnitine-uridine, IMP-AMP, and methionine-UMP), this strengthens the suggestion that salsalate treatment is affecting purine metabolism in PKD.

**Figure 3:**
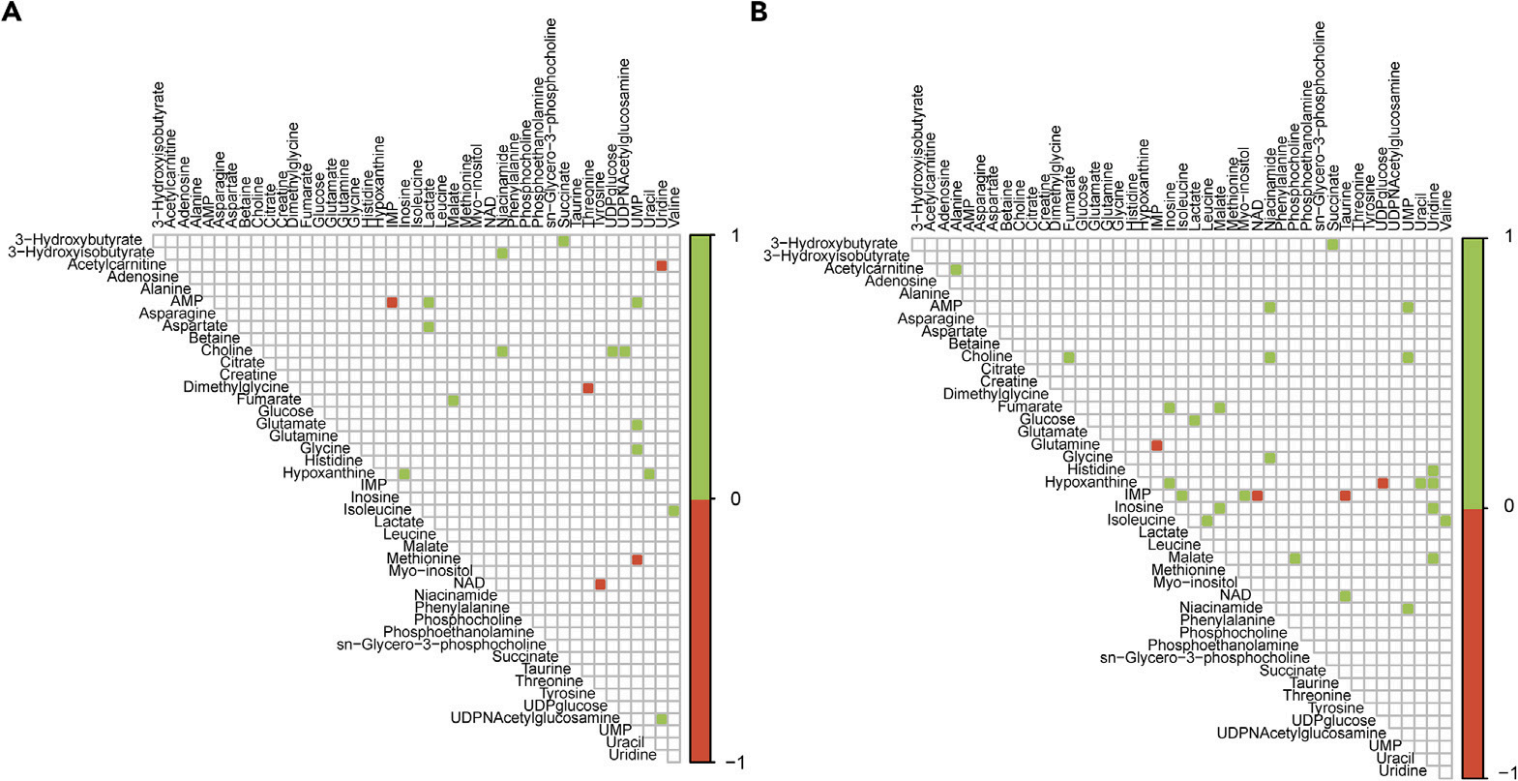
Metabolite-metabolite correlations between wildtype, PKD and PKD + SAL animals (A) Correlation matrix between metabolite concentrations measured in PKD vs. WT animals. A positive correlation (green) indicates both metabolites in the correlation show the same direction change between PKD and WT animals, whereas that a negative correlation (red) indicates a change in the opposite direction. (B) Correlation matrix between metabolite concentrations measured in PKD + SAL vs. PKD animals. Values −1 and +1 are arbitrary and are a way to visually indicate whether there is a correlation in the same (green) or in the opposite direction (red). The actual Pearson’s correlation coefficients and p values from each metabolite-metabolite pairs per experimental group (wild-type, PKD, and PKD+SAL) can be found in Tables S5, S6, and S7.

**Figure 4:**
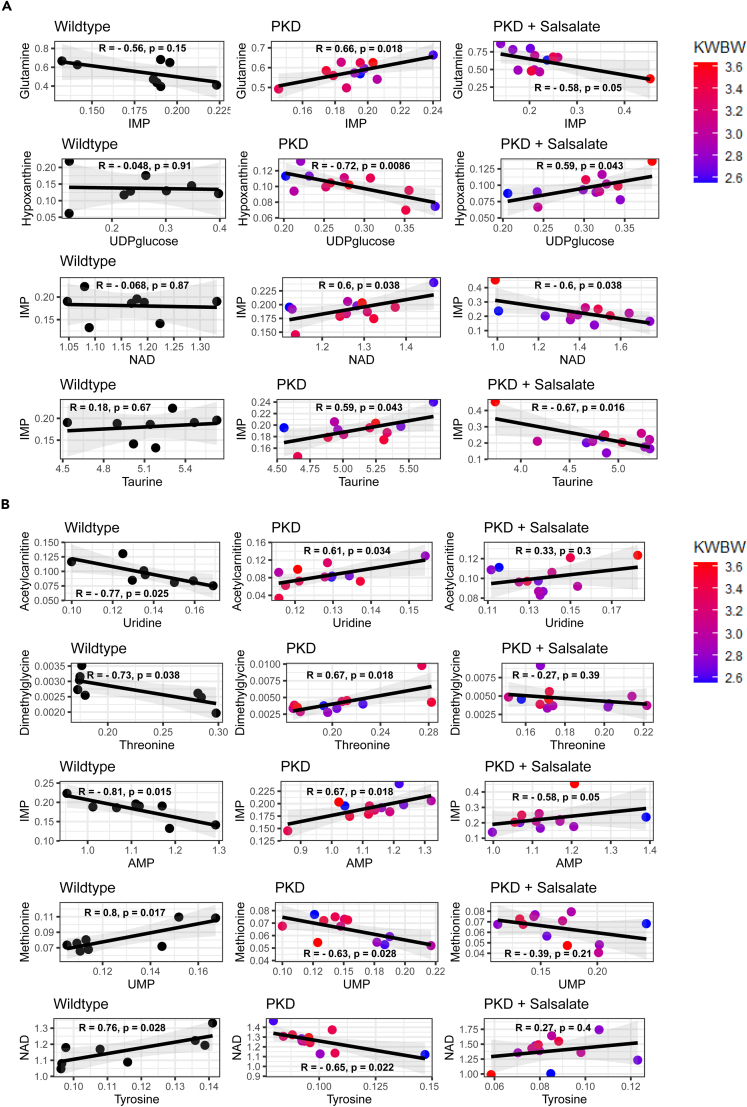
Metabolite-metabolite correlation associate salsalate treatment with changes in purine metabolism (A) Metabolite-metabolite correlation pairs with an opposite correlation pattern between PKD + SAL vs. PKD. From top to bottom: glutamine-IMP, hypoxanthine-UDP-glucose, IMP-NAD & IMP-taurine. Color shading refers to cystic phenotype (2KW/BW) of the mouse; the numerical value refers to the severity of the cystic phenotype, with low ratios meaning a mild phenotype, and higher values meaning a more severe phenotype. (B) Metabolite-metabolite correlation pairs showing metabolites with an opposite correlation pattern between PKD vs. WT, which is corrected toward WT by salsalate treatment. From top to bottom: acetylcarnitine-uridine, dimethylglycine-threonine, IMP-AMP, methionine-UMP & NAD-tyrosine. Color shading refers to cystic phenotype (2KW/BW) of the mouse. Each dot represents a mouse kidney. R = Pearson’s correlation coefficient, P = p value.

### Altered AMPK signaling upon short salsalate treatment in PKD animals

Salsalate, upon hydrolysis to salicylate *in vivo*, activates AMPK and its downstream targets by preventing AMPK dephosphorylation of Thr172.^33^ We therefore verified whether a short salsalate treatment could also prevent this dephosphorylation. We found that AMPK phosphorylation at Thr172 is significantly increased in salsalate-treated animals, compared to PKD animals (Figures 5A and 5B). However, this increase was accompanied with an increased total AMPK protein level in salsalate-treated animals (Figures 5A and 5B), resulting in an unchanged pAMPK/AMPK ratio (Figure 5B). We also looked at several downstream targets of AMPK, to further verify salsalate efficacy. Salsalate treatment induced a significant increase in phosphorylation of acetyl-coenzyme A (CoA) carboxylase (ACC) at Ser79, but this was accompanied by an increase in total ACC levels (trending toward significance) (Figures 5C and 5D), resulting in an unchanged pACC/ACC ratio (Figure 5D). Furthermore, short salsalate treatment increased the expression of the mitochondrial biogenesis regulator peroxisome proliferator-activated receptor γ coactivator 1α (PGC1α, Figures 5C and 5D). Activated AMPK can also inhibit the mammalian target of rapamycin (mTOR) pathway, which is an important driver of cyst growth when active. No salsalate-induced changes in phosphorylation of the two mTOR pathway effector proteins, pS6 and p-p70S6K, were observed (Figures 5E and 5F).

**Figure 5:**
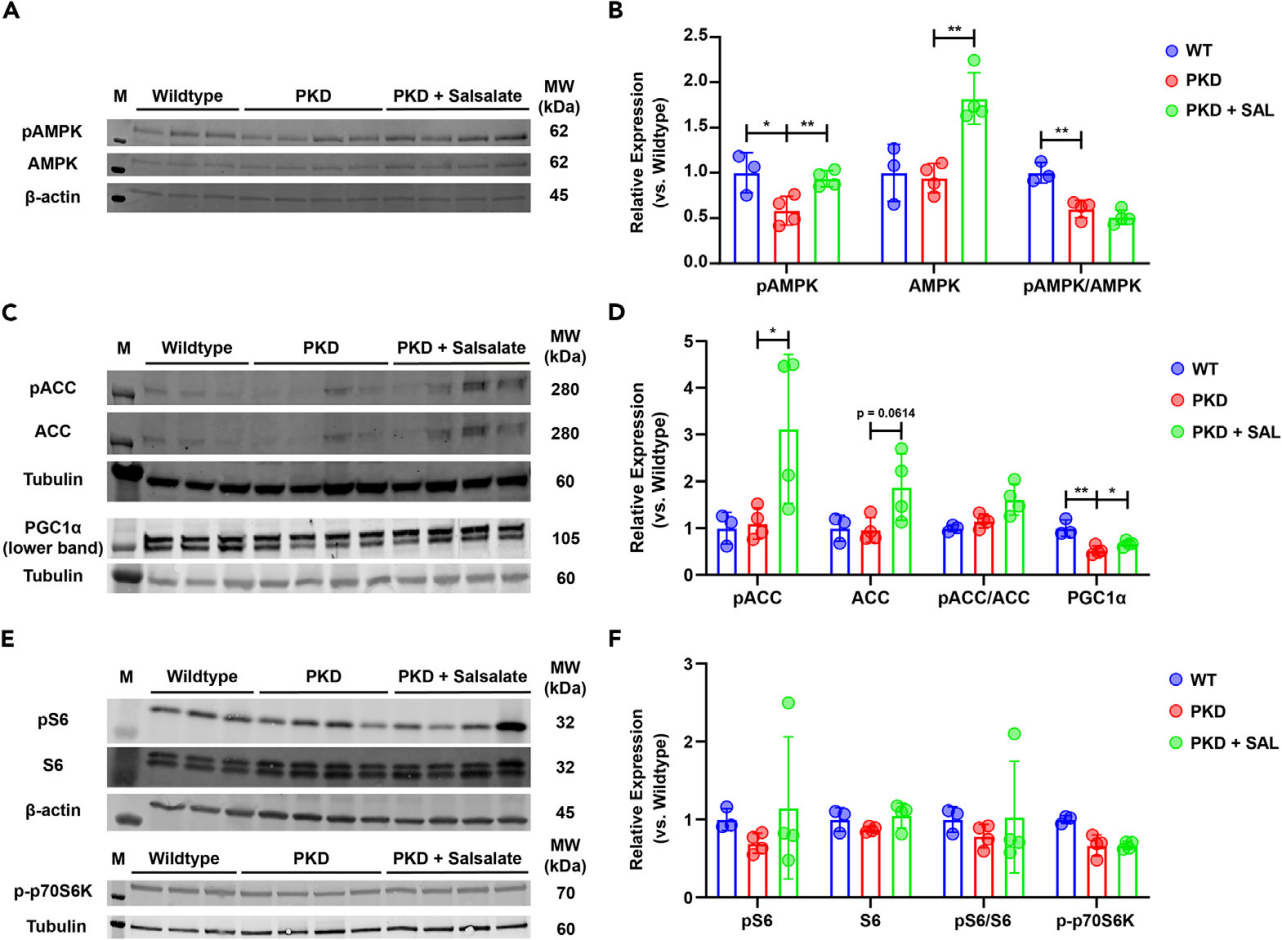
AMPK signaling upon short salsalate treatment in PKD animals (A) Western blotting for pAMPK and AMPK on protein extracts isolated from wildtype, PKD and PKD + SAL kidneys. β-actin protein expression was used as an internal loading control. (B) Quantification of the pAMPK and AMPK blots shown in (A), relative to β-actin. Both pAMPK and AMPK expression is increased in PKD + SAL animals, compared to PKD, resulting in a non-significant difference in the pAMPK/AMPK ratio. (C) Western blotting for pACC, ACC, and PGC1α on protein extracts isolated from wildtype, PKD, and PKD + SAL kidneys. Tubulin protein expression was used as an internal loading control. Please note that for the PGC1α blot, only the lower band visible corresponds to the PGC1α protein. (D) Quantification of the pACC, ACC, and PGC1α blots shown in (C), relative to tubulin. pACC expression is increased significantly in PKD + SAL animals, compared to PKD, while ACC expression is trending toward a significant increase (p = 0.0614). This results in a non-significant difference in the pACC/ACC ratio. PGC1α expression is reduced in PKD animals, which is attenuated by short salsalate treatment. (E) Western blotting for pS6, S6, and p-p70S6K on protein extracts isolated from wildtype, PKD, and PKD + SAL kidneys. β-actin and tubulin protein expression were used as an internal loading control. (F) Quantification of the pS6, S6, and p-p70S6K blots shown in (E), relative to β-actin (pS6, S6) and tubulin (p-p70S6K). No significant differences were detected between wildtype, PKD, and PKD + SAL animals. Each dot represents a mouse kidney (n = 3–4 animals per group). Data presented are mean ± SD. ∗p < 0.05, ∗∗p < 0.01, measured by two-way unpaired Student’s t tests. M = marker, MW = molecular weight, WT = wildtype, SAL = Salsalate, kDa = kilodalton.

### RNA sequencing reveals anti-proliferative and anti-inflammatory effects of salsalate in ADPKD

To find out more about the salsalate-induced alterations in the transcriptome, we performed RNA sequencing on the samples from the short treatment study. 

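The authors deposited 1 table for this experiment, with the number of reads counted on each of 53700 genes in 32 kidneys. The kidneys came from male mice: 8 wildtype mice, 12 mice with an induced deletion of *Pkd1* in the kidney tubules (PKD) and 12 PKD mice fed salsalate, a prodrug of salicylate (PKD + Salsalate). The paper chose the mice of both PKD groups after treatment for a comparably mild disease, by kidney weight relative to body weight. In the paper, *Pkd1* was deleted with tamoxifen (150 mg/kg), salsalate (400 mg/kg per day, 2.5 g per kg of food) was given for 14 days from day 81, and both PKD groups were 95 days old at collection. The sample labels also give 95 days for the PKD groups, and 109 days for the wildtype mice. Poly(A) RNA was sequenced with a directional library kit. The authors aligned the reads with STAR to GRCm39 and counted them by strand with HTSeq on the Ensembl genes, without normalization. The total count on genes was between 11278382 and 28290874 in the wildtype group (median 15737652, n = 8), between 11193136 and 47213530 in the PKD group (median 16769080, n = 12) and between 14088385 and 109807664 in the PKD + Salsalate group (median 18482662, n = 12). The highest total belonged to PKD + Salsalate replicate 3, and the next in that group was 28386506. Per kidney, between 73.6% and 83.1% of the alignments were counted on genes, between 7.60% and 16.4% lay on no annotated gene, and between 7.13% and 9.82% were left out because they had more than 1 place in the genome. As in the paper, genes with a log2 CPM (counts scaled to a common library total) over 1 in at least 25% of the kidneys were kept, which left 13961 genes, and counts were normalized with the trimmed mean of M-values (TMM). The paper names edgeR but not which of its tests; here the 3 groups were fitted together with edgeR's quasi-likelihood test, and p-values were adjusted over the 13961 genes by the method of Benjamini and Hochberg. Expression is given as TMM-scaled CPM, mean ± SD over the kidneys of a group. These SDs cover the mice, not repeated libraries of 1 mouse. The names of 5 of the 8 wildtype libraries end in R, an ending that no PKD library has. Values against wildtype are therefore also given for the 5 libraries with the ending and for the 3 without it. *Pkd1* (ENSMUSG00000032855, chromosome 17, 24768808 to 24815482, plus strand) was the deleted gene. The deletion covers exons 2 to 11 of 46, 2620 of 14164 bp of exon sequence (18.5%), so a count over the whole gene includes the exons that remain. Its CPM was 68.7 ± 10.9 in wildtype kidneys (from 53.1 to 86.4), 92.1 ± 15.1 in PKD kidneys (from 70.7 to 113) and 92.7 ± 15.1 in PKD + Salsalate kidneys (from 67.4 to 119.8). The log2 fold change between PKD and wildtype was 0.42 (standard error 0.11, adjusted p = 0.00134). It was 0.54 against the wildtype libraries ending in R (adjusted p = 0.000317) and 0.24 against the others (adjusted p = 0.197).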

The same 32 (8 wildtypes, 12 PKD, 12 PKD + Salsalate) mice used for NMR metabolomics were used for this. 

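Principal-component analysis was run on the log2 CPM of the tested genes (prior count 2), each gene centred and scaled. On PC1 the scores were -82.8 ± 72.8 in wildtype kidneys (SD, n = 8), 31.6 ± 37.2 in PKD kidneys (SD, n = 12) and 23.6 ± 24.1 in PKD + Salsalate kidneys (SD, n = 12). Wildtype and PKD kidneys differed on PC1 (2-sided exact permutation test over 125970 splits, p = 0.000445, 0.00133 after Benjamini-Hochberg adjustment over the 6 comparisons on PC1 and PC2) and on PC2 (exact permutation p = 0.00257, adjusted 0.00514). PKD and PKD + Salsalate kidneys were not separated on PC1 (2-sided permutation test with 100000 permutations, p = 0.538 before and after adjustment) or on PC2 (p = 0.366, adjusted 0.439). The wildtype kidneys lay in 2 sets that followed the library names. On PC1 the 5 libraries ending in R lay between -143 and -125, below the lowest PKD kidney (-40.8), while the 3 others lay between -5.86 and 22.2, inside the PKD range. On PC2 those 3 lay between -166 and -88.3, below the lowest PKD kidney (-30.4), and the 5 ending in R lay between -43.6 and 17.3. With the genes centred but not scaled, all 8 wildtype kidneys lay between -59.5 and -19.6 on PC1, below every PKD kidney (between -4.10 and 35.7; exact permutation p = 7.94e-06, the smallest that these splits allow, 2.38e-05 adjusted), and PKD and PKD + Salsalate kidneys again overlapped (permutation p = 0.257, adjusted 0.308).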

PCA analysis revealed a clear separation between wildtype and PKD animals, while PKD and PKD + Salsalate mice could not be distinguished clearly from each other (Figure 6A). 

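With scaled genes, PC1 covered 30.6% of the variance and PC2 18.1%, together 48.6%. With genes that were centred only, PC1 covered 42.9% and PC2 18.5%, together 61.4%. The share moved most when only the 500 most variable genes were used, to 72.7%. The paper's text does not give the scaling.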

The cumulative variance covered by the first two principal components was 61.61%. Our data reveal 81 significantly differentially expressed genes between PKD and PKD + Salsalate animals (Figure 6B, 35 upregulated and 46 downregulated). 

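Of the 13961 genes tested, 81 had an adjusted p-value under 0.05 between PKD + Salsalate and PKD kidneys in edgeR's quasi-likelihood test, 35 of them higher and 46 lower with salsalate, while 1436 had an unadjusted p-value under 0.05. The 81 genes were the same genes that the paper lists in Fig. 6B. In the same fit, 6852 genes differed between PKD and wildtype (3363 higher and 3489 lower in PKD) and 6269 between PKD + Salsalate and wildtype (3037 higher and 3232 lower). Between PKD and wildtype, 8297 genes were called against the wildtype libraries ending in R alone and 5660 against the others alone. The number of salsalate genes moved most when the fit held only the 3 wildtype libraries without the ending R, an alternative chosen after the data were seen, which called 257 genes and all of the 81. Leaving out 1 kidney also moved it by over 1.5 times in 8 of 32 fits. The number fell to 47 without PKD replicate 1, 49 without PKD replicate 9, 46 without PKD replicate 11, 49 without PKD + Salsalate replicate 1, 39 without PKD + Salsalate replicate 5, 53 without PKD + Salsalate replicate 6 and 50 without PKD + Salsalate replicate 12, and rose to 226 without PKD + Salsalate replicate 11. Of the 81 genes, 33 kept an adjusted p-value under 0.05 in all 32 of these fits. The smallest adjusted p-value belonged to *Gm4208* (ENSMUSG00000100426, chromosome 1, 62860506 to 62898794, minus strand), a long non-coding RNA, with a CPM of 6.73 ± 1.17 in PKD and 2.31 ± 0.454 in PKD + Salsalate kidneys (SD, n = 12 each), a log2 fold change of -1.54 (standard error 0.14, adjusted p = 2.41e-08, lower in 12 of 12 treated kidneys than the PKD median). The largest log2 fold change was that of *Alb* (ENSMUSG00000029368, chromosome 5, 90608647 to 90624696, plus strand), -5.96 (standard error 1.20, adjusted p = 0.0146), and it rested on PKD replicate 10. Without this kidney it was -0.01 (adjusted p = 0.998), and in each of the other 31 fits that left out 1 kidney *Alb* kept its call.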

58 out of the 81 genes (72%) were also significantly differentially expressed between wildtype and PKD animals, the majority of which (74%) were also corrected by salsalate treatment back in the direction of wild-type levels. 

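Of the 81 genes, 58 (71.6%) also had an adjusted p-value under 0.05 between PKD and wildtype kidneys. Salsalate moved 43 of these towards the wildtype level and 15 away from it, so that 74.1% moved back (95% Wilson interval 61.6% to 83.7%, which covers counting error only). The 43 include *Alb* and *Ambp*, whose salsalate change was not called without PKD replicate 10 (log2 fold changes -0.01 and -0.52). Without this kidney 54 genes were shared and 66.7% of them moved back. Among all tested genes, 49.1% differed between PKD and wildtype. Both comparisons use the 12 untreated PKD kidneys, so opposite signs arise between them by chance. In 99 random splits of the 24 PKD kidneys into 12 and 12, the 81 genes with the smallest p-values held a median of 40 genes that also differed between the PKD and wildtype groups of that split (from 25 to 74), and a median of 79.1% of these had opposite signs (from 5.13% to 100%). Against the 3 wildtype libraries without the ending R, 51 of the 81 genes differed between PKD and wildtype and 40 of them moved back (78.4%). Against the 5 libraries with it, 58 differed and 40 moved back (69.0%). The 58 became 38 without PKD replicate 1, 33 without PKD replicate 9, 32 without PKD replicate 11, 38 without PKD + Salsalate replicate 1, 29 without PKD + Salsalate replicate 5, 38 without PKD + Salsalate replicate 6, 36 without PKD + Salsalate replicate 12 and 185 without PKD + Salsalate replicate 11, and the share that moved back was between 61.1% and 89.7% over the 32 fits that each left out 1 kidney.

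**Figure D1:**
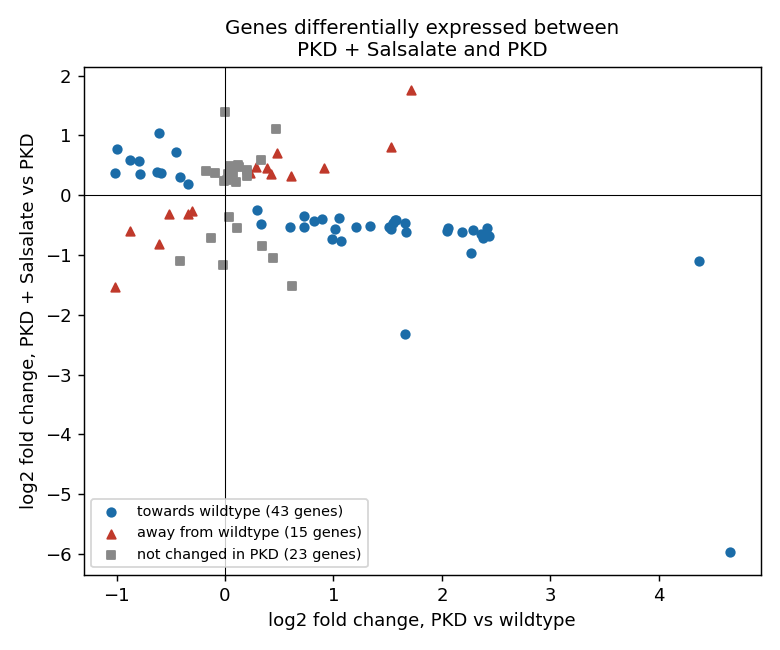
Log2 fold changes of the 81 genes between PKD and wildtype kidneys (x axis) and between PKD + Salsalate and PKD kidneys (y axis), 1 point per gene. Circles are the 43 genes that moved towards wildtype, triangles the 15 that moved away and squares the 23 that did not differ between PKD and wildtype. Both axes contain the PKD kidneys, which pulls points towards opposite signs. The circles include *Alb* and *Ambp*, whose salsalate change was not called without PKD replicate 10.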

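The 81 genes can be set against the terms of Tables S8 and S9, in which the paper lists the genes behind each enriched term. Of the genes with a lower level in PKD + Salsalate than in PKD kidneys, 18 of the 81 are listed under the Gene Ontology term cell cycle and 11 under immune system process. Of the genes with a higher level, 10 are listed under lipid metabolic process, 5 under fatty acid metabolic process and 10 under the KEGG term Metabolic pathways. A gene can be listed under several terms.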

From the differentially expressed gene list, three major themes could be dissected: cell proliferation (27%), energy metabolism (26%), and inflammation (11%). Unbiased clustering of the 81 differentially expressed genes indicates that the salsalate-affected cluster with the largest difference between wildtype and PKD animals contains strongly upregulated genes involved in cell proliferation, such as *Top2a, Cdkn3, Cdk1, Ccnb2 and Cdc20, Mcm2*, and *Cdca8*. 

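All 7 genes were higher in PKD than in wildtype kidneys, by a log2 fold change between 0.89 and 2.44, and all 7 differed also against the wildtype libraries ending in R alone and against the others alone. With salsalate all 7 were lower than in PKD, by a log2 fold change between -0.69 and -0.39 (adjusted p from 0.00711 to 0.0474, edgeR's quasi-likelihood test). *Top2a* (ENSMUSG00000020914, chromosome 11, 98883769 to 98915062, minus strand), which encodes a DNA topoisomerase, had a CPM of 4.17 ± 1.37 in wildtype (SD, n = 8), 21.1 ± 6.41 in PKD (n = 12) and 13.4 ± 2.78 in PKD + Salsalate kidneys (n = 12). Its log2 fold change with salsalate was -0.65 (standard error 0.14, adjusted p = 0.0174), and 11 of 12 treated kidneys lay below the PKD median. *Cdca8* (ENSMUSG00000028873, chromosome 4, 124812257 to 124833104, minus strand) had a CPM of 2.24 ± 0.175, 6.37 ± 1.30 and 4.39 ± 0.751 in the same groups, and 12 of 12 treated kidneys lay below the PKD median (log2 fold change -0.53, standard error 0.10, adjusted p = 0.00711). *Cdk1* (ENSMUSG00000019942, chromosome 10, 69170976 to 69236595, minus strand) had a CPM of 1.63 ± 0.256, 8.58 ± 2.09 and 5.89 ± 1.60 (log2 fold change -0.54, standard error 0.13, adjusted p = 0.0468). With each kidney left out in turn, the log2 fold change of *Top2a* stayed between -0.71 and -0.55 and that of *Cdk1* between -0.63 and -0.48. *Top2a*, *Cdc20* and *Cdca8* kept an adjusted p-value under 0.05 in all 32 of these fits and *Mcm2* in 31, with 0.0505 without PKD + Salsalate replicate 5. *Cdkn3* kept it in 25 fits, *Ccnb2* in 13 and *Cdk1* in 12. For these the adjusted p-value was highest without PKD replicate 9, at 0.0624, 0.101 and 0.0943.

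**Figure D2:**
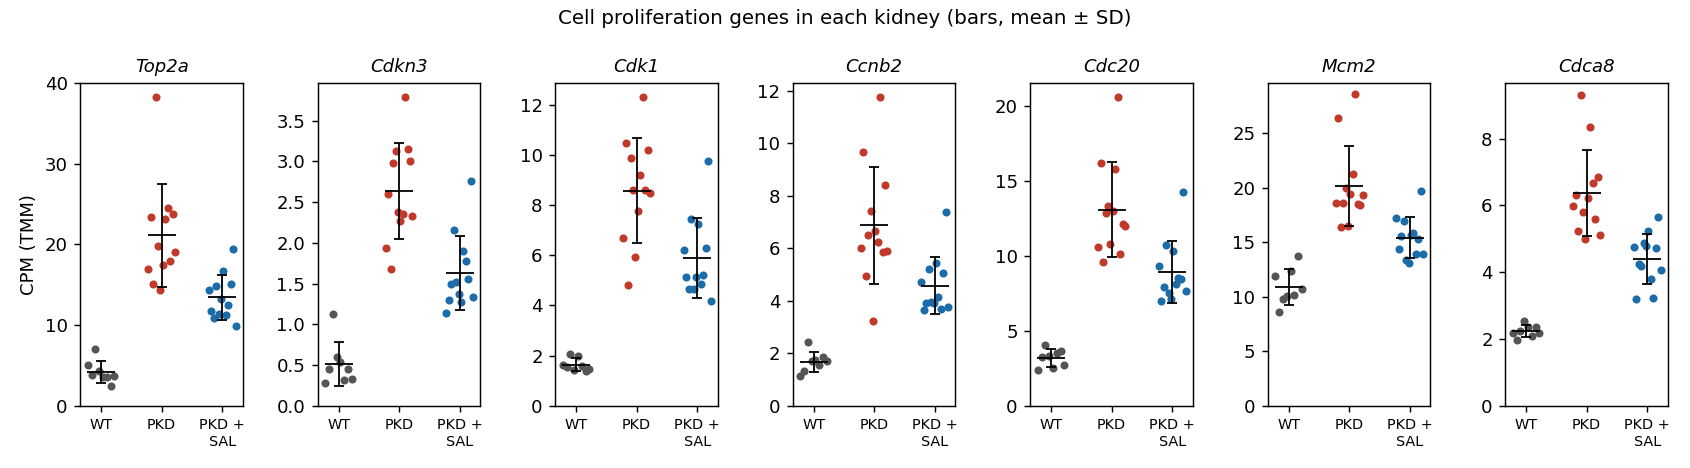
TMM-scaled CPM of the 7 genes in each kidney (WT, wildtype, n = 8; PKD, n = 12; PKD + SAL, PKD + Salsalate, n = 12), 1 point per kidney, with bars for the mean ± SD. The axes start at 0 and differ between genes. The treated groups have lower means than the PKD groups, and the ranges of treated and untreated kidneys overlap, as for *Top2a* (9.92 to 19.5 against 14.3 to 38.3 CPM).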

(Figure 6B). Moderately downregulated genes corrected by salsalate treatment are to a large extend involved in energy metabolism, such as *Ces1e*, *Depp1*, *Fndc5*, *Aldoc, Vnn1*, *Acss1*, and *Chrna4*. 

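Salsalate raised 6 of these 7 genes and lowered *Ces1e*. *Acss1* (ENSMUSG00000027452, chromosome 2, 150460020 to 150510420, minus strand), which encodes a mitochondrial acetyl-CoA synthetase, had a CPM of 177 ± 31.9 in wildtype (SD, n = 8), 115 ± 15.1 in PKD (n = 12) and 150.3 ± 15.9 in PKD + Salsalate kidneys (n = 12). The log2 fold change was -0.62 in PKD (adjusted p = 4.36e-07; -0.50 against the wildtype libraries ending in R and -0.81 against the others) and 0.39 with salsalate (standard error 0.08, adjusted p = 0.0146, 12 of 12 treated kidneys above the PKD median). *Chrna4* (ENSMUSG00000027577, chromosome 2, 180660173 to 180685339, minus strand) had a CPM of 73.2 ± 31.8, 37.0 ± 9.53 and 63.4 ± 9.47 in the same groups (log2 fold change -0.99 in PKD and 0.78 with salsalate, standard error 0.16, adjusted p = 0.0146). *Fndc5* and *Aldoc* were also lower in PKD, by log2 fold changes of -0.79 and -0.42, and rose with salsalate by 0.57 (adjusted p = 0.0187) and 0.31 (adjusted p = 0.0264, and over 0.05 without PKD replicate 1 or 9 or PKD + Salsalate replicate 5 or 12, at most 0.0574). The direction in PKD was the same against either set of wildtype libraries. *Ces1e* (ENSMUSG00000061959, chromosome 8, 93927846 to 93956247, minus strand), which has close paralogs, was lower in PKD than in wildtype (log2 fold change -0.52, adjusted p = 7.06e-07; -0.56 and -0.45 against the sets with and without R) and lower again with salsalate (-0.31, standard error 0.07, adjusted p = 0.0222), with 118 ± 9.51, 82.6 ± 7.92 and 66.7 ± 9.17 CPM. *Depp1* (ENSMUSG00000048489, chromosome 6, 116627570 to 116629755, plus strand) did not differ between PKD and wildtype (log2 fold change 0.47, standard error 0.29, adjusted p = 0.180; 0.09 against the wildtype libraries without R and 0.80 against those with it) and rose from 10.7 ± 5.85 to 23.3 ± 10.0 CPM with salsalate (log2 fold change 1.11, standard error 0.25, adjusted p = 0.0264). Its adjusted p-value was over 0.05 without PKD replicate 11 or PKD + Salsalate replicate 1, at most 0.0664. *Vnn1* was higher in both comparisons.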

As the number of differentially expressed genes between the PKD + Salsalate and PKD groups is low, differentially expressed genes (false discovery rate [FDR] <0.05, 81 genes), as well as genes with a Log2FC < 0.5/> 0.5 (103 genes), were selected for gene set enrichment analysis (GSEA). 

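By this rule, 105 genes were selected here in addition to the 81, by the fold-change limit of 0.5 on the log2 scale alone. The selected genes included all 184 genes of the paper. The other 2, named after their values were seen, were *Ighg2c* (log2 fold change -0.73, adjusted p = 0.870), a constant-region gene whose family members are near-identical, and *Gm12250* (-0.52, adjusted p = 0.298). The selection depended most on the filter for low counts: with every gene that had a count, 8562 genes passed it, and with edgeR's own filter (filterByExpr) 331. Leaving out PKD + Salsalate replicate 11 gave 319 genes, and the other 31 fits that each left out 1 kidney gave from 157 to 224.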

The combined group of 184 genes could be split into 55 upregulated genes and 129 downregulated genes. 

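The selected genes were split into 55 higher and 131 lower with salsalate. One kidney carried part of the lower group. PKD replicate 10 had high levels of liver transcripts, and 21 of the selected genes were on a list of 36 liver transcripts written before the data were examined. Without this kidney, 82 of the 131 lower genes were still selected and 49 were not, while 49 of the 55 higher genes were still selected.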

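The enrichment terms were taken from the paper's tables and not recomputed. The genes the paper lists behind them were followed without PKD replicate 10, the kidney with liver transcripts. Of the 37 genes under cell cycle, 31 were still selected. Of the 13 genes under lipid metabolic process 11 were, of the 7 under fatty acid metabolic process 6 and of the 14 under Metabolic pathways 12. Of the 36 genes under immune system process 21 were, of the 9 under acute inflammatory response 2, of the 10 under Complement and coagulation cascades 2 and of the 7 under Cholesterol metabolism 2. Gene lists written before the data were examined, with no gene that the paper selected, were tested with camera (preset correlation 0.01, adjusted over 10 lists). Of 48 cell cycle genes, 47 were lower in PKD + Salsalate than in PKD kidneys (median log2 fold change -0.34, adjusted p = 3.34e-33). Adjusted over the list alone 37 had an adjusted p-value under 0.05, and over all genes tested 0 did (38 before adjustment). Every gene with an adjusted p-value under 0.05 over all genes tested was among those the paper selected, so none of these lists could hold one. The call held with the correlation estimated from the data (adjusted p = 0.0208) and with fry (0.00222). Of 41 inflammation genes, 40 were lower (median log2 fold change -0.17, camera adjusted p = 6.00e-08), with 0 under 0.05 adjusted over the list alone or over all genes tested and 5 before adjustment. Of 34 fatty acid oxidation genes, 25 were higher (median 0.05, camera adjusted p = 0.00575), with 1 under 0.05 adjusted over the list alone, 0 over all genes tested and 4 before adjustment. Neither of these calls held with the estimated correlation (adjusted p = 0.470 and 0.580) or with fry (0.242 and 0.488). With 1 kidney left out, the camera adjusted p-value of the fatty acid oxidation list ranged from 0.000352 without PKD replicate 10 to 0.0409 without PKD + Salsalate replicate 2, and that of the inflammation list from 7.05e-12 without PKD + Salsalate replicate 11 to 2.87e-05 without PKD + Salsalate replicate 3.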

As expected, GSEA revealed only a limited number of significant pathways affected by salsalate treatment but clearly confirms the importance of cell proliferation, inflammation (downregulated), and energy metabolism (upregulated) among the effects of salsalate treatment (Tables S8 and S9). We validated multiple of the RNA sequencing hits with qPCR and confirmed that genes involved in energy metabolism and, more specifically, fatty acid oxidation (FAO) (*Acss1, Vnn1, Depp1*) are upregulated, while genes involved in proliferation (*Chek1, Cdc20, Cdca8, Mcm2*) and inflammation (*Cxcl10, Il1rn, Ftcd*) are downregulated by salsalate treatment (Figure 6C). At the protein level, expression of CDK1 and HMGN2 was not changed by salsalate treatment (Figure S1).

**Figure 6:**
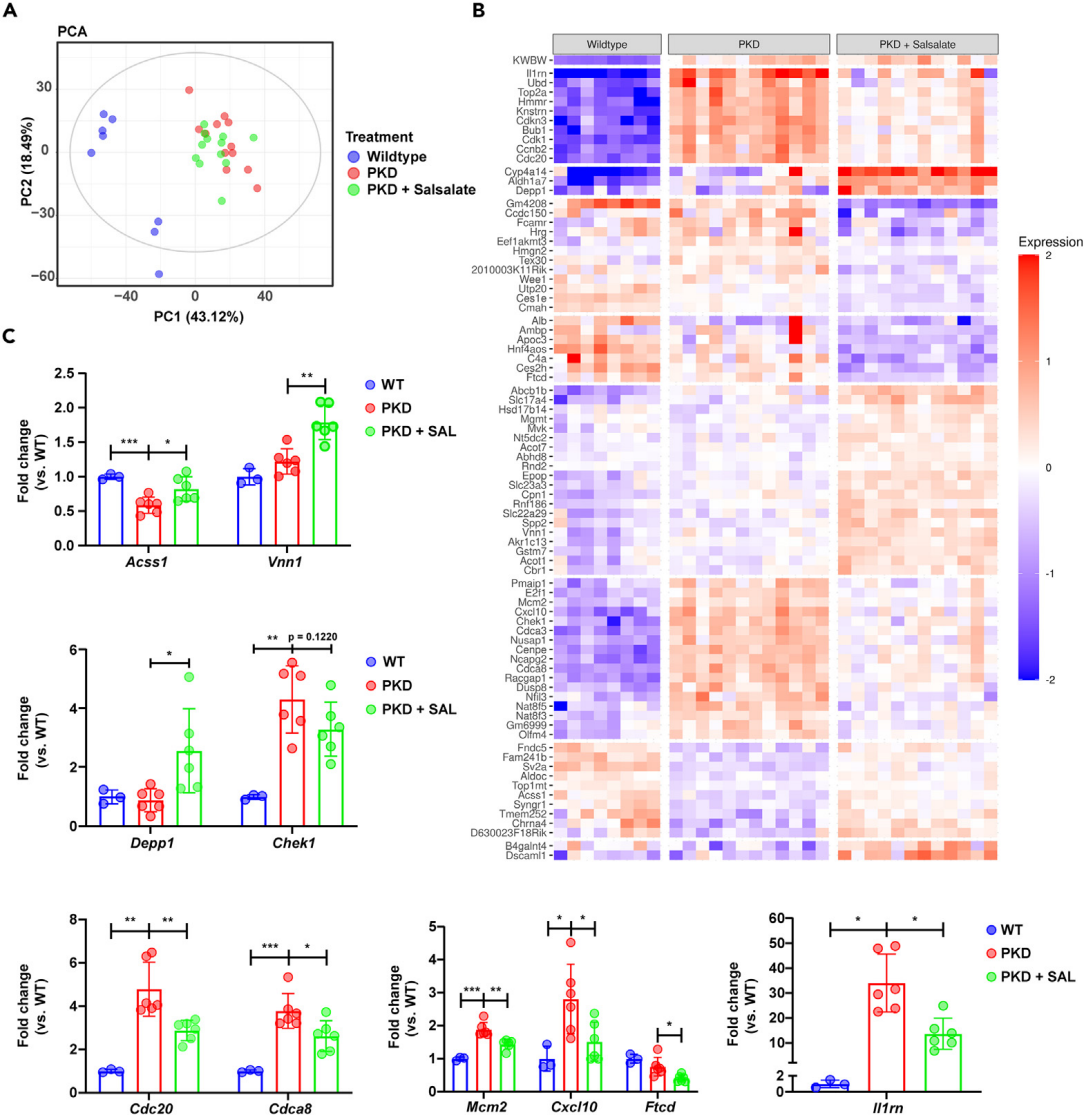
RNA sequencing reveals an anti-proliferative effect of short salsalate treatment (A) Principal-component analysis score plot of the different treatment groups. While clear separation between WT and PKD animals was observed, PKD + SAL animals were undistinguishable from PKD animals. Each dot represents an individual animal. The cumulative variance covered by the first two principal components was 61.61%. (B) Heatmap of the 81 differentially expressed genes between PKD + SAL vs. PKD animals. Genes with a p value (FDR) p < 0.05 were considered significant and were grouped together via unbiased clustering; each column represents a mouse kidney. Red indicates gene expression higher than the average for this gene; blue indicates gene expression lower than the average for this gene. The majority of genes affected, based on RNA sequencing, are involved in cell proliferation, energy metabolism and inflammation. (C) Gene expression of RNA sequencing hit genes in wildtype, PKD, and PKD + SAL animals. Each dot represents a mouse kidney (n = 3–6 animals per group). Data presented are mean ± SD. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, measured by two-way unpaired Student’s t tests. PC = principal component, WT = wildtype.

As increased cell proliferation is an important hallmark in ADPKD pathogenesis, we further focused on the anti-proliferative effects of short salsalate treatment by performing immunohistochemistry for the proliferation marker Ki67. The percentage Ki67-positive nuclei of the total nuclei count was increased in PKD animals compared to wild types and reduced in PKD + Salsalate animals compared to PKD animals (Figures 7A and 7B). Comparing the number of Ki67-positive nuclei in tubules, small-sized, medium-sized, and large-sized cysts, did not show a difference between PKD + Salsalate and PKD animals, (Figure 7C). Because of the importance of elevated cyclic AMP (cAMP) levels in the increased proliferation levels observed in PKD,^36^^,^^37^^,^^38^ we measured cAMP levels in wild-type, PKD, and PKD + Salsalate animals. As expected, we found significantly increased cAMP levels in PKD mice, compared to wild-type mice (Figure 7D). However, short salsalate treatment had no effect on cAMP levels in the kidney.

**Figure 7:**
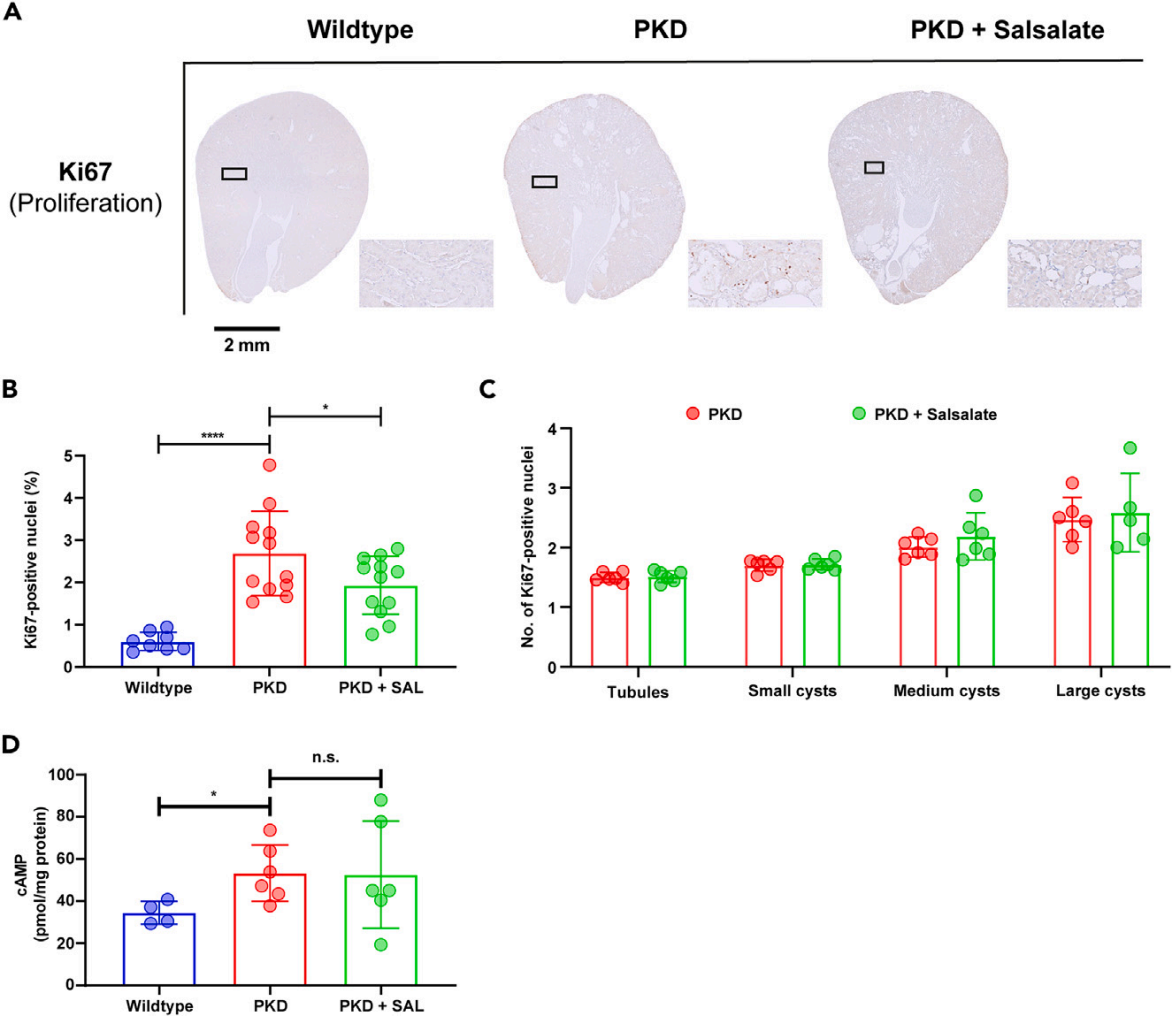
Short salsalate treatment has anti-proliferative effects in PKD (A) Immunohistochemical staining for the proliferation marker Ki67, showing that PKD + Salsalate mice have reduced proliferation compared to PKD mice. (B) Quantification of Ki67^+^ nuclei. PKD animals have significantly more proliferating nuclei (measured by % Ki67^+^ nuclei) compared to wildtype animals, while PKD + Salsalate mice have less proliferating nuclei compared to PKD mice. n = 8–12 animals per group. (C) Quantification of number of Ki67^+^ nuclei in tubules and cysts of different size. Tubules and cyst were manually judged, the tubular/cystic diameter was measured and then split in four groups: The cystic/tubular diameter was measured in pixels and divided in four groups: tubules, small cysts (<1.75x average tubular diameter), medium cysts (1.75-3x average tubular diameter) and large cysts (>3x tubular diameter). n = 6 animals per group. (D) Analysis of kidney cAMP concentrations (pmol/mg protein) show an increased cAMP level in PKD mice compared to WT, while PKD + Salsalate mice do not differ from PKD mice. n = 4–6 animals per group. Data presented are mean ± SD. Each dot represents a mouse kidney. Scalebar = 2 mm ∗p < 0.05, ∗∗∗∗p < 0.0001, measured by two-way unpaired Student’s t tests (D). WT = wildtype, SAL = salsalate.

Although we observed an effect of salsalate on the expression of inflammation genes, B and T cell infiltration at this mild stage of PKD is very limited, and virtually no B and T cell presence could be detected (Figure S2). We also studied macrophage infiltration by staining for the macrophage marker F4/80, which shows higher expression in PKD mice compared to wildtypes (Figure S3). However, no significant effect of the short salsalate treatment was found, although a non-significant trend is visible. Overall, our data indicate that, in addition to altering energy metabolism, salsalate also has an anti-proliferative and anti-inflammatory effect that affects proliferation and inflammation in mild cystic kidneys.

### Combined metabolomic and transcriptomic network analysis confirms the effects of short salsalate treatment on energy metabolism in PKD

In order to gain a better understanding of the system-wide effects of short salsalate treatment on the metabolic pathways, we made use of the Mouse Reaction Network (MRN) to project our metabolomic data onto a proper biochemical network. The comparison between mildly cystic PKD mice and wildtypes confirms our findings and those of others,^14^^,^^34^^,^^35^ which show, next to many other alterations, part of the metabolic reprogramming and accumulation of citrate, fumarate, and malate, confirming TCA cycle dysregulation, a characteristic of Warburg-like metabolic reprogramming (Figure 8A). When comparing PKD + Salsalate and PKD, multiple metabolites are changing back toward wild-type concentrations, but the detected differences are much milder, reflecting the small effects that salsalate has upon short salsalate treatment (Figure 8B). Next, we added our transcriptomic data to the MRN as well, giving us the visualization of a fully integrated biochemical network with both genes and metabolites affected by short salsalate treatment in PKD (Figures S4–S7). Specifically, we again observe that salsalate treatment positively affects FAO, by increasing acetylcarnitine concentrations, as well as modulation of the expression of pathway-related genes *Acacb, Acss1, Aldh1a3, Crat, Fasn, Lpcat2*, and *Mcat* (Figure S5A). Together with the mild observed changes in TCA cycle metabolites citrate, fumarate, and malate, and the modulation of TCA-cycle-associated genes (Figure S5B), this re-confirms salsalate’s effects on reverting the Warburg-like metabolic reprogramming observed in ADPKD. In addition, metabolites and genes involved in choline metabolism also show small salsalate-induced changes, confirming our findings at metabolite level (Figure S6). Moreover, the network analysis also shows various small changes in various purine molecules, such as hypoxanthine, IMP, UMP, and uracil, as well as genes involved in purine interconversions, which is in line with our metabolite-metabolite correlation analyses (Figure S7).

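Of these 7 genes, *Acss1* passed the adjusted p-value of 0.05 between PKD + Salsalate and PKD kidneys, and the other 6 did not, in this fit, in any of the alternatives run or with any 1 kidney left out. *Mcat* (ENSMUSG00000048755, chromosome 15, 83430998 to 83447988, minus strand) had a CPM of 38.8 ± 4.22 in PKD and 44.0 ± 3.25 in PKD + Salsalate kidneys (SD, n = 12 each; log2 fold change 0.18, standard error 0.06, adjusted p = 0.179, edgeR's quasi-likelihood test), and *Crat* (ENSMUSG00000026853, chromosome 2, 30289300 to 30306340, minus strand) had 154 ± 12.8 and 167 ± 13.1 (log2 fold change 0.12, standard error 0.05, adjusted p = 0.355). The log2 fold changes were 0.50 for *Aldh1a3* (adjusted p = 0.477), 0.29 for *Fasn* (adjusted p = 0.823), 0.12 for *Acacb* (adjusted p = 0.870) and -0.16 for *Lpcat2* (adjusted p = 0.765). For *Fasn* the SD between kidneys was large, with 121 ± 62.4 CPM in PKD and 148 ± 74.3 in PKD + Salsalate. Each of the 7 had a sign opposite to that of its change between wildtype and PKD, and the sign was kept with any 1 kidney left out, but opposite signs also arise by chance because both comparisons use the same PKD kidneys. In PKD, *Lpcat2* was higher and the other 6 were lower than in wildtype. Against the wildtype libraries ending in R alone 4 of the 7 differed, and against the others alone all 7 did. Figure S5A draws 19 genes, read here by eye, of which 13 were higher and 6 lower with salsalate. Adjusted over the list alone 2 passed, and 4 had an unadjusted p-value under 0.05. The paper chose metabolites for this network with the p-values of the same transcripts, so the number of small p-values among the genes drawn is not independent evidence.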

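Figure S5B draws 29 genes, read here by eye, and 0 passed an adjusted p-value of 0.05 between PKD + Salsalate and PKD kidneys in edgeR's quasi-likelihood test, whether adjusted over all genes tested or over the list alone. Unadjusted, 6 had a p-value under 0.05, in a network for which the paper used the p-values of the same transcripts. Of the 29, 18 were higher and 11 lower with salsalate, with log2 fold changes between -0.14 and 0.45 and a median of 0.03. A list of 21 TCA cycle genes written before the data were examined was shifted upwards by camera (14 higher and 7 lower, median log2 fold change 0.04, adjusted p = 0.0262), with 0 genes under 0.05 adjusted over the list alone or over all genes tested and 3 before adjustment. The shift was not called with the correlation estimated from the data (adjusted p = 0.580) or with fry (0.488). A list of 20 glycolysis genes was not called (13 higher and 7 lower, camera adjusted p = 0.0594), with 0 genes under 0.05 by either adjustment and 2 before it. The TCA cycle and glycolysis lists held no gene that the paper selected, so over all genes tested neither could hold a called gene.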

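Of the 16 genes drawn in Figure S6, read here by eye, 8 were higher and 8 lower in PKD + Salsalate than in PKD kidneys, with log2 fold changes between -0.58 and 0.25 and a median of 0.00. By edgeR's quasi-likelihood test, 0 of the 16 had an adjusted p-value under 0.05, over all genes tested or over the list alone, and 5 had an unadjusted p-value under 0.05, in a network for which the paper used the p-values of the same transcripts.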

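Figure S7 draws 136 genes, read here by eye, of which 135 were tested, 80 of them higher and 55 lower in PKD + Salsalate than in PKD kidneys. By edgeR's quasi-likelihood test, 1 had an adjusted p-value under 0.05 over all genes tested, *B4galnt4* (log2 fold change 1.03), 4 adjusted over the list alone, and 25 had an unadjusted p-value under 0.05, in a network for which the paper used the p-values of the same transcripts. The log2 fold changes lay between -0.49 and 1.03, with a median of 0.03.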

**Figure 8:**
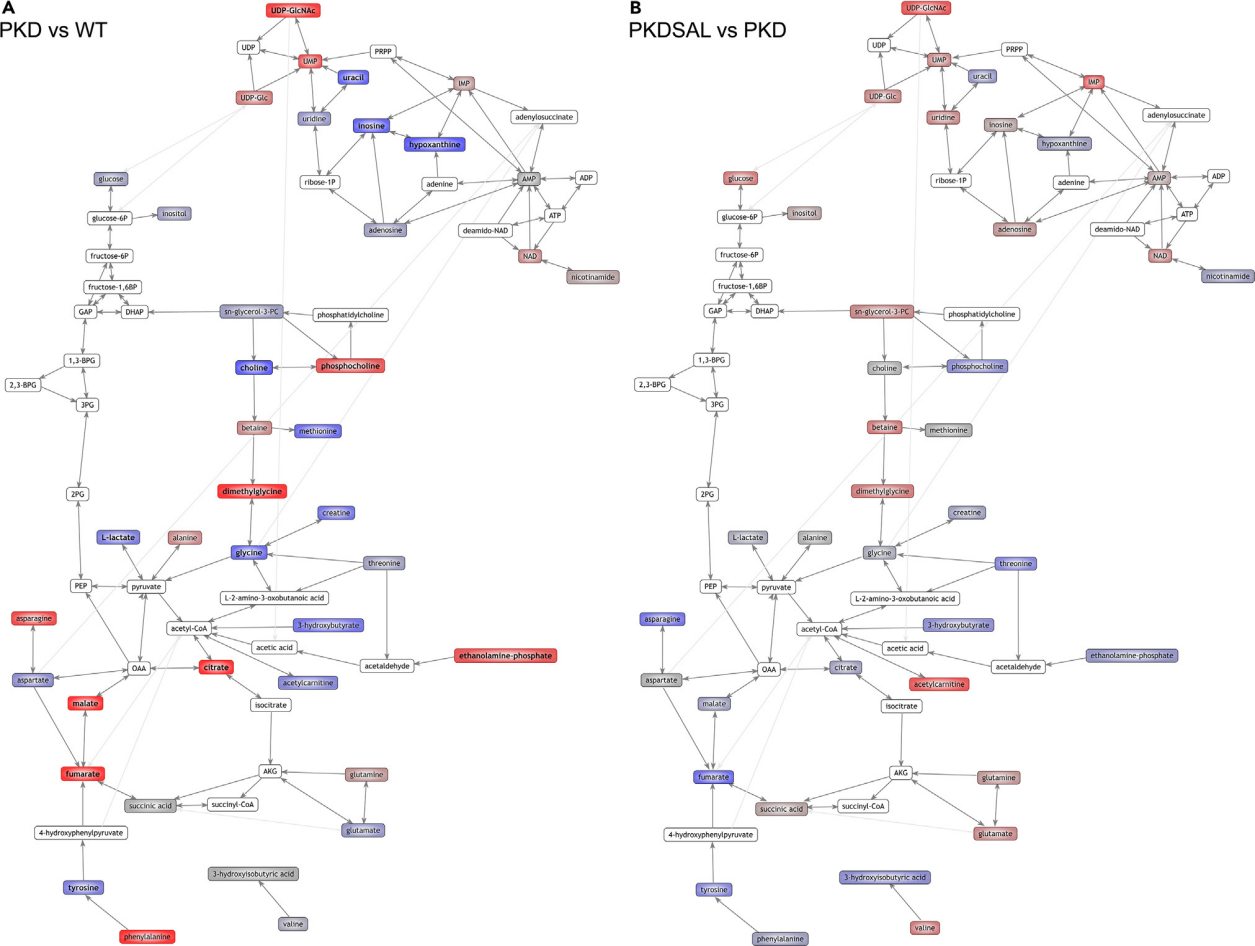
Visual map of metabolic changes induced by *Pkd1* deletion or salsalate treatment (A) Visual representation of metabolic changes, comparing PKD animals versus wildtype animals. Red shaded metabolites are increased in PKD animals, and blue shaded metabolites are decreased in PKD animals. Color intensity reflects the degree of change. Metabolites in bold are significantly different. (B) Visual representation of metabolic changes, comparing PKD + SAL animals versus PKD animals. Red shaded metabolites are increased in PKD + SAL animals, and blue shaded metabolites are decreased in PKD + SAL animals. Color intensity reflects the degree of change. Metabolites in bold are significantly different. Maps were created with the MRN pathway browser tool (see STAR Methods).

## Discussion

Currently, the vasopressin V2 receptor antagonist tolvaptan is the only approved drug available to ADPKD patients, but it has side effects and can only be prescribed to a limited patient subset. Therefore, patients remain in need of alternatives which are both safe and effective. We have shown that the AMPK activator salsalate reduces kidney cyst growth in a clinically relevant ADPKD *in vivo* model.^25^^,^^39^ However, due to the chosen experimental design, which contains inherent phenotypic bias, it is impossible to identify molecular mechanisms through which salsalate exerts its beneficial effects. Therefore, we here present a new experimental setup, in which mildly cystic PKD animals are treated for a short period of time and compared to untreated PKD animals with a similar phenotype, or wildtype animals. This enabled us to identify specific metabolites and genes affected by salsalate. Due to the short period of treatment time, in combination with the mild disease phenotype in which we examined salsalate effects, only mild changes in cellular signaling could reasonably be expected.

At the metabolome level, we found three metabolites significantly changed upon short salsalate treatment via NMR metabolomics: acetylcarnitine, phosphocholine, and tyrosine. Of these three, only acetylcarnitine and phosphocholine show a correction back toward wild-type levels. Acetylcarnitine is the most known derivative of carnitine, an important regulator of fatty acid import into mitochondria. Since the mitochondrial membrane is impermeable to fatty acids (or acyls), acyl-CoA molecules are converted to acyl-carnitines by carnitine palmitoyltransferase to enter the mitochondria for FAO. In addition, acetylcarnitine can be used as an acetyl donor to produce acetyl-CoA. Both processes point toward increased FAO, a process dysregulated in ADPKD.^12^^,^^14^ Also, urinary acetylcarnitine was found to be the best predictor of *Pkd1* mutant status in a juvenile PKD mouse model.^40^

Through the phosphorylation of AMPK,^33^ salsalate induces ACC phosphorylation, thereby inactivating it. When active, ACC produces, via acetyl-CoA carboxylation, the fatty acid import complex inhibitor malonyl-CoA. As salsalate inactivates ACC, this lowers malonyl-CoA levels, thereby lifting FAO inhibition.This regulation has been described extensively in skeletal muscle and adipose tissue research, which already has shown that salsalate can activate FAO *in vitro* and *in vivo.*^41^^,^^42^^,^^43^^,^^44^^,^^45^ In line with these observations, we found multiple genes related to fatty acid metabolism affected by salsalate treatment, including *Aldh1a7, Acss1, Ces2h, Cyp4a14, Ces1e, Vnn1, Hnf4aos*, and *Acot1*, but also genes encoding (fatty acid) transporters, such as *Slc23a3*, *Slc22a29*, and *Abcb1b* (Figures 6B and 6C). 

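All 11 genes had an adjusted p-value under 0.05 between PKD + Salsalate and PKD kidneys, 8 of them higher with salsalate and 3 lower (*Ces1e*, *Ces2h* and *Hnf4aos*), and 7 of the 11 kept it with any 1 kidney left out. *Cyp4a14* (ENSMUSG00000028715, chromosome 4, 115343397 to 115353344, minus strand), a fatty acid hydroxylase, had a CPM of 14.3 ± 17.4 in wildtype (SD, n = 8), 46.4 ± 43.1 in PKD (n = 12) and 156 ± 46.5 in PKD + Salsalate kidneys (n = 12), with a log2 fold change of 1.75 with salsalate (standard error 0.36, adjusted p = 0.0154, edgeR). Without PKD replicate 10, whose level of 178 CPM was above that of every other untreated PKD kidney (at most 50.8), this log2 fold change was 2.17 (adjusted p = 0.000507). In wildtype replicate 1 *Cyp4a14* was 55.9 CPM, and in the other 7 wildtype kidneys between 3.17 and 15.4. *Aldh1a7* (ENSMUSG00000024747, chromosome 19, 20667107 to 20704932, minus strand) had 8.53 ± 2.74, 24.7 ± 6.26 and 43.5 ± 5.91 CPM in the same groups (log2 fold change 0.81, standard error 0.13, adjusted p = 0.00126). *Ces2h* (ENSMUSG00000091813, chromosome 8, 105727423 to 105747810, plus strand) had 7.51 ± 2.05, 4.99 ± 0.813 and 2.80 ± 0.642 CPM (log2 fold change -0.81, standard error 0.13, adjusted p = 0.00180). *Acot1* (ENSMUSG00000072949, chromosome 12, 84056256 to 84065145, plus strand) had 70.4 ± 9.48 CPM in PKD and 99.9 ± 16.3 in PKD + Salsalate kidneys (log2 fold change 0.50, adjusted p = 0.0486), and it kept its call in 10 of the 32 fits that each left out 1 kidney, with the highest adjusted p-value, 0.100, without PKD + Salsalate replicate 1. *Abcb1b* kept its call in 13 of these fits (log2 fold change 0.46, adjusted p = 0.0474, and 0.0875 without PKD replicate 11). *Cyp4a14*, *Aldh1a7*, *Ces1e*, *Ces2h*, *Acot1* and *Abcb1b* belong to families with close paralogs, and since reads with more than 1 place in the genome were not counted, their levels are uncertain. Of the 11 genes, 9 differed between PKD and wildtype, 10 against the wildtype libraries ending in R and 7 against the others. Of the 9, 1 (*Acss1*) moved with salsalate towards wildtype and 8 moved further from it. *Acot1* did not differ (log2 fold change 0.12, adjusted p = 0.491). It was 0.37 against the libraries ending in R (adjusted p = 0.0338) and -0.22 against the others (adjusted p = 0.156). A list of 16 PPARA targets written before the data were examined, 5 of its 20 genes also on the fatty acid oxidation list, was not called between PKD + Salsalate and PKD kidneys (12 higher and 4 lower, camera adjusted p = 0.282, 0 genes under 0.05 over all genes tested or adjusted over the list alone, and 2 before adjustment). The list held no gene that the paper selected, so *Cyp4a14*, *Acot1* and *Vnn1* were not on it. Over all genes tested it could therefore hold no called gene, and the test speaks only for the genes left on it.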

Of note here are *Vnn1* and *Hnf4aos*. *Vnn1* has a deviating expression pattern compared to other RNA sequencing hit genes, being upregulated in PKD animals compared to wildtypes, and then also upregulated by short salsalate treatment. 

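*Vnn1* (ENSMUSG00000037440, chromosome 10, 23770586 to 23781241, plus strand) had a CPM of 67.6 ± 18.7 in wildtype (SD, n = 8), 88.2 ± 16.3 in PKD (n = 12) and 121 ± 11.9 in PKD + Salsalate kidneys (n = 12). Between PKD and wildtype the log2 fold change was 0.38 (standard error 0.12, adjusted p = 0.00908, edgeR's quasi-likelihood test). It was 0.59 against the 5 wildtype libraries ending in R (adjusted p = 0.000334) and 0.09 against the 3 others (adjusted p = 0.578), where the difference was within the error. Between PKD + Salsalate and PKD it was 0.45 (standard error 0.11, adjusted p = 0.0354), and 12 of 12 treated kidneys lay above the PKD median. With 1 kidney left out it stayed between 0.42 and 0.51, and the adjusted p-value stayed under 0.05 in 18 of 32 fits and was highest, 0.0731, without PKD + Salsalate replicate 1.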

*Vnn1* encodes the enzyme pantetheinase, responsible for vitamin B5 (pantothenic acid) recycling.^46^ Vitamin B5 is required for CoA synthesis, which in turn is vital for FAO. As we observe FAO is induced by short salsalate treatment, which requires higher CoA levels; this could explain the curious *Vnn1* expression pattern. *Hnf4aos* encodes a long non-coding RNA with an opposite sequence to the coding sequence for *Hnf4a*, which encodes the transcription factor HNF4α. This transcription factor, downregulated in ADPKD,^40^^,^^47^ has multiple roles in regulating fatty acid metabolism, together with PGC1α, another known transcription factor dysregulated in ADPKD and affected by salsalate treatment.^25^^,^^48^^,^^49^^,^^50^^,^^51^ We observe lower *Hnf4aos* expression with salsalate treatment, and as *Hnf4aos* expression is inversely correlated to *Hnf4a* expression,^52^ this is another way through which salsalate affects fatty acid metabolism. In addition, we also observe an increase in total PGC1α protein levels (Figures 5C and 5D). 

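*Hnf4aos* (ENSMUSG00000046840, chromosome 2, 163325137 to 163383642, minus strand) is a long non-coding RNA that overlaps *Hnf4a* (ENSMUSG00000017950, chromosome 2, 163348728 to 163414830, plus strand), and the counts were made by strand. *Hnf4aos* had a CPM of 22.3 ± 6.38 in wildtype (SD, n = 8), 12.2 ± 3.26 in PKD (n = 12) and 8.06 ± 1.73 in PKD + Salsalate kidneys (n = 12). Its log2 fold change was -0.87 in PKD (adjusted p = 1.94e-05, edgeR's quasi-likelihood test; -1.03 against the wildtype libraries ending in R and -0.61 against the others) and -0.60 with salsalate (standard error 0.14, adjusted p = 0.0413). With 1 kidney left out the latter kept an adjusted p-value under 0.05 in 16 of 32 fits, and the adjusted p-value was 0.0806 at most, without PKD + Salsalate replicate 1. *Hnf4a* itself had 605 ± 169, 540.5 ± 89.2 and 573 ± 89.4 CPM. It did not differ between PKD + Salsalate and PKD kidneys (log2 fold change 0.08, standard error 0.11, adjusted p = 0.874) or between PKD and wildtype (log2 fold change -0.16, adjusted p = 0.260). Against the wildtype libraries without the ending R alone the latter was -0.54 (adjusted p = 0.00243), and against those with it 0.11 (adjusted p = 0.417).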

PGC1α aids in the regulation of fatty metabolism by promoting mitochondrial biogenesis,^53^^,^^54^ which increases mitochondrial content and provides the cell with a higher oxidative capacity. Taken together, we observe on the RNA, protein, and metabolome level that salsalate, through AMPK phosphorylation, can (re-)activate FAO in ADPKD, partly reverting the Warburg-like metabolic reprogramming observed in ADPKD.

Other than acetylcarnitine, we find two other metabolites significantly changed upon short salsalate treatment via NMR metabolomics: phosphocholine and tyrosine (Figures 3B and 3C). Phosphocholine is an intermediate in the Kennedy pathway from choline to phosphatidylcholine, the most abundant phospholipid in mammalian cells. As such, it has a major role in membrane structure and functioning. Phosphatidylcholine is a source for the production of several second messengers, including diacylglycerol, arachidonic acid, and lysophosphatidic acid, thereby affecting multiple signaling pathways that are important mediators of cyst growth, including phosphoinositide/protein kinase C signaling, cyclo-oxygenase, lipo-oxygenase, cytochrome P450 pathways, and G-protein coupled receptor signaling. In recent years, multiple studies have identified increased choline levels, together with increased levels of molecules in the Kennedy pathway, including phosphocholine, as pro-inflammatory factors via macrophage activation.^55^^,^^56^^,^^57^^,^^58^ In ADPKD, increased inflammatory activity, macrophage activation, and influx into the kidney are well-described processes contributing to disease progression, both in preclinical models and patients.^10^^,^^59^ AMPK has also been described to be directly involved in the mediation of inflammatory responses. The well-known pro-inflammatory stimulus tumor necrosis factor alpha (TNF-α) can suppress AMPK activity *in vitro* and *in vivo,*^60^ and the (re-)activation of AMPK has been shown to suppress various inflammatory processes in adipose tissue^61^ and skeletal muscle,^62^ both *in vitro* and *in vivo*. Underlying this regulation is likely the modulation of cellular metabolism by AMPK, which in turn has been shown to affect macrophage activation and polarization.^61^^,^^62^^,^^63^^,^^64^ Thus, as an AMPK activator, salsalate can inhibit inflammatory processes, but salicylate (the active compound of salsalate) has also been described as a direct IKKβ inhibitor, an effector in the pro-inflammatory nuclear factor κB (NF-κB) pathway.^65^^,^^66^^,^^67^ Future studies will be required to delineate the specific targets and pathways that salsalate uses for its anti-inflammatory effects in ADPKD. Although the number of F4/80-positive macrophages is not significantly affected upon short treatment (although a clear non-significant trend is present, Figure S3), salsalate does show anti-inflammatory effects in our study, evidenced by our RNA sequencing data, which show pro-inflammatory genes (*Cxcl10*, *Fcamr Hrg*, *Il1rn*, *Nfil3*) and pathways downregulated upon salsalate treatment (Figures 6B and 6C; Table S9).

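All 5 genes were lower in PKD + Salsalate than in PKD kidneys with an adjusted p-value under 0.05, and *Nfil3* alone kept it with any 1 kidney left out. *Nfil3* (ENSMUSG00000056749, chromosome 13, 53121245 to 53137010, minus strand) had a CPM of 3.16 ± 0.808 in wildtype (SD, n = 8), 6.62 ± 2.18 in PKD (n = 12) and 3.87 ± 0.779 in PKD + Salsalate kidneys (n = 12; log2 fold change -0.77, standard error 0.15, adjusted p = 0.0143, edgeR's quasi-likelihood test). *Cxcl10* (ENSMUSG00000034855, chromosome 5, 92494497 to 92496748, minus strand), a chemokine gene, had 4.92 ± 1.48, 15.7 ± 3.78 and 10.3 ± 2.65 CPM (log2 fold change -0.62, standard error 0.14, adjusted p = 0.0301). It kept its call in 23 of the 32 fits that each left out 1 kidney, with the highest adjusted p-value, 0.0699, without PKD replicate 9. *Il1rn* (ENSMUSG00000026981, chromosome 2, 24226865 to 24241506, plus strand) encodes the interleukin-1 receptor antagonist and had 0.131 ± 0.0757, 2.93 ± 1.23 and 1.36 ± 0.844 CPM (log2 fold change -1.10, standard error 0.26, adjusted p = 0.0351, under 0.05 in 19 of the 32 fits and 0.0798 without PKD replicate 9). *Fcamr* (log2 fold change -0.84, standard error 0.19, adjusted p = 0.0264, and 0.0574 without PKD + Salsalate replicate 5) and *Hrg* (-1.51, standard error 0.35, adjusted p = 0.0301) did not differ between PKD and wildtype (adjusted p = 0.184 and 0.179). For *Fcamr* this log2 fold change was 0.88 against the wildtype libraries ending in R (adjusted p = 0.00103) and -0.24 against the others (adjusted p = 0.444). *Hrg* is a liver transcript with 7.88 ± 10.9 CPM in PKD and 2.67 ± 0.862 in PKD + Salsalate kidneys. Without PKD replicate 10 its log2 fold change was -0.83 (adjusted p = 0.0264), and that between PKD and wildtype was -0.06 in place of 0.62. With other kidneys left out, its adjusted p-value was over 0.05 without PKD + Salsalate replicate 1, 5, 6 or 8, at most 0.0635. Of 9 macrophage genes on a list written before the data were examined, 8 of its 10 also on the inflammation list, 9 were lower with salsalate (median log2 fold change -0.07), which camera did not call (adjusted p = 0.0864), and 6 T and B cell genes were split 3 to 3 (adjusted p = 0.531). On both lists 0 genes passed 0.05 over all genes tested or adjusted over the list alone. Before adjustment 0 of the macrophage genes and 1 of the T and B cell genes did. Neither list held a gene that the paper selected, so over all genes tested neither could hold a called gene.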

Next to changes in energy metabolism and inflammation, RNA sequencing revealed that genes involved in cell proliferation (*Dusp8*, *Eef1akmt3*, *Mcm2*, *Top1mt*, *Top2a*), cell cycle regulation (*Cdca3*, *Cdc20*, *Cdk1*, *Cdkn3*, *Chek1*, *E2f1*, *Pmaip1*, *Wee1*), and mitotic spindle formation (*Cdca8*, *Cenpe*, *Knstrn*, *Ncapg2*, *Nusap1*, *Racgap1*) are affected by short salsalate treatment (Figures 6B and 6C). This was confirmed by immunohistochemical tissue staining for the proliferation marker Ki67 (Figures 7A and 7B). 

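All 19 genes had an adjusted p-value under 0.05 between PKD + Salsalate and PKD kidneys (from 0.00711 to 0.0495, edgeR's quasi-likelihood test), 18 of them lower with salsalate and 1, *Top1mt*, higher. The paper chose these genes from the same libraries, so their number is not independent evidence. Of the 19, 5 (*Top2a*, *Cdc20*, *Cdca8*, *Cenpe* and *Knstrn*) kept an adjusted p-value under 0.05 with any 1 kidney left out, and all 19 kept their direction. *Knstrn* (ENSMUSG00000027331, chromosome 2, 118644484 to 118684438, plus strand) had a CPM of 1.84 ± 0.474 in wildtype (SD, n = 8), 8.25 ± 1.56 in PKD (n = 12) and 5.39 ± 1.09 in PKD + Salsalate kidneys (n = 12; log2 fold change -0.61, standard error 0.11). *Cenpe* (ENSMUSG00000045328, chromosome 3, 134918298 to 134979372, plus strand) had 5.04 ± 1.04, 15.8 ± 2.14 and 11.4 ± 2.27 CPM (log2 fold change -0.47, standard error 0.10, adjusted p = 0.0159). *Chek1* (log2 fold change -0.56, adjusted p = 0.0292), *Dusp8* (-0.54, adjusted p = 0.0292) and *E2f1* (-0.39, adjusted p = 0.0301) kept their calls in 25, 23 and 20 of the 32 fits that each left out 1 kidney. Their adjusted p-values were highest without PKD replicate 9, at 0.0624, 0.0611 and 0.0699. *Eef1akmt3* kept its call in 24 of these fits, *Racgap1* in 16, *Ncapg2* in 12, *Top1mt* in 12, *Nusap1* in 11, *Pmaip1* in 11 and *Cdca3* in 10. Among these, the adjusted p-value was highest for *Cdca3* (0.103) and *Pmaip1* (0.103) without PKD replicate 9, and was 0.0922 for *Racgap1* without the same kidney, 0.0635, 0.0963 and 0.0930 for *Eef1akmt3*, *Ncapg2* and *Nusap1* without PKD + Salsalate replicate 5, and 0.0904 for *Top1mt* without PKD + Salsalate replicate 12. Between PKD and wildtype, 17 of the 19 were higher in PKD and *Top1mt* was lower (log2 fold change -0.34, adjusted p = 2.22e-06), so that all 18 that differed moved back towards wildtype with salsalate. Against the wildtype libraries ending in R alone 18 of the 19 differed, and against the others alone 17 did. The paper describes these genes as affected by salsalate. From them and the Ki67 staining it states that salsalate affects cell proliferation soon after administration, and it proposes a direct effect.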

Targeting aberrant proliferation can be beneficial in ADPKD, and we show that salsalate affects cell proliferation *in vivo* relatively soon after administration, suggesting a direct effect. Both salsalate and its active compound salicylate have been identified to affect proliferation in different cell lines.^45^^,^^68^^,^^69^^,^^70^ We also found salsalate to affect cell proliferation in ADPKD in our long treatment study.^25^ Increased cell proliferation has been described extensively as a major driver of cystic disease progression, as the consequence of elevated cAMP levels.^36^^,^^37^^,^^38^ However, we observe that a short salsalate treatment of PKD animals does not affect elevated cAMP levels, indicating the effects elicited by salsalate are cAMP independent (Figure 7D). This must mean that the anti-proliferative effects of salsalate are mediated through another pathway or target. Indeed, AMPK has been shown to inhibit cell proliferation in different models, via the inhibition of *de novo* lipogenesis,^71^^,^^72^^,^^73^^,^^74^ but also through the (in)direct modulation of pro- and anti-proliferative pathways, such as mTOR, Hedgehog, and Hippo, all pathways that have been shown to be overactive in ADPKD.^10^^,^^75^^,^^76^^,^^77^^,^^78^ Of note is that we do not observe increased mTOR signaling in our data, and no salsalate-mediated mTOR inhibition. This is most likely due to the mild disease phenotype which we are studying, in which mTOR signaling is not yet elevated, and on which salsalate does not show any effects yet. This is to be expected, because, due to the mild phenotype, only early and mild changes in cellular signaling will be detected. We have shown before that in a mild PKD phenotype, mTOR signaling is still at wild-type levels.^79^ Other than AMPK, salsalate could affect cell proliferation also via cyclin-dependent kinase 1 or 2 (CDK1/2) interactions. Recently, salicylate (the active compound of salsalate) has been identified to be a binding partner of both CDK1 and CDK2,^80^^,^^81^ suggesting a direct link between salsalate, CDK1/2, and cell proliferation. Interestingly, our RNA sequencing reveals *Cdk1* as one of the genes affected by salsalate, as well as genes encoding several suggested target genes (*Ccnb2*, *Cdca8*, *Cdkn3*, *Wee1*; Figure 6B). 

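Of these 5 genes, *Cdca8* alone kept an adjusted p-value under 0.05 between PKD + Salsalate and PKD kidneys with any 1 kidney left out. *Wee1* (ENSMUSG00000031016, chromosome 7, 109721148 to 109747101, plus strand) had a CPM of 16.9 ± 3.53 in wildtype (SD, n = 8), 17.2 ± 2.70 in PKD (n = 12) and 13.4 ± 1.77 in PKD + Salsalate kidneys (n = 12). Its log2 fold change with salsalate was -0.37 (standard error 0.09, adjusted p = 0.0495, edgeR's quasi-likelihood test), and 12 of 12 treated kidneys lay below the PKD median. The call was kept in 9 of the 32 fits that each left out 1 kidney, and the adjusted p-value was highest, 0.0999, without PKD + Salsalate replicate 5. Between PKD and wildtype *Wee1* did not differ (log2 fold change 0.04, standard error 0.10, adjusted p = 0.773; -0.01 against the wildtype libraries ending in R and 0.12 against the others). Its sign in this comparison was negative without wildtype replicate 4 or PKD replicate 2 (-0.01 in both fits), while the other 4 genes were higher in PKD.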

*Cdk1* encodes CDK1, a protein that acts as an essential master regulator of cell cycle progression. It was recently reported that CDK1 is an important player in the increased cell proliferation observed in PKD, and that *Cdk1* inactivation improved the cystic phenotype and reduced cell proliferation.^82^ Our RNA sequencing results also reveal other processes that are important in driving disease progression in PKD to be affected by short salsalate treatment, such as oxidative stress caused by mitochondrial dysfunction, associated with lower expression of antioxidant and detoxification enzymes.^18^^,^^19^^,^^83^ We observe several genes encoding detoxification enzymes to be upregulated upon salsalate treatment, such as *Abcb1b*, *Cyp4a14*, *Gstm7*, *Slc17a4*, *Slc23a3*, and *Slc22a9*. This further confirms the versatility that salsalate has in affecting different molecular mechanisms, and its potential as a PKD drug.

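The 5 of these genes that were tested under the paper's names were all higher in PKD + Salsalate than in PKD kidneys, and *Abcb1b* was the 1 that did not keep its adjusted p-value under 0.05 with any 1 kidney left out. *Gstm7* (ENSMUSG00000004035, chromosome 3, 107832278 to 107839187, minus strand), a glutathione transferase gene with close paralogs, had a CPM of 8.22 ± 1.90 in wildtype (SD, n = 8), 9.06 ± 0.841 in PKD (n = 12) and 12.6 ± 1.05 in PKD + Salsalate kidneys (n = 12; log2 fold change 0.47, standard error 0.08, adjusted p = 0.00243, edgeR's quasi-likelihood test). *Slc17a4* (ENSMUSG00000021336, chromosome 13, 24079873 to 24098994, minus strand) had 4.08 ± 1.23, 5.77 ± 1.21 and 9.39 ± 1.83 CPM (log2 fold change 0.70, standard error 0.13, adjusted p = 0.00711), and *Slc23a3* (ENSMUSG00000026205, chromosome 1, 75102185 to 75110534, minus strand) had 7.03 ± 1.32, 8.27 ± 1.03 and 10.7 ± 1.03 CPM (log2 fold change 0.37, standard error 0.08, adjusted p = 0.0154). The gene that Table S8 lists as *Slc22a29* (ENSMUSG00000075044, chromosome 19, 8137529 to 8230661, minus strand) rose from 3.33 ± 0.644 to 5.02 ± 0.757 CPM (log2 fold change 0.58, standard error 0.12, adjusted p = 0.0159). None of the first 5 was lower in PKD than in wildtype in the pooled fit: *Gstm7* did not differ (log2 fold change 0.13, adjusted p = 0.237; 0.35 against the wildtype libraries ending in R, adjusted p = 0.00108, and -0.16 against the others, adjusted p = 0.143), and the other 4 were higher. Against the libraries without the ending R alone, *Slc17a4* and *Slc23a3* did not differ (adjusted p = 0.507 and 0.785). In the pooled fit the difference of *Slc23a3* (log2 fold change 0.23, adjusted p = 0.0331) passed in 25 of the 32 fits that each left out 1 kidney, and was highest, 0.0789, without wildtype replicate 3.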

To gain more understanding about the metabolic pathways affected in our study, we generated a visual representation of the metabolomic and transcriptomic changes with use of the MRN pathway browser tool.This visualization provides a representation of our findings on a biochemical network and demonstrates that the short salsalate treatment already has multiple effects on the dysregulated PKD metabolome, which is also affecting the genes involved in the metabolic interconversions. The integration of metabolomic and transcriptomic data confirms our findings on the individual metabolite level, as both FAO-related (acetylcarnitine) processes as well as processes related to choline metabolism (phosphocholine) are affected by salsalate. In addition, we observe a mild, but detectable, change in purine metabolism and purine interconversions in the visualization. This is in line with our metabolite-metabolite correlation analyses, in which we found multiple metabolite pairs suggesting that salsalate has an effect on purine metabolism. In particular, metabolite pairs containing IMP came out of our analysis. Purines form the basis of nucleotides, required for DNA synthesis and as such cell proliferation.^84^ In addition to that, purines also have an important role in providing cells with energy (ATP, GTP) and are incorporated within co-factors such as NAD and CoA.^85^ Consequently, there is a close relationship to energy metabolism, with many metabolites used for purine synthesis, and many purine-containing products used in energy metabolism pathways. Because of this, and the metabolic reprogramming observed in ADPKD, it is not surprising that purine metabolism is dysregulated in both juvenile and adult PKD mouse models.^35^^,^^40^^,^^86^ While no causal link has been reported between ADPKD pathogenesis and IMP concentrations, it has recently been shown that CDK7, part of a super-enhancer machinery upregulated in ADPKD, increases kidney IMP concentrations by upregulation of AMP deaminase 3 (AMPD3), and that treatment with the CDK7 inhibitor THZ1 or the AMPD3 inhibitor pentostatin suppresses cyst formation in PKD mouse models.^87^ AMPD3 produces IMP via AMP deamination, lowering AMP levels and, therefore, AMPK activity. As an AMPK activator, salsalate could perhaps re-balance the concentrations of AMP and IMP, explaining the altered metabolite correlation pairs we observe. However, caution is required in interpreting these results, as there is no clear causative link between salsalate treatment and purine metabolism in our data. In addition, the correlation analysis is heavily susceptible to outlier samples that might be driving a significant correlation.

In conclusion, we found that a short treatment of the AMPK activator salsalate in adult, mildly cystic iKspCre-*Pkd1*^del^ mice affects multiple pathways and processes known to be dysregulated in ADPKD, which are major effectors of the disease progression: energy metabolism, cell proliferation, and inflammation. Our combined approach of NMR metabolomics and RNA sequencing analyses show an attenuation of metabolic reprogramming in PKD (Figures 8A and 8B), most notable in acetylcarnitine and phosphocholine concentrations, reflecting increased FAO and reduced pro-inflammatory activity, respectively. Furthermore, RNA sequencing results show salsalate also inhibits cell proliferation, another prominent driver of PKD progression. This was confirmed by immunohistochemical analysis. Metabolite-metabolite correlation analysis showed that salsalate associates with changes in purine metabolism as well. These data give us more insight into the working mechanisms of salsalate in ADPKD, providing a platform for future (pre)clinical investigations.

### Limitations of the study

While we see increased AMPK and ACC phosphorylation in PKD + Salsalate animals, we also observe a similar increase in total AMPK and total ACC protein levels, resulting in unchanged pAMPK/AMPK and pACC/ACC ratios (Figures 5A–5D). Therefore, we cannot provide clear evidence that salsalate induces AMPK & ACC phosphorylation in our study. This can possibly be attributed to the sensitivity of AMPK expression and phosphorylation. As AMPK is an important metabolic sensor, its phosphorylation status, as well as that of direct downstream targets, is very sensitive in stress situations, such as animal sacrifice. However, we do see increased total PGC1α protein expression, which is further downstream of phosphorylated AMPK compared to ACC. However, this provides a small, but limited, confirmation that salsalate does activate AMPK in our model.

Second, we observe a disconnect between RNA sequencing data and protein levels of CDK1 and HMGN2 (Figure S1). 

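*Hmgn2* (ENSMUSG00000003038, chromosome 4, 133680805 to 133695961, minus strand) had a CPM of 74.7 ± 4.55 in wildtype (SD, n = 8), 91.5 ± 6.47 in PKD (n = 12) and 77.2 ± 6.00 in PKD + Salsalate kidneys (n = 12). Its log2 fold change with salsalate was -0.25 (standard error 0.05, adjusted p = 0.00777, edgeR's quasi-likelihood test), 12 of 12 treated kidneys lay below the PKD median, and with 1 kidney left out it stayed between -0.26 and -0.23 with an adjusted p-value of 0.0216 at most. Between PKD and wildtype it was 0.29 (adjusted p = 2.26e-05; 0.31 against the wildtype libraries ending in R and 0.26 against the others).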

The reason behind this is most likely 2-fold. First, as we only are expecting mild changes in cellular signaling, due to the mild disease phenotype and short treatment period, this could result in molecular changes that can be detected at the transcriptomic level but are not yet measurable at the proteomic level. Second, high AMPK activity and low mTOR activity contribute to reduced protein synthesis and inhibition of mRNA translation, via phosphorylation of the eukaryote elongation factor 2 (eEF2) kinase.^88^ As we indeed observe low mTOR activity (Figures 5E and 5F), this could be a viable reason for the disconnect between our transcriptomic and protein data.

Furthermore, anticipating a comment on a limited coverage of the metabolome, we point out that the completeness of the metabolome cannot be covered with a single analytical technique. Every analytical technique gives only a partial overview of the metabolic changes. To this end, in this study, we chose NMR as analytical technique instead of mass spectrometry (MS) because of the superior quantitative capabilities and excellent robustness of NMR. The metabolites (43 and 44 metabolites) in our study might appear to be somehow limited; every single annotated metabolite was not only confidentially identified but also accurately quantified, in contrast to most MS-based metabolomics studies.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit anti-pAMPK primary antibody	Cell Signaling	2535; RRID: AB_331250
Rabbit anti-AMPK primary antibody	Cell Signaling	2532; RRID: AB_330331
Rabbit anti-pACC primary antibody	Cell Signaling	3661; RRID: AB_330337
Rabbit anti-ACC primary antibody	Cell Signaling	3662; RRID: AB_2219400
Rabbit anti-PGC1α primary antibody	Abcam	ab54481; RRID: AB_881987
Rabbit anti-pS6 primary antibody	Cell Signaling	2215; RRID: AB_331682
Mouse anti-S6 primary antibody	Cell Signaling	2317; RRID: AB_2238583
Rabbit anti-p-p70S6K primary antibody	Cell Signaling	9205; RRID: AB_330944
Rabbit anti-CDK1 primary antibody	Novus Biologicals	NBP1-85729
Rabbit anti-HMGN2 primary antibody	Cell Signaling	9437; RRID: AB_10949505
Mouse anti-CHK1 primary antibody	Santa Cruz	sc-8408; RRID: AB_627257
Mouse anti-Tubulin primary antibody	Calbiochem	CP06; RRID: AB_2617116
Rabbit anti-β-actin primary antibody	Cell Signaling	4967; RRID: AB_330288
Goat-anti-rabbit IRDye 800CW secondary antibody	LI-COR Biosciences	926–32211; RRID: AB_621843
Goat-anti-mouse IRDye 680RD secondary antibody	LI-COR Biosciences	925–68070; RRID: AB_2651128
Rabbit anti-Ki67 primary antibody	Nova Castra	NCL-Ki67p; RRID: AB_442102
Rat anti-F4/80 primary antibody	Serotec	N/A
Rabbit anti-CD3 primary antibody	Abcam	ab16669; RRID: AB_443425
Rat anti-CD19 primary antibody	ThermoFisher Scientific	14-0194-82; RRID: AB_2637171
anti-rat IMMPress™	Vectorlabs	MP-7444; RRID: AB_2336530
anti-rabbit EnVision	Dako	K4011

**Biological samples**		

Mouse kidney samples	This paper	N/A

**Chemicals, peptides, and recombinant proteins**		

Tamoxifen	Sigma-Aldrich	T5648
Salsalate	AK-Scientific	F817
Buffered formaldehyde	In-house	N/A
Methanol LC-MS grade	Merck	1.06035.2500
Sodium azide	Sigma-Aldrich	71289
Trimetilsilyl proprionic-d_4_ sodium salt	Cambridge Isotope Laboratories	DLM-7562-1
Tri-Reagent	Sigma-Aldrich	T9424
FastStart Universal SYBR Green Master (Rox)	Sigma-Aldrich	4913914001
Sodium chloride (NaCl)	Sigma-Aldrich	S3014
EDTA	Sigma-Aldrich	EDS
Sodium deoxycholate (NaDOC)	Sigma-Aldrich	D6750
IGEPAL CA-630	Sigma-Aldrich	I3021
Sodium dodecyl sulfate (SDS)	USB	151-21-3
Protease inhibitor cocktail tablets	Roche Diagnostics	05892970001
Sodium fluoride (NaF)	Sigma-Aldrich	S7920
Sodium orthovanadate (Na_3_VO_4_)	Sigma-Aldrich	S6058
Fish Serum Blocking Buffer	ThermoFisher Scientific	37527
Tween 20	Sigma-Aldrich	T7949

**Critical commercial assays**		

NEBNext Ultra II Directional RNA Library Prep Kit for Illumina	New England BioLabs	E7760
Transcriptor First Strand cDNA Synthesis Kit	Roche Life Science	4897030001
Mouse/Rat cAMP Parameter Assay Kit	R&D Systems	KGE012B

**Deposited data**		

Raw RNA-sequencing data files	This paper	GSE220775

**Experimental models: Organisms/strains**		

tam-*KspCad*-CreER^T2^; *Pkd1del*^*2-*^*^1^*^*l/lox2-11*^	In-house, see ref.^88^ for details	N/A

**Oligonucleotides**		

See Table S10 for primer sequences used		

**Software and algorithms**		

R (version 3.6.3 for metabolomics data analysis, version 4.0.4 for differential gene expression analysis and version 4.2.2 for gene enrichment analysis)	R Core Team and the R Foundation for Statistical Computing	https://www.r-project.org/
Chenomx (version 8.4)	Chenomx NMR suite	https://www.chenomx.com/
BIOWDL RNAseq pipeline v4.1.0	https://zenodo.org/record/3975552	N/A
Image Studio Lite	Licor Bio-Sciences	N/A
ImageJ	NIH	N/A
Adobe Photoshop	Adobe Systems	N/A
GraphPad Prism 8	GraphPad Prism	N/A

**Other**		

Stainless beads (0.2–2.0 mm diameter)	Next Advance	SSB14B
3 mm NMR tubes	Bruker	Z168406
Mouse food pellets containing salsalate	Special Diet Services	N/A
MagNA Lyser Green Beads tubes	Roche Life Science	03358941001
Oligo-dT magnetic beads	New England BioLabs	S1419S
4–20% Criterion™ TGX™ Precast Midi Protein Gel	Bio-Rad Laboratories	5671093/5671095
Trans-Blot Turbo Midi 0.2 μm nitrocellulose Transfer Packs	Bio-Rad Laboratories	1704159
Trans-Blot Turbo Midi 0.2 μm PVDF Transfer Packs	Bio-Rad Laboratories	1704157

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Dorien J.M. Peters (), upon reasonable request.

#### Materials availability

• This study did not generate new unique reagents.
• The mouse line used in this study (tam-*KspCad*-CreER^T2^; *Pkd1del*^*2−1L/lox2-11*^) was generated in-house, and is available upon reasonable request from the lead contact with the appropriate Materials Transfer Agreement (MTA).

### Experimental model and study participant details

#### Mouse experimental details

Generation of tamoxifen-inducible kidney-specific *Pkd1* deletion (iKspCre-*Pkd1*^del^) mice (tam-*KspCad*-CreER^T2^; *Pkd1del*^*2−1L/lox2-11*^) was done in-house as described before.^89^ Only adult male mice were used for these experiments, as they display a more severe disease progression compared to adult female mice. All animal experiments were approved by the Animal Experiment Ethics Committee of Leiden University Medical Center and the Commission Biotechnology in Animals of the Dutch Ministry of Agriculture, and performed in accordance to Directive 2010/63/EU for animal experiments.

##### Long treatment

The experimental setup of this mouse study was described before.^25^ In short, iKspCre-*Pkd1*^del^ mice were generated (n = 20 per group), and kidney-specific deletion of the *Pkd1* gene was induced with 150 mg/kg tamoxifen via oral gavage (T5648, Sigma-Aldrich) on postnatal day (PN) 18 and 19. On PN40, treatment with salsalate (#F817, AK-Scientific) was started, at a dose of 400 mg/kg/day (2.5 g/kg of food pellets, Special Diet Services). As a control group, mice which received food pellets generated by the same protocol, but without any drug, were used. Weekly blood urea nitrogen (BUN) measurements using the Reflotron Sprint (Roche Diagnostics) were used to monitor kidney function from PN75. Mice with a BUN >20 mmol/L were considered to have end-stage renal disease (ESRD) and sacrificed. When ±50% of the control mice reached ESRD (at approximately 111–115 days of age), all mice from the control and treatment group were sacrificed.

##### Short treatment

iKspCre-*Pkd1*^del^ mice were generated, and kidney-specific deletion of the *Pkd1* gene was induced with 150 mg/kg tamoxifen via oral gavage (T5648, Sigma-Aldrich) on PN18 and 19. All mice remained on a control diet (without any drug added) until P81. From PN67, weekly BUN measurements were performed to monitor kidney function. Mice with a BUN >20 mmol/L were considered to have reached ESRD and sacrificed. On PN81, mice were split in two groups; one group remained on the control diet for the remainder of the experiment, the other group received salsalate treatment at a dose of 400 mg/kg/day (2.5 g/kg of food pellets, Special Diet Services) for 14 days. After 14 days of treatment (PN95), all mice from both the control and treatment group were sacrificed. Kidneys were removed after sacrifice, weighed for calculation of 2KW/BW%, bisected and then either snap-frozen in liquid nitrogen or fixed in 4% buffered formaldehyde. Snap-frozen tissues were stored at −80°C until further use.

### Method details

#### Metabolite extraction from kidneys

Snap-frozen half kidneys were weighed before being placed in pre-weighed microtubes containing stainless beads (0.9–2.0 mm mix). 3 volumes of LC-MS quality dry-ice cold methanol was added (3:1 methanol-to-kidney weight) for sample homogenization and allow for metabolite extraction in the same step. Samples were further homogenized in a Bullet Blender 24 (Next Advance Inc., NY, USA) for 1 min at max. speed and were placed back on dry ice for 1 min to maintain samples at low temperature. This cycle was conducted up to 3 times until the kidneys were fully homogenized. Homogenates were centrifuged (16000 x *g*, 20 min, 4°C) and the supernatant was taken to a new microtube. Methanol extraction was repeated one more time and supernatants were combined. The resulting non-soluble pellet from the extraction was dried in a SpeedVac until fully dried and was subsequently weighed for further normalization. Combined supernatants were also dried in the SpeedVac and were kept at −80°C until the day of analysis. Prior to NMR analysis, dried extractants were reconstituted in 280 μL 150 mM phosphate buffer (pH 7.4) in deuterated water including 0.2 mM NaN_3_ and 0.4 mM trimetilsilyl proprionic-d_4_ sodium salt (TSP, Cambridge Isotope Laboratories, Inc.) as internal standard used for NMR referencing and quantification. A quality control (QC) sample was made by aliquoting the same volume of each sample. 200 μL per sample were placed into a 96 well plate and 180 μL were transferred to 3 mm tubes by a Gilson 215 liquid handler.

#### NMR metabolomics

^1^H-NMR spectra of all samples were obtained on a 14.1 T (600 MHz) Bruker Avance II NMR spectrometer, using a *noesygppr1d* pulse sequence (Topspin v3.0, Bruker Biospin Ltd, Karlsruhe, Germany). Each spectrum was imported to Chenomx NMR suite 8.4 (Chenomx NMR suite, v8.0, Edmonton, AB, Canada) for the quantification, in mmol/L, of the different metabolites by integration of its proton resonances. For each metabolite, concentration was converted from mmol/L to μg/mg of insoluble pellet by using the weight of the non-soluble pellet, the molecular weight and the extractant solvent. The data was further normalized using probabilistic quotient normalization (PQN).^90^ All the p values from the Mann-Whitney U-test shown are non-corrected for multiple testing because the changes induced by salsalate are only mild in nature, as evidenced by the small log_2_ fold changes of the significantly changed metabolites. In addition, since our study is inherently exploratory, aiming to identify potential patterns and generate hypotheses rather than to confirm pre-established assumptions or theories, failing to detect a true effect (Type II error) was a greater concern than detecting a false positive (Type I error).

#### RNA isolation and sequencing

Kidney homogenates were prepared from snap-frozen tissues with a MagNA Lyser instrument (Roche Life Science) in MagNA Lyser Green Beads tubes (Roche Life Science). Total RNA was then isolated from the homogenates using Tri-Reagent (Sigma-Aldrich). RNA-sequencing was performed on the Illumina NovaSeq6000, performed at GenomeScan (Leiden, The Netherlands). The NEBNext Ultra II Directional RNA Library Prep Kit for Illumina was used for sample processing. Briefly, mRNA was isolated from total RNA using the oligo-dT magnetic beads. After fragmentation of the mRNA, a cDNA synthesis was performed. This was used for ligation with the sequencing adapters and PCR amplification of the resulting product. The quality and yield after sample preparation was measured with the Fragment Analyzer. The size of the resulting products was consistent with the expected size distribution (a broad peak between 300 and 500 bp). Clustering and DNA sequencing using the NovaSeq6000 was performed according to manufacturer’s protocols. A concentration of 1.1 nM of DNA was used. Image analysis, base calling, and quality check was performed with the Illumina data analysis pipeline RTA3.4.4 and Bcl2fastq v2.20. All samples had a quality score Q30 for more than 90.79% of reads. Sequencing files were then processed using the opensource BIOWDL RNAseq pipeline v4.1.0 (https://zenodo.org/record/3975552) developed at the LUMC. This pipeline performs FASTQ pre-processing (including quality control, quality trimming, and adapter clipping), RNAseq read alignment, read quantification, and optionally transcript assembly. FastQC was used for checking raw read QC. Adapter clipping was performed using Cutadapt (v2.10) with default settings. RNAseq read alignment was performed using STAR (v2.7.5a) on GRCm39 mouse reference genome (Ensembl v103). The gene read quantification was performed using HTSeq-count (v0.12.4) with setting “–stranded = yes”. The gene annotation used for quantification was Ensembl version 103. Using the gene read count matrix, CPM was calculated per sample on all annotated genes.

#### Differential gene expression analysis

R v4.0.4 is used for the differential gene expression analysis. The read count data of 32 samples are labeled into three groups: Wildtype, PKD & PKD + Salsalate. Low expressed genes have been removed during pre-processing. Only genes with a Log2CPM cut-off of 1 in at least 25% of the samples are kept. Next, TMM normalization is performed on the genes that remain. All three groups are compared against each other using EdgeR v3.32.1, in the following comparisons: (1) PKD vs. Wildtype, (2) PKD + Salsalate vs. Wildtype & (3) PKD + Salsalate vs. PKD. All genes with a p value (FDR) < 0.05 are declared significant.

#### Gene enrichment analysis

Using the output of the gene expression comparison "PKD + Salsalate vs. PKD", an enrichment analysis (ORA) is performed using R v4.2.2. The genes are selected for both Log2FC (absolute Log2FC > 0.5) and/or FDR <0.05. This resulted in 184 genes (55 upregulated & 129 downregulated). Next, these genes were used as input to gProfiler2 v0.2.1, using three different databases: (1) GO (MF, CC & BP), (2) KEGG & (3) Reactome. All terms with a p value (FDR) < 0.05 are declared significant.

#### Quantitative PCR

Total RNA was reverse transcribed to cDNA with the Transcriptor First Strand cDNA Synthesis Kit (Roche Life Science), and qPCR was performed using the FastStart Universal SYBR Green Master (Rox) (Sigma-Aldrich), according to the manufacturer’s protocol. mRNA expression was normalized to *Hprt* expression and expressed as a fold change using the ΔΔCT method. The primer sequences used are listed in the key resources table.

#### Protein isolation and Western blotting

Snap-frozen tissues were homogenized in RIPA buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1 mM EDTA, 0.5% NaDOC, 1% IGEPAL CA-630, 0.1% SDS), supplemented with protease and phosphatase inhibitors (50 mM NaF, 1 mM Na_3_VO_4_, and protease inhibitor cocktail (#05892970001, Roche Diagnostics)) using MagNA Lyser technology. Lysates were stored at −80°C until further use. Proteins were separated via SDS-PAGE using 4–20% Criterion TGX Precast Midi Protein Gels (Bio-Rad Laboratories, Veenendaal, The Netherlands), followed by transfer to a nitrocellulose or PVDF membrane (Bio-Rad Laboratories). Membranes were blocked for 1 h at room temperature in 25% Fish Serum Blocking Buffer (37527, ThermoFisher Scientific, Rockford, IL, United States) in Tris-buffered saline (TBS), followed by overnight incubation at 4°C with primary antibodies against pAMPK (2535, Cell Signaling), AMPK (2532, Cell Signaling), pACC (3661, Cell Signaling), ACC (3662, Cell Signaling), PGC1α (ab54481, Abcam), pS6 (2215, Cell Signaling), S6 (2317, Cell Signaling), p-p70S6K (9205, Cell Signaling), CDK1 (NBP1-85729, Novus Biologicals), HMGN2 (9437, Cell Signaling), tubulin (CP06, Calbiochem) or β-actin (4967, Cell Signaling). Blots were then washed with 0.1% Tween 20 (T7949, Sigma-Aldrich) in TBS and incubated for 1 h at room temperature with goat-anti-rabbit IRDye 800CW (926–32211, LI-COR Biosciences) or goat-anti-mouse IRDye 680RD (925–68070, LI-COR Biosciences) secondary antibody. Blots were visualized and scanned with the Odyssey CLx Imaging System (Li-COR Biosciences). Protein content was quantified via densitometric analysis (Image Studio Lite, Li-COR Biosciences), normalized to tubulin or β-actin protein content and expressed as a fold change.

#### Histology and immunohistochemistry

Tissues fixed overnight in 4% buffered formaldehyde were embedded in paraffin. Ki67 (as a cell proliferation marker), CD3 (as a T cell marker), CD19 (as a B cell marker) and F4/80 (to detect macrophages) stainings were performed, as described before.^25^^,^^79^ Briefly, antigen retrieval was done with 10 mM citrate buffer (Ki67, CD3, CD19) or proteinase K (F4/80, Dako), after which endogenous peroxidase blocking was done via 20 min incubation with 0.12% H_2_O_2_. Then, tissue sections were incubated with rabbit anti-Ki67 (1:2000, Nova Castra) or rat anti-F4/80 (1:100, Serotec), followed by a secondary incubation with anti-rat IMMPress (Vectorlabs) or anti-rabbit EnVision (Dako). Immune reactions were then revealed using diaminobenzidine as a chromogen and counterstained with hematoxylin. Sections were then dehydrated and mounted. Quantification was done using Photoshop software (Adobe) as described before.^91^ A color pallet specific to the brown F4/80 signal was designed. Then, the total number of pixels from the F4/80 signal and the total number of pixels from the entire section (excluding cysts) was used to calculate the F4/80^+^ percentage within the section.

#### Quantification of Ki67 staining

The percentage of Ki67^+^-nuclei was calculated using ImageJ software (NIH). 10 random, non-overlapping sections of the kidney were counted per mouse. First, the image was split into its blue component (all nuclei) and its brown component (Ki67^+^ nuclei), after which a minimal threshold value was set, that was used for all pictures. Then, the number of Ki67^+^-nuclei and the number of total nuclei was used to calculate the Ki67^+^ percentage within the section.

#### Cyst diameter quantification

The cyst/tubule diameter was calculated using ImageJ software. 10 random, non-overlapping sections were counted per mouse. Each cyst or tubule within the section was manually judged, and subsequently, the number of Ki67^+^-nuclei per cyst or tubule was counted. The cystic/tubular diameter was measured in pixels and data was divided in four groups: tubules, small cysts (<1.75x average tubular diameter), medium cysts (1.75-3x average tubular diameter) and large cysts (>3x tubular diameter).

#### cAMP assay

Kidney tissue cAMP levels were measured using the Mouse/Rat cAMP Parameter Assay Kit In short, snap-frozen tissues were homogenized in 0.1 N HCl (1:5 w/v ratio) and then centrifuged at 10000 *x g* for 10 min. The supernatant was then taken and neutralized with 1 N NaOH. The assay protocol was then performed, according to the manufacturer instructions.

#### Network analysis

Network analysis was performed to visualize the measured metabolites and their biochemical relationships in a holistic fashion. For this purpose we developed the Mouse Reaction Network (MRN), a curated version of the Mouse1 genome-scale metabolic model (GSMM)^92^ that we enriched with compound synonyms and external identifiers from the Chemical Entities of Biological Interest (ChEBI)^93^ and Ensembl gene and transcript identifiers from GENCODE release M30.^94^ Metabolites identified in the -omics analyses were mapped on the curated model and subsequently biochemical paths between the metabolites were determined consisting of one or two reaction steps, using a generic path finding algorithm that was developed in-house. Since our NMR platform covered mostly metabolites from central metabolism, we also added metabolites from glycolysis and the Krebs cycle that could not be quantified in order to prevent gaps in the traditional pathways. To ensure that the reaction paths represented relevant biochemical conversions, each path was checked for stoichiometric and thermodynamic consistency. In addition, only substrate-product mappings were considered that involved the transfer of carbon-based moieties, except for SAM which was considered a hub metabolite. As a consequence, half-reactions involving the transfer of electrons, amino or phosphate groups were decoupled from the main reaction in the path finding procedure. For example, in the reaction NADH + pyruvate <=> NAD+ + lactate, only NADH and NAD+ are linked in the network and pyruvate and lactate are linked. Likewise, in the reaction glutamate + pyruvate <=> AKG + alanine, only glutamate and AKG are linked, and pyruvate and alanine are linked. In this way, we prevented the creation of a crowded, highly connected network in which all species are interconnected via a few hub metabolites such as H^+^, H_2_O, ATP and NADH. Finally, transporter reactions that transferred compounds over the cellular membranes and (half)reactions that involved uniquely produced metabolites were given a weight of zero in the path finding procedure.

In addition to the network analysis of the NMR metabolites, we repeated the analysis by including metabolites that were likely affected by changes in enzyme activity due to the altered transcript levels. In order to determine a metabolite list from the transcriptomics data we used a modified version of the Reporter Metabolites method.^95^ Specifically, for each reaction we determined all substrate-product pairs through which a path could occur, and mapped the gene identifiers of the enzymes catalyzing each reaction to the corresponding metabolite pairs. This resulted in a mapping between genes and the metabolite ratios they could potentially affect. Since some ratios occurred in many reactions, such as ATP/ADP, while others were specific to a single reaction, we calculated weights to quantify the expected amount of influence each gene had on the linked metabolite ratios. Specifically, we first set each weight to one, then normalized weights on the number of genes connected to each ratio, and then normalized the weights on the maximum weight per gene. For each metabolite ratio, the weighted Fisher’s method was then used to get a measure of the extent to which sum of the altered transcript levels would affect the ratio:

$$X_{i}=-\sum_{j}w_{\text{ij}}\;\log\left(p_{j}\right)$$

X_i_ = -Σ_j_ w_ij_ log(p_j_)where X_i_ is the weighted Fisher’s statistic for ratio i, w_ij_ is the weight of gene j for ratio i, and p_j_ is the rank-based inverse uniform transformed p value of transcript j. The weighted Fisher’s statistic X_i_ was then tested against a null distribution that was simulated for each ratio (N = 100000) in order to estimate the ratio’s p value. All metabolites in ratios with an estimated p < 0.05 were then included in the path analysis. Since the resulting network contained many small subnetworks, often consisting of only a single metabolic reaction, for the final visualization we filtered out all subnetworks that consisted of only one or two significant genes and/or metabolites. The resulting metabolic networks were integrated with the MRN knowledge base and the omics data and were subsequently exported as an interactive HTML/JavaScript document to facilitate the inspection of the results. To improve readability, we filtered the omics data table in the HTML/JavaScript document for genes and metabolites that were significantly altered after correction for multiple testing. All computations were performed in MATLAB 2019b.

### Quantification and statistical analysis

Statistical & data analyses were performed with GraphPad Prism 8 (GraphPad Software) or R. All results are expressed as mean ± SD, unless stated otherwise in the figure legends. Comparisons between two groups were done using the two-tailed unpaired Student’s *t* test (normal distributed data) or the Mann-Whitney U-test (non-normal distributed data), while comparisons between multiple groups were done using the one-way ANOVA, followed by Tukey’s or Dunnett’s multiple comparison test. Metabolite-metabolite correlations were done via Pearson’s correlation; first, per experimental group (wildtype, PKD and PKD+SAL). Then, only those correlations that were statistically significant (p < 0.05) in each of the two groups involved in the different comparisons (PKD vs. PKD+SAL and PKD vs. wildtype) were kept. Results were considered statistically significant when p < 0.05 or FDR <0.05. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001.

## Data Availability

• Data: RNA-sequencing data have been deposited at the Gene Expression Omnibus (GEO) and are publicly available under accession number GSE220775. The Mouse Reaction Network (MRN) integrated data visualisation is available at https://lumc.github.io/MRN-browser/salsalate-multiomics/. Other data reported in this paper will be shared by the lead contact upon reasonable request. • Code: This paper does not report any original code. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon reasonable request.

## References

[1] Bergmann C., Guay-Woodford L.M., Harris P.C., Horie S., Peters D.J.M., Torres V.E. (2018). Polycystic kidney disease. Nat. Rev. Dis. Prim..

[2] Stillman B. (1994). The polycystic kidney disease 1 gene encodes a 14 kb transcript and lies within a duplicated region on chromosome 16. The European Polycystic Kidney Disease Consortium. Cell.

[3] Mochizuki T., Wu G., Hayashi T., Xenophontos S.L., Veldhuisen B., Saris J.J., Reynolds D.M., Cai Y., Gabow P.A., Pierides A. (1996). PKD2, a gene for polycystic kidney disease that encodes an integral membrane protein. Science.

[4] Yu Y., Ulbrich M.H., Li M.H., Buraei Z., Chen X.Z., Ong A.C.M., Tong L., Isacoff E.Y., Yang J. (2009). Structural and molecular basis of the assembly of the TRPP2/PKD1 complex. Proc. Natl. Acad. Sci. USA.

[5] Su Q., Hu F., Ge X., Lei J., Yu S., Wang T., Zhou Q., Mei C., Shi Y. (2018). Structure of the human PKD1-PKD2 complex. Science.

[6] Wang Z., Ng C., Liu X., Wang Y., Li B., Kashyap P., Chaudhry H.A., Castro A., Kalontar E.M., Ilyayev L. (2019). The ion channel function of polycystin-1 in the polycystin-1/polycystin-2 complex. EMBO Rep..

[7] Ha K., Nobuhara M., Wang Q., Walker R.V., Qian F., Schartner C., Cao E., Delling M. (2020). The heteromeric PC-1/PC-2 polycystin complex is activated by the PC-1 N-terminus. Elife.

[8] Shen P.S., Yang X., DeCaen P.G., Liu X., Bulkley D., Clapham D.E., Cao E. (2016). The Structure of the Polycystic Kidney Disease Channel PKD2 in Lipid Nanodiscs. Cell.

[9] Grieben M., Pike A.C.W., Shintre C.A., Venturi E., El-Ajouz S., Tessitore A., Shrestha L., Mukhopadhyay S., Mahajan P., Chalk R. (2017). Structure of the polycystic kidney disease TRP channel Polycystin-2 (PC2). Nat. Struct. Mol. Biol..

[10] Formica C., Peters D.J.M. (2020). Molecular pathways involved in injury-repair and ADPKD progression. Cell. Signal..

[11] Rowe I., Chiaravalli M., Mannella V., Ulisse V., Quilici G., Pema M., Song X.W., Xu H., Mari S., Qian F. (2013). Defective glucose metabolism in polycystic kidney disease identifies a new therapeutic strategy. Nat. Med..

[12] Menezes L.F., Lin C.C., Zhou F., Germino G.G. (2016). Fatty Acid Oxidation is Impaired in An Orthologous Mouse Model of Autosomal Dominant Polycystic Kidney Disease. EBioMedicine.

[13] Padovano V., Kuo I.Y., Stavola L.K., Aerni H.R., Flaherty B.J., Chapin H.C., Ma M., Somlo S., Boletta A., Ehrlich B.E. (2017). The polycystins are modulated by cellular oxygen-sensing pathways and regulate mitochondrial function. Mol. Biol. Cell.

[14] Podrini C., Rowe I., Pagliarini R., Costa A.S.H., Chiaravalli M., Di Meo I., Kim H., Distefano G., Tiranti V., Qian F. (2018). Dissection of metabolic reprogramming in polycystic kidney disease reveals coordinated rewiring of bioenergetic pathways. Commun. Biol..

[15] Flowers E.M., Sudderth J., Zacharias L., Mernaugh G., Zent R., DeBerardinis R.J., Carroll T.J. (2018). Lkb1 deficiency confers glutamine dependency in polycystic kidney disease. Nat. Commun..

[16] Soomro I., Sun Y., Li Z., Diggs L., Hatzivassiliou G., Thomas A.G., Rais R., Parker S.J., Slusher B.S., Kimmelman A.C. (2018). Glutamine metabolism via glutaminase 1 in autosomal-dominant polycystic kidney disease. Nephrol. Dial. Transplant..

[17] Trott J.F., Hwang V.J., Ishimaru T., Chmiel K.J., Zhou J.X., Shim K., Stewart B.J., Mahjoub M.R., Jen K.Y., Barupal D.K. (2018). Arginine reprogramming in ADPKD results in arginine-dependent cystogenesis. Am. J. Physiol. Renal Physiol..

[18] Ishimoto Y., Inagi R., Yoshihara D., Kugita M., Nagao S., Shimizu A., Takeda N., Wake M., Honda K., Zhou J., Nangaku M. (2017). Mitochondrial Abnormality Facilitates Cyst Formation in Autosomal Dominant Polycystic Kidney Disease. Mol. Cell Biol..

[19] Lin C.C., Kurashige M., Liu Y., Terabayashi T., Ishimoto Y., Wang T., Choudhary V., Hobbs R., Liu L.K., Lee P.H. (2018). A cleavage product of Polycystin-1 is a mitochondrial matrix protein that affects mitochondria morphology and function when heterologously expressed. Sci. Rep..

[20] Chiaravalli M., Rowe I., Mannella V., Quilici G., Canu T., Bianchi V., Gurgone A., Antunes S., D'Adamo P., Esposito A. (2016). 2-Deoxy-d-Glucose Ameliorates PKD Progression. J. Am. Soc. Nephrol..

[21] Warner G., Hein K.Z., Nin V., Edwards M., Chini C.C.S., Hopp K., Harris P.C., Torres V.E., Chini E.N. (2016). Food Restriction Ameliorates the Development of Polycystic Kidney Disease. J. Am. Soc. Nephrol..

[22] Kipp K.R., Rezaei M., Lin L., Dewey E.C., Weimbs T. (2016). A mild reduction of food intake slows disease progression in an orthologous mouse model of polycystic kidney disease. Am. J. Physiol. Renal Physiol..

[23] Hajarnis S., Lakhia R., Yheskel M., Williams D., Sorourian M., Liu X., Aboudehen K., Zhang S., Kersjes K., Galasso R. (2017). microRNA-17 family promotes polycystic kidney disease progression through modulation of mitochondrial metabolism. Nat. Commun..

[24] Torres J.A., Kruger S.L., Broderick C., Amarlkhagva T., Agrawal S., Dodam J.R., Mrug M., Lyons L.A., Weimbs T. (2019). Ketosis Ameliorates Renal Cyst Growth in Polycystic Kidney Disease. Cell Metab..

[25] Leonhard W.N., Song X., Kanhai A.A., Iliuta I.A., Bozovic A., Steinberg G.R., Peters D.J.M., Pei Y. (2019). Salsalate, but not metformin or canagliflozin, slows kidney cyst growth in an adult-onset mouse model of polycystic kidney disease. EBioMedicine.

[26] Torres V.E., Chapman A.B., Devuyst O., Gansevoort R.T., Grantham J.J., Higashihara E., Perrone R.D., Krasa H.B., Ouyang J., Czerwiec F.S., TEMPO 3:4 Trial Investigators (2012). Tolvaptan in patients with autosomal dominant polycystic kidney disease. N. Engl. J. Med..

[27] Torres V.E., Chapman A.B., Devuyst O., Gansevoort R.T., Perrone R.D., Koch G., Ouyang J., McQuade R.D., Blais J.D., Czerwiec F.S. (2017). Tolvaptan in Later-Stage Autosomal Dominant Polycystic Kidney Disease. N. Engl. J. Med..

[28] Takiar V., Nishio S., Seo-Mayer P., King J.D., Li H., Zhang L., Karihaloo A., Hallows K.R., Somlo S., Caplan M.J. (2011). Activating AMP-activated protein kinase (AMPK) slows renal cystogenesis. Proc. Natl. Acad. Sci. USA.

[29] Lian X., Wu X., Li Z., Zhang Y., Song K., Cai G., Li Q., Lin S., Chen X., Bai X.Y. (2019). The combination of metformin and 2-deoxyglucose significantly inhibits cyst formation in miniature pigs with polycystic kidney disease. Br. J. Pharmacol..

[30] Pastor-Soler N.M., Li H., Pham J., Rivera D., Ho P.Y., Mancino V., Saitta B., Hallows K.R. (2022). Metformin improves relevant disease parameters in an autosomal dominant polycystic kidney disease mouse model. Am. J. Physiol. Renal Physiol..

[31] Dagorn P.G., Buchholz B., Kraus A., Batchuluun B., Bange H., Blockken L., Steinberg G.R., Moller D.E., Hallakou-Bozec S. (2023). A novel direct adenosine monophosphate kinase activator ameliorates disease progression in preclinical models of Autosomal Dominant Polycystic Kidney Disease. Kidney Int..

[32] Amann R., Peskar B.A. (2002). Anti-inflammatory effects of aspirin and sodium salicylate. Eur. J. Pharmacol..

[33] Hawley S.A., Fullerton M.D., Ross F.A., Schertzer J.D., Chevtzoff C., Walker K.J., Peggie M.W., Zibrova D., Green K.A., Mustard K.J. (2012). The ancient drug salicylate directly activates AMP-activated protein kinase. Science.

[34] Ramalingam H., Kashyap S., Cobo-Stark P., Flaten A., Chang C.M., Hajarnis S., Hein K.Z., Lika J., Warner G.M., Espindola-Netto J.M. (2021). A methionine-Mettl3-N(6)-methyladenosine axis promotes polycystic kidney disease. Cell Metab..

[35] Hopp K., Kleczko E.K., Gitomer B.Y., Chonchol M., Klawitter J., Christians U., Klawitter J. (2022). Metabolic reprogramming in a slowly developing orthologous model of polycystic kidney disease. Am. J. Physiol. Renal Physiol..

[36] Hanaoka K., Guggino W.B. (2000). cAMP regulates cell proliferation and cyst formation in autosomal polycystic kidney disease cells. J. Am. Soc. Nephrol..

[37] Yamaguchi T., Nagao S., Wallace D.P., Belibi F.A., Cowley B.D., Pelling J.C., Grantham J.J. (2003). Cyclic AMP activates B-Raf and ERK in cyst epithelial cells from autosomal-dominant polycystic kidneys. Kidney Int..

[38] Sussman C.R., Wang X., Chebib F.T., Torres V.E. (2020). Modulation of polycystic kidney disease by G-protein coupled receptors and cyclic AMP signaling. Cell. Signal..

[39] Kanhai A.A., Bange H., Verburg L., Dijkstra K.L., Price L.S., Peters D.J.M., Leonhard W.N. (2020). Renal cyst growth is attenuated by a combination treatment of tolvaptan and pioglitazone, while pioglitazone treatment alone is not effective. Sci. Rep..

[40] Menezes L.F., Zhou F., Patterson A.D., Piontek K.B., Krausz K.W., Gonzalez F.J., Germino G.G. (2012). Network analysis of a Pkd1-mouse model of autosomal dominant polycystic kidney disease identifies HNF4α as a disease modifier. PLoS Genet..

[41] Meex R.C.R., Phielix E., Moonen-Kornips E., Schrauwen P., Hesselink M.K.C. (2011). Stimulation of human whole-body energy expenditure by salsalate is fueled by higher lipid oxidation under fasting conditions and by higher oxidative glucose disposal under insulin-stimulated conditions. J. Clin. Endocrinol. Metab..

[42] van Dam A.D., Nahon K.J., Kooijman S., van den Berg S.M., Kanhai A.A., Kikuchi T., Heemskerk M.M., van Harmelen V., Lombès M., van den Hoek A.M. (2015). Salsalate Activates Brown Adipose Tissue in Mice. Diabetes.

[43] Liang W., Verschuren L., Mulder P., van der Hoorn J.W.A., Verheij J., van Dam A.D., Boon M.R., Princen H.M.G., Havekes L.M., Kleemann R., van den Hoek A.M. (2015). Salsalate attenuates diet induced non-alcoholic steatohepatitis in mice by decreasing lipogenic and inflammatory processes. Br. J. Pharmacol..

[44] Nie L., Yuan X.L., Jiang K.T., Jiang Y.H., Yuan J., Luo L., Cui S.W., Sun C. (2017). Salsalate Activates Skeletal Muscle Thermogenesis and Protects Mice from High-Fat Diet Induced Metabolic Dysfunction. EBioMedicine.

[45] Day E.A., Ford R.J., Smith B.K., Houde V.P., Stypa S., Rehal S., Lhotak S., Kemp B.E., Trigatti B.L., Werstuck G.H. (2021). Salsalate reduces atherosclerosis through AMPKβ1 in mice. Mol. Metabol..

[46] Pitari G., Malergue F., Martin F., Philippe J.M., Massucci M.T., Chabret C., Maras B., Duprè S., Naquet P., Galland F. (2000). Pantetheinase activity of membrane-bound Vanin-1: lack of free cysteamine in tissues of Vanin-1 deficient mice. FEBS Lett..

[47] Song X., Di Giovanni V., He N., Wang K., Ingram A., Rosenblum N.D., Pei Y. (2009). Systems biology of autosomal dominant polycystic kidney disease (ADPKD): computational identification of gene expression pathways and integrated regulatory networks. Hum. Mol. Genet..

[48] Hayhurst G.P., Lee Y.H., Lambert G., Ward J.M., Gonzalez F.J. (2001). Hepatocyte nuclear factor 4alpha (nuclear receptor 2A1) is essential for maintenance of hepatic gene expression and lipid homeostasis. Mol. Cell Biol..

[49] Rhee J., Ge H., Yang W., Fan M., Handschin C., Cooper M., Lin J., Li C., Spiegelman B.M. (2006). Partnership of PGC-1alpha and HNF4alpha in the regulation of lipoprotein metabolism. J. Biol. Chem..

[50] Dankel S.N., Hoang T., Flågeng M.H., Sagen J.V., Mellgren G. (2010). cAMP-mediated regulation of HNF-4alpha depends on the level of coactivator PGC-1alpha. Biochim. Biophys. Acta.

[51] Yan Y., Yang X., Zhao T., Zou Y., Li R., Xu Y. (2017). Salicylates promote mitochondrial biogenesis by regulating the expression of PGC-1α in murine 3T3-L1 pre-adipocytes. Biochem. Biophys. Res. Commun..

[52] Lindeboom R.G., van Voorthuijsen L., Oost K.C., Rodríguez-Colman M.J., Luna-Velez M.V., Furlan C., Baraille F., Jansen P.W., Ribeiro A., Burgering B.M. (2018). Integrative multi-omics analysis of intestinal organoid differentiation. Mol. Syst. Biol..

[53] Steinberg G.R., Carling D. (2019). AMP-activated protein kinase: the current landscape for drug development. Nat. Rev. Drug Discov..

[54] Fan W., Evans R. (2015). PPARs and ERRs: molecular mediators of mitochondrial metabolism. Curr. Opin. Cell Biol..

[55] Snider S.A., Margison K.D., Ghorbani P., LeBlond N.D., O'Dwyer C., Nunes J.R.C., Nguyen T., Xu H., Bennett S.A.L., Fullerton M.D. (2018). Choline transport links macrophage phospholipid metabolism and inflammation. J. Biol. Chem..

[56] Que X., Hung M.Y., Yeang C., Gonen A., Prohaska T.A., Sun X., Diehl C., Määttä A., Gaddis D.E., Bowden K. (2018). Oxidized phospholipids are proinflammatory and proatherogenic in hypercholesterolaemic mice. Nature.

[57] Sanchez-Lopez E., Zhong Z., Stubelius A., Sweeney S.R., Booshehri L.M., Antonucci L., Liu-Bryan R., Lodi A., Terkeltaub R., Lacal J.C. (2019). Choline Uptake and Metabolism Modulate Macrophage IL-1β and IL-18 Production. Cell Metab..

[58] Di Gioia M., Spreafico R., Springstead J.R., Mendelson M.M., Joehanes R., Levy D., Zanoni I. (2020). Endogenous oxidized phospholipids reprogram cellular metabolism and boost hyperinflammation. Nat. Immunol..

[59] Song C.J., Zimmerman K.A., Henke S.J., Yoder B.K. (2017). Inflammation and Fibrosis in Polycystic Kidney Disease. Results Probl. Cell Differ..

[60] Steinberg G.R., Michell B.J., van Denderen B.J.W., Watt M.J., Carey A.L., Fam B.C., Andrikopoulos S., Proietto J., Görgün C.Z., Carling D. (2006). Tumor necrosis factor α-induced skeletal muscle insulin resistance involves suppression of AMP-kinase signaling. Cell Metab..

[61] Galic S., Fullerton M.D., Schertzer J.D., Sikkema S., Marcinko K., Walkley C.R., Izon D., Honeyman J., Chen Z.P., van Denderen B.J. (2011). Hematopoietic AMPK β1 reduces mouse adipose tissue macrophage inflammation and insulin resistance in obesity. J. Clin. Invest..

[62] Mounier R., Théret M., Arnold L., Cuvellier S., Bultot L., Göransson O., Sanz N., Ferry A., Sakamoto K., Foretz M. (2013). AMPKα1 Regulates Macrophage Skewing at the Time of Resolution of Inflammation during Skeletal Muscle Regeneration. Cell Metab..

[63] Sag D., Carling D., Stout R.D., Suttles J. (2008). Adenosine 5'-monophosphate-activated protein kinase promotes macrophage polarization to an anti-inflammatory functional phenotype. J. Immunol..

[64] Cao Q., Cui X., Wu R., Zha L., Wang X., Parks J.S., Yu L., Shi H., Xue B. (2016). Myeloid Deletion of α1AMPK Exacerbates Atherosclerosis in LDL Receptor Knockout (LDLRKO) Mice. Diabetes.

[65] Kopp E., Ghosh S. (1994). Inhibition of NF-kappa B by sodium salicylate and aspirin. Science.

[66] Pierce J.W., Read M.A., Ding H., Luscinskas F.W., Collins T. (1996). Salicylates inhibit I kappa B-alpha phosphorylation, endothelial-leukocyte adhesion molecule expression, and neutrophil transmigration. J. Immunol..

[67] Yin M.J., Yamamoto Y., Gaynor R.B. (1998). The anti-inflammatory agents aspirin and salicylate inhibit the activity of I(kappa)B kinase-beta. Nature.

[68] Marra D.E., Liao J.K. (2001). Salicylates and vascular smooth muscle cell proliferation: molecular mechanisms for cell cycle arrest. Trends Cardiovasc. Med..

[69] Núñez L., Valero R.A., Senovilla L., Sanz-Blasco S., García-Sancho J., Villalobos C. (2006). Cell proliferation depends on mitochondrial Ca2+ uptake: inhibition by salicylate. J. Physiol..

[70] Broadfield L.A., Marcinko K., Tsakiridis E., Zacharidis P.G., Villani L., Lally J.S.V., Menjolian G., Maharaj D., Mathurin T., Smoke M. (2019). Salicylate enhances the response of prostate cancer to radiotherapy. Prostate.

[71] Zadra G., Photopoulos C., Tyekucheva S., Heidari P., Weng Q.P., Fedele G., Liu H., Scaglia N., Priolo C., Sicinska E. (2014). A novel direct activator of AMPK inhibits prostate cancer growth by blocking lipogenesis. EMBO Mol. Med..

[72] O'Brien A.J., Villani L.A., Broadfield L.A., Houde V.P., Galic S., Blandino G., Kemp B.E., Tsakiridis T., Muti P., Steinberg G.R. (2015). Salicylate activates AMPK and synergizes with metformin to reduce the survival of prostate and lung cancer cells ex vivo through inhibition of de novo lipogenesis. Biochem. J..

[73] Griss T., Vincent E.E., Egnatchik R., Chen J., Ma E.H., Faubert B., Viollet B., DeBerardinis R.J., Jones R.G. (2015). Metformin Antagonizes Cancer Cell Proliferation by Suppressing Mitochondrial-Dependent Biosynthesis. PLoS Biol..

[74] Villani L.A., Smith B.K., Marcinko K., Ford R.J., Broadfield L.A., Green A.E., Houde V.P., Muti P., Tsakiridis T., Steinberg G.R. (2016). The diabetes medication Canagliflozin reduces cancer cell proliferation by inhibiting mitochondrial complex-I supported respiration. Mol. Metabol..

[75] Inoki K., Zhu T., Guan K.L. (2003). TSC2 mediates cellular energy response to control cell growth and survival. Cell.

[76] Gwinn D.M., Shackelford D.B., Egan D.F., Mihaylova M.M., Mery A., Vasquez D.S., Turk B.E., Shaw R.J. (2008). AMPK phosphorylation of raptor mediates a metabolic checkpoint. Mol. Cell.

[77] Wang W., Xiao Z.D., Li X., Aziz K.E., Gan B., Johnson R.L., Chen J. (2015). AMPK modulates Hippo pathway activity to regulate energy homeostasis. Nat. Cell Biol..

[78] Li Y.H., Luo J., Mosley Y.Y.C., Hedrick V.E., Paul L.N., Chang J., Zhang G., Wang Y.K., Banko M.R., Brunet A. (2015). AMP-Activated Protein Kinase Directly Phosphorylates and Destabilizes Hedgehog Pathway Transcription Factor GLI1 in Medulloblastoma. Cell Rep..

[79] Leonhard W.N., van der Wal A., Novalic Z., Kunnen S.J., Gansevoort R.T., Breuning M.H., de Heer E., Peters D.J.M. (2011). Curcumin inhibits cystogenesis by simultaneous interference of multiple signaling pathways: in vivo evidence from a Pkd1-deletion model. Am. J. Physiol. Renal Physiol..

[80] Dachineni R., Kumar D.R., Callegari E., Kesharwani S.S., Sankaranarayanan R., Seefeldt T., Tummala H., Bhat G.J. (2017). Salicylic acid metabolites and derivatives inhibit CDK activity: Novel insights into aspirin's chemopreventive effects against colorectal cancer. Int. J. Oncol..

[81] Sankaranarayanan R., Valiveti C.K., Dachineni R., Kumar D.R., Lick T., Bhat G.J. (2020). Aspirin metabolites 2,3-DHBA and 2,5-DHBA inhibit cancer cell growth: Implications in colorectal cancer prevention. Mol. Med. Rep..

[82] Zhang C., Balbo B., Ma M., Zhao J., Tian X., Kluger Y., Somlo S. (2021). Cyclin-Dependent Kinase 1 Activity Is a Driver of Cyst Growth in Polycystic Kidney Disease. J. Am. Soc. Nephrol..

[83] Maser R.L., Vassmer D., Magenheimer B.S., Calvet J.P. (2002). Oxidant stress and reduced antioxidant enzyme protection in polycystic kidney disease. J. Am. Soc. Nephrol..

[84] Yin J., Ren W., Huang X., Deng J., Li T., Yin Y. (2018). Potential Mechanisms Connecting Purine Metabolism and Cancer Therapy. Front. Immunol..

[85] Leonardi R., Jackowski S. (2007). Biosynthesis of Pantothenic Acid and Coenzyme A. EcoSal Plus.

[86] Taylor S.L., Ganti S., Bukanov N.O., Chapman A., Fiehn O., Osier M., Kim K., Weiss R.H. (2010). A metabolomics approach using juvenile cystic mice to identify urinary biomarkers and altered pathways in polycystic kidney disease. Am. J. Physiol. Renal Physiol..

[87] Mi Z., Song Y., Cao X., Lu Y., Liu Z., Zhu X., Geng M., Sun Y., Lan B., He C. (2020). Super-enhancer-driven metabolic reprogramming promotes cystogenesis in autosomal dominant polycystic kidney disease. Nat. Metab..

[88] Browne G.J., Finn S.G., Proud C.G. (2004). Stimulation of the AMP-activated protein kinase leads to activation of eukaryotic elongation factor 2 kinase and to its phosphorylation at a novel site, serine 398. J. Biol. Chem..

[89] Lantinga-van Leeuwen I.S., Leonhard W.N., van der Wal A., Breuning M.H., de Heer E., Peters D.J.M. (2007). Kidney-specific inactivation of the Pkd1 gene induces rapid cyst formation in developing kidneys and a slow onset of disease in adult mice. Hum. Mol. Genet..

[90] Dieterle F., Ross A., Schlotterbeck G., Senn H. (2006). Probabilistic quotient normalization as robust method to account for dilution of complex biological mixtures. Application in 1H NMR metabonomics. Anal. Chem..

[91] Leonhard W.N., Kunnen S.J., Plugge A.J., Pasternack A., Jianu S.B.T., Veraar K., El Bouazzaoui F., Hoogaars W.M.H., Ten Dijke P., Breuning M.H. (2016). Inhibition of Activin Signaling Slows Progression of Polycystic Kidney Disease. J. Am. Soc. Nephrol..

[92] Wang H., Robinson J.L., Kocabas P., Gustafsson J., Anton M., Cholley P.E., Huang S., Gobom J., Svensson T., Uhlen M. (2021). Genome-scale metabolic network reconstruction of model animals as a platform for translational research. Proc. Natl. Acad. Sci. USA.

[93] Hastings J., Owen G., Dekker A., Ennis M., Kale N., Muthukrishnan V., Turner S., Swainston N., Mendes P., Steinbeck C. (2016). ChEBI in 2016: Improved services and an expanding collection of metabolites. Nucleic Acids Res..

[94] Frankish A., Diekhans M., Ferreira A.-M., Johnson R., Jungreis I., Loveland J., Mudge J.M., Sisu C., Wright J., Armstrong J. (2019). GENCODE reference annotation for the human and mouse genomes. Nucleic Acids Res..

[95] Patil K.R., Nielsen J. (2005). Uncovering transcriptional regulation of metabolism by using metabolic network topology. Proc. Natl. Acad. Sci. USA.

# Supplementary material for: Short salsalate administration affects cell proliferation, metabolism, and inflammation in polycystic kidney disease
**Source:** iScience. 2023 Oct 19;26(11):108278. doi: 10.1016/j.isci.2023.108278
**Supplement:** Document S1. Figures S1–S7 and Tables S3 and S10

## **Supplemental information**

### **Short salsalate administration affects cell proliferation, metabolism, and inflammation in polycystic kidney disease**

**Anish A. Kanhai, Elena Sánchez-López, Thomas B. Kuipers, Jan B. van Klinken, Kyra L. Dijkstra, Inge van der Veen, Hans J. Baelde, Xuewen Song, York Pei, Hailiang Mei, Wouter N. Leonhard, Oleg A. Mayboroda, and Dorien J.M. Peters**

**A**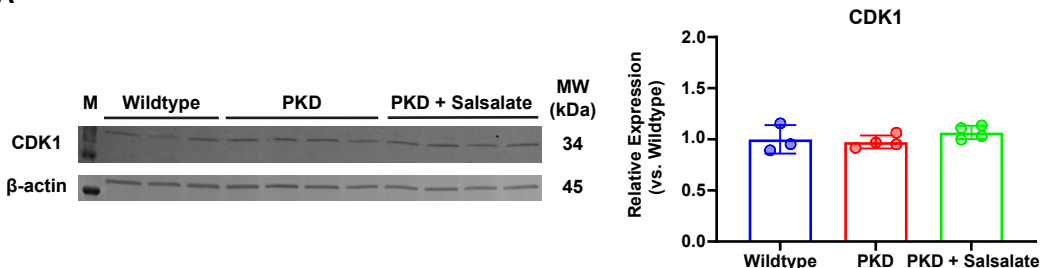**B**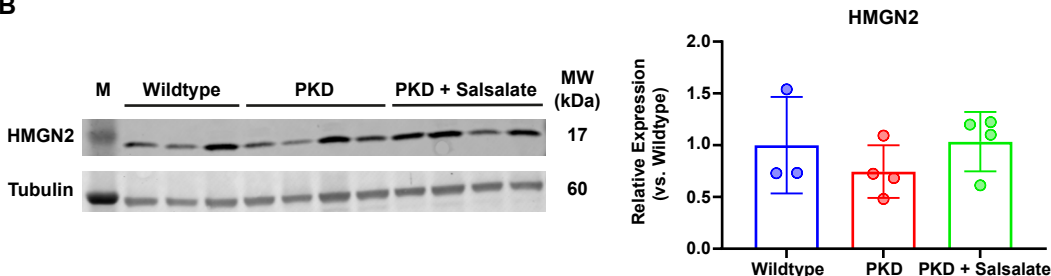

**Figure S1: Short salsalate treatment does not affect protein expression of RNA-sequencing hits CDK1 and HMGN2 (related to Figure 6)**

**(A)** Western blotting for CDK1 on protein extracts from wildtype, PKD and PKD + SAL animals.  $\beta$ -actin protein expression was used as an internal loading control. Quantification of the CDK1 relative to  $\beta$ -actin. No significant differences were detected between any of the three groups. **(B)** Western blotting for HMGN2 on protein extracts from wildtype, PKD and PKD + SAL animals. Tubulin protein expression was used as an internal loading control. Quantification of HMGN2 relative to tubulin. No significant differences were detected between any of the three groups. Each dot represents a mouse kidney ( $n = 3-4$  animals per group). Data presented are mean  $\pm$  SD. M = marker, MW = molecular weight, WT = wildtype, SAL = Salsalate, kDa = kilodalton.

**A****Wildtype****PKD****CD19**  
(B-cells)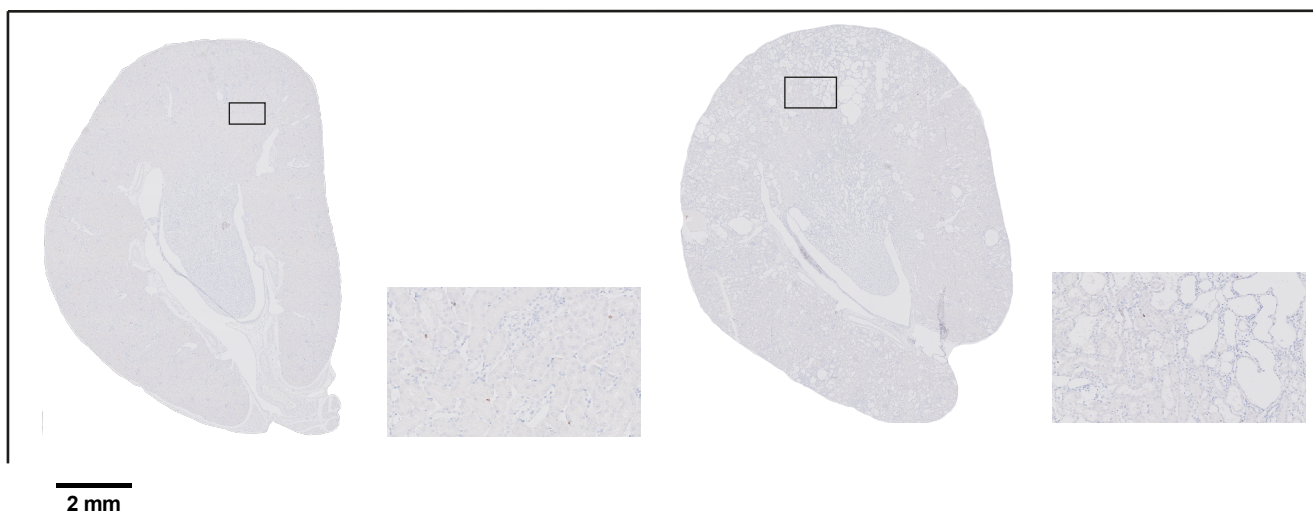**B****Wildtype****PKD****CD3**  
(T-cells)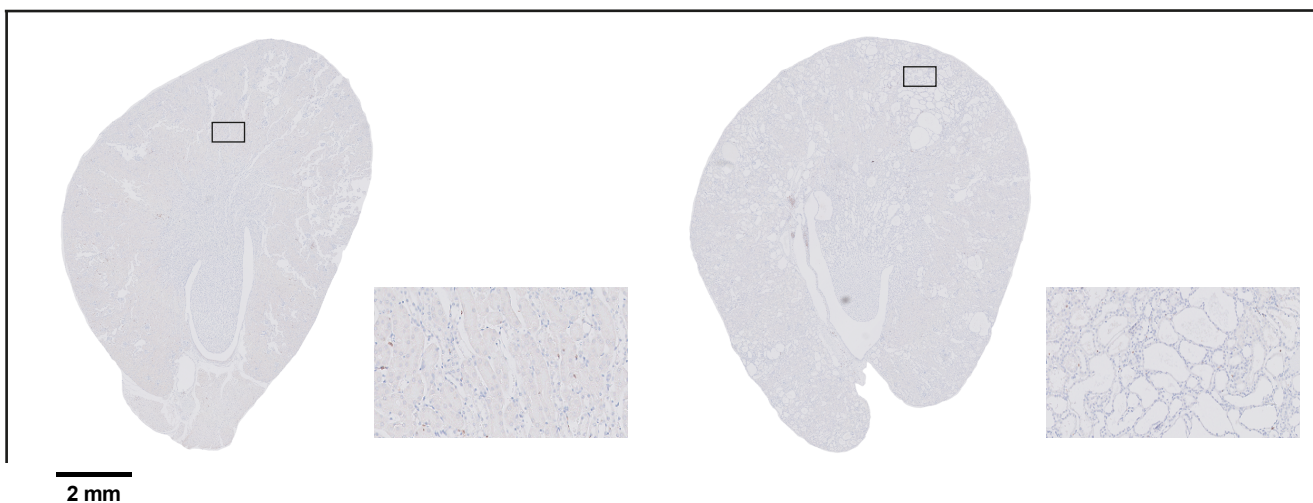

**Figure S2: No differences in B- and T-cell presence between PKD and wildtype kidneys (related to Figure 6)**

**(A)** Immunohistochemical staining for the B-cell marker CD19, which shows a very low B-cell presence in both PKD and wildtype mice, and no differences between both groups. **(B)** Immunohistochemical staining for the T-cell marker CD3, which shows a very low T-cell presence in both PKD and wildtype mice, and no differences between both groups. Scalebar = 2 mm.

**A**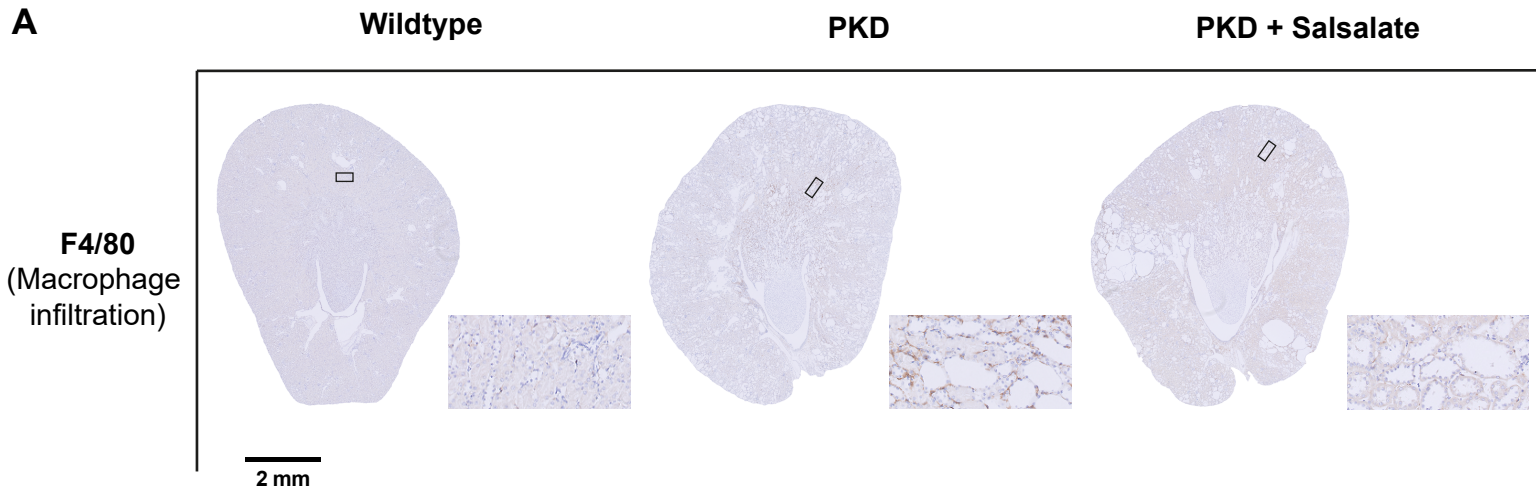**B**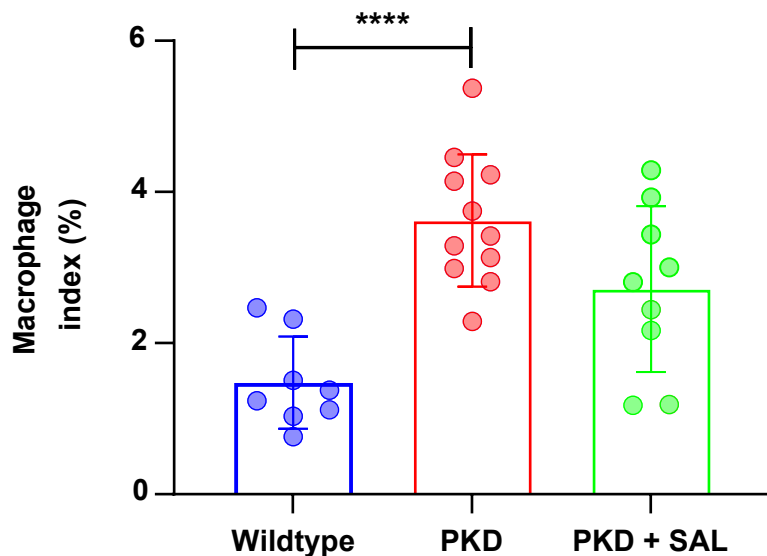

**Figure S3: Short salsalate treatment has no significant effects on macrophage infiltration (related to Figure 6)**

**(A)** Immunohistochemical staining for the macrophage infiltration marker F4/80, which shows no differences between PKD + Salsalate mice and PKD mice. **(B)** Quantification of F4/80 staining. PKD animals have significantly more macrophage infiltration (measured by % positive pixels over total amount of pixels) compared to wildtype animals. No difference between PKD + Salsalate and PKD animals was detected. Data presented are mean  $\pm$  SD. Each dot represents a mouse kidney. Scalebar = 2 mm. \*\*\*\*P < 0.0001, measured by two-way unpaired Student's t-test. WT = wildtype, SAL = salsalate.

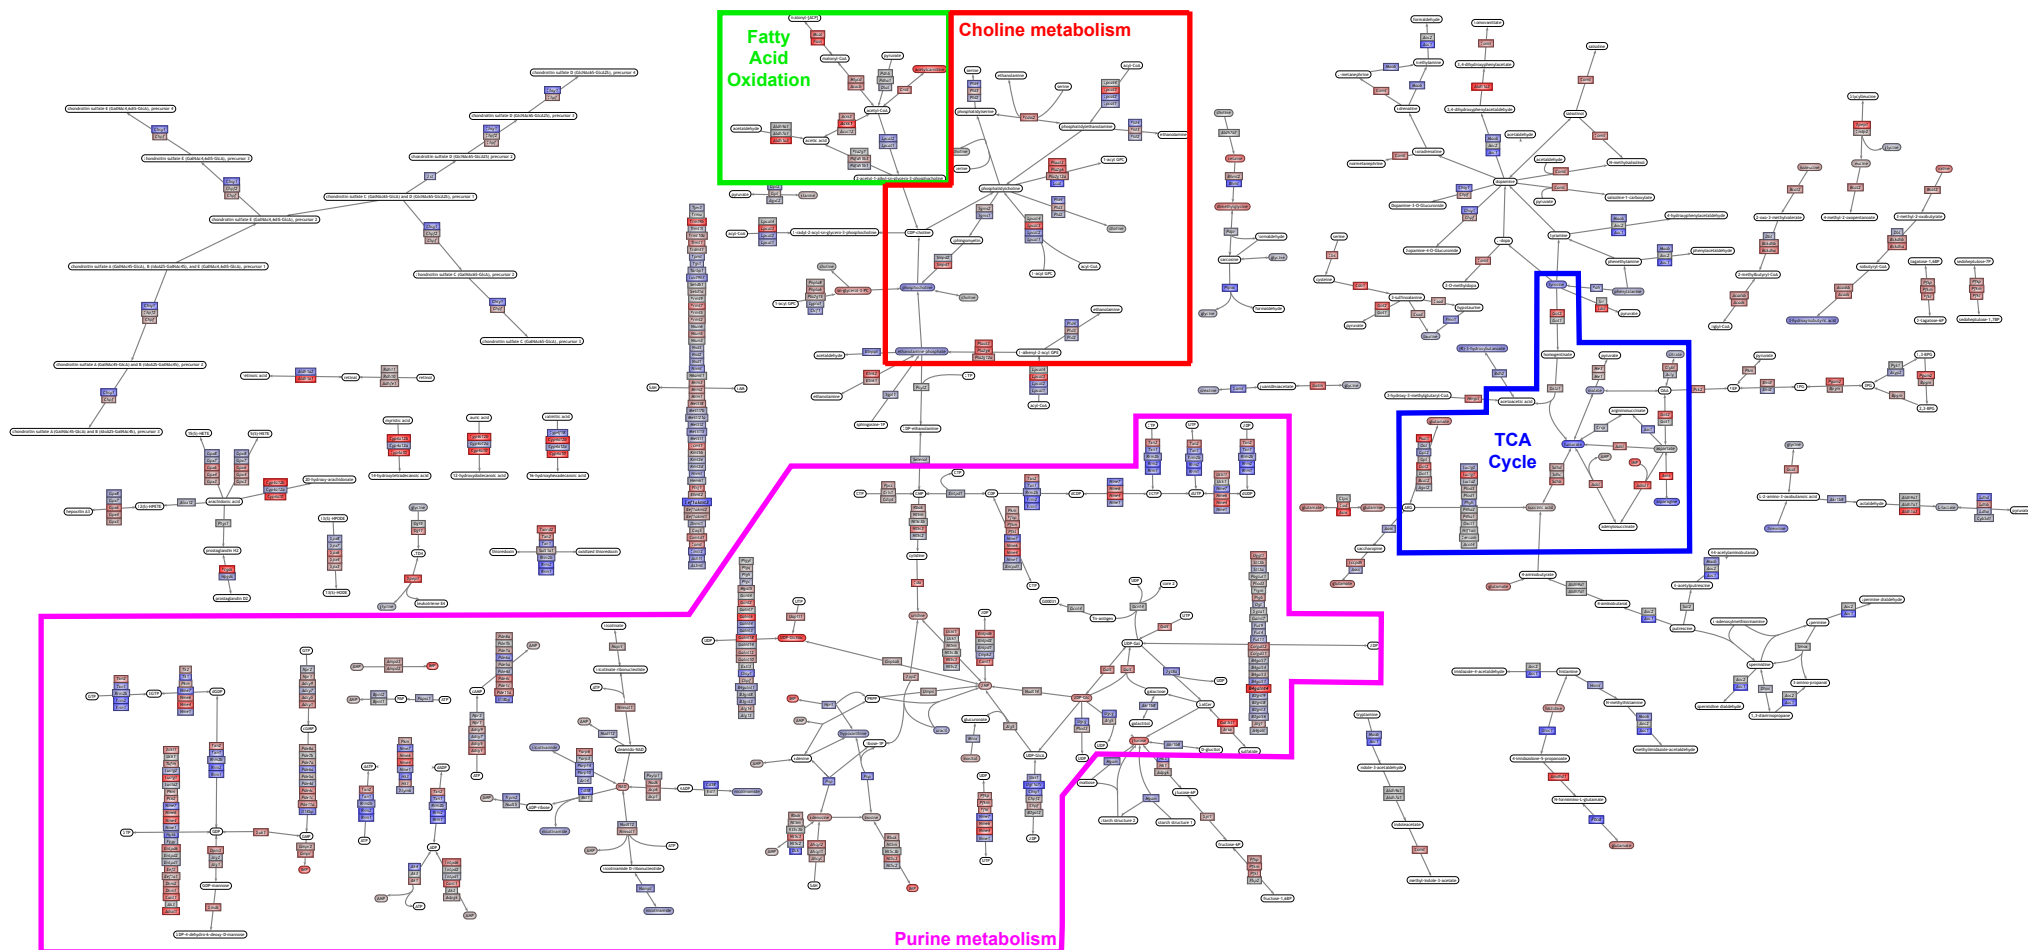

**Figure S4: Visual map of short salsalate treatment-induced changes in PKD (related to Figure 8)**

Integrated visual representation of metabolic and transcriptomic changes, comparing PKD + SAL animals to PKD animals. Metabolic processes of interest have been high-lighted in the figure (green = fatty acid oxidation, red = choline metabolism, blue = TCA cycle, purple = purine metabolism), magnifications are presented in Figures S5-S7. Red shaded metabolites/genes are increased in PKD + SAL, blue shaded metabolites/genes are decreased in PKD + SAL. White shaded metabolites were not measured, but are part of the displayed reaction(s). Color intensity reflects the degree of change. Rounded frames include metabolites, boxed frames include genes. Metabolites/genes in **bold** are significantly different. Maps were created with the MRN pathway browser tool (see STAR Methods) and can be visited at <https://lumc.github.io/MRN-browser/salsalate-multiomics>.

**A**

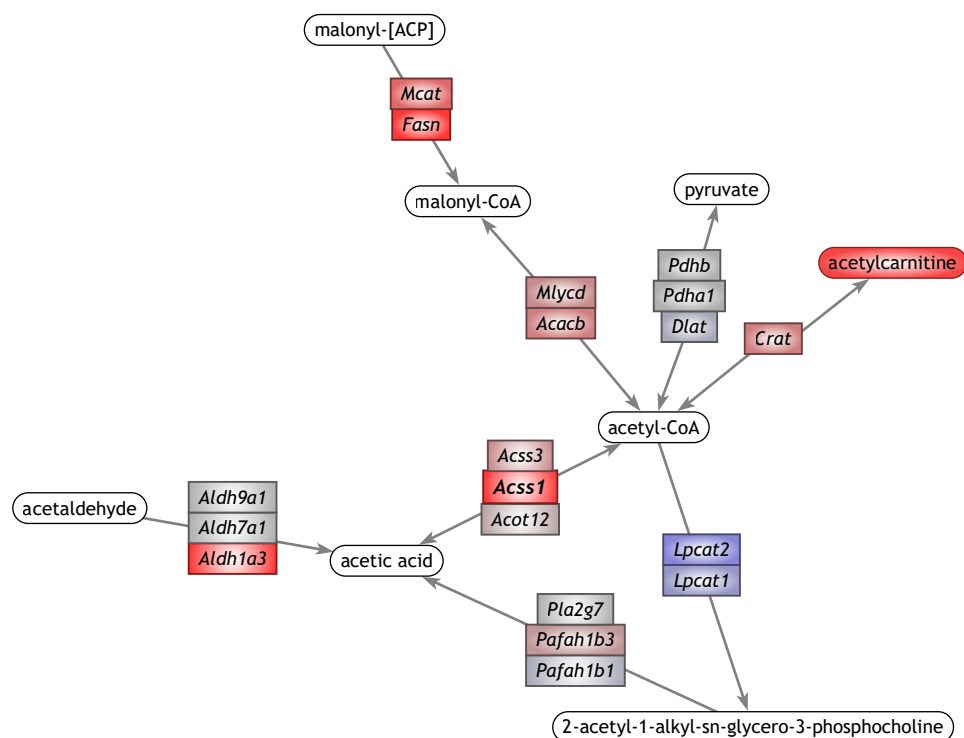

**B**

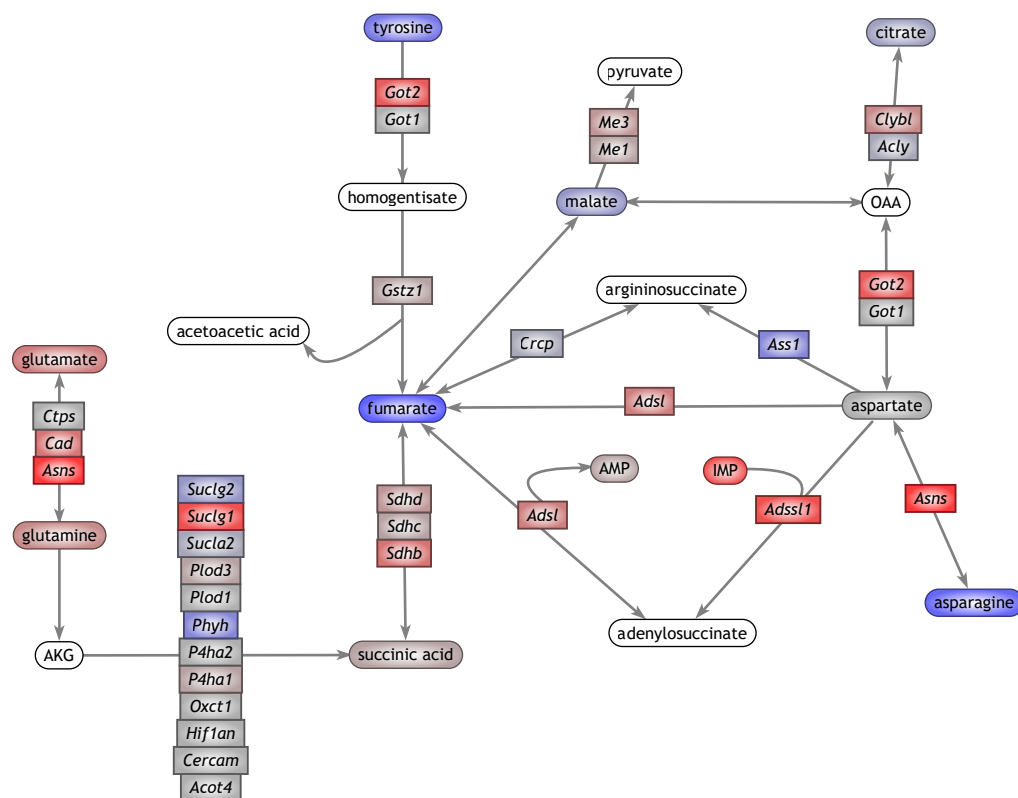

**Figure S5: Visual map of fatty acid oxidation and TCA cycle changes induced by salsalate treatment in PKD (related to Figure 8)**

Visual representation of both metabolic and transcriptomic changes related to **(A)** fatty acid oxidation and **(B)** the TCA cycle, comparing PKD + SAL animals to PKD animals. Both panels are zoomed in cut-outs from Figure S4. Note that some elements might have been moved compared to Figure S4, for clearer visualization. Red shaded metabolites/genes are increased in PKD + SAL, blue shaded metabolites/genes are decreased in PKD + SAL. White shaded metabolites were not measured, but are part of the displayed reaction(s). Color intensity reflects the degree of change. Rounded frames include metabolites, boxed frames include genes. Metabolites/genes in bold are significantly different. Maps were created with the MRN pathway browser tool (see STAR Methods).

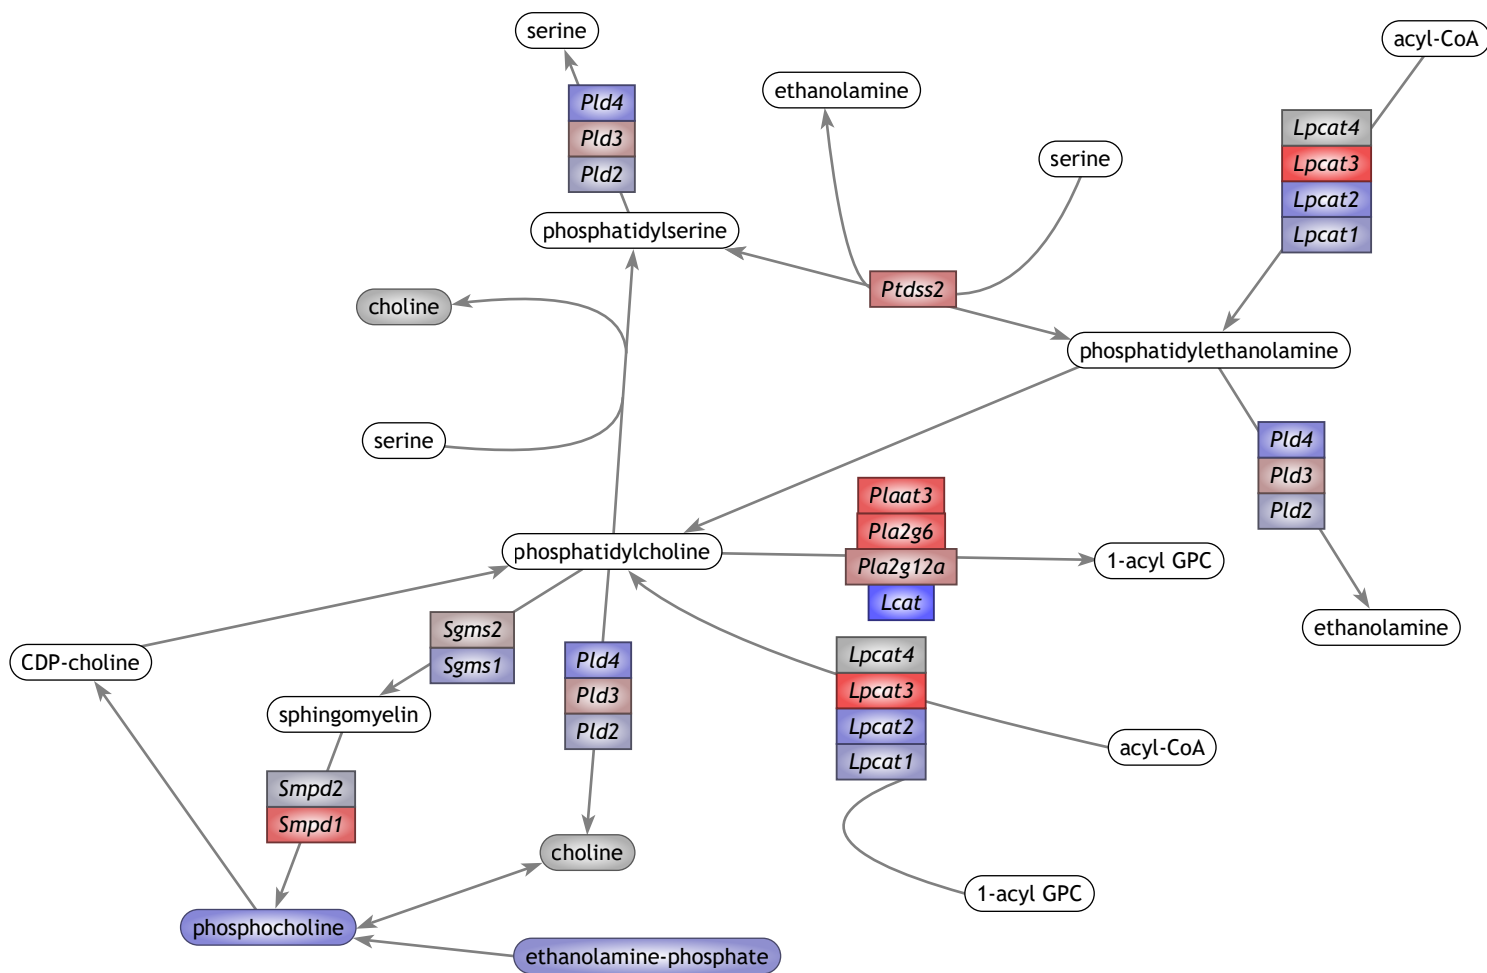

**Figure S6: Visual map of choline metabolism changes induced by salsalate treatment in PKD (related to Figure 8)**

Visual representation of both metabolic and transcriptomic changes related to choline metabolism, comparing PKD + SAL animals to PKD animals. This figure is a zoomed in cut-out from Figure S4. Note that some elements might have been moved compared to Figure S4, for clearer visualization. Red shaded metabolites/genes are increased in PKD + SAL, blue shaded metabolites/genes are decreased in PKD + SAL. White shaded metabolites were not measured, but are part of the displayed reaction(s). Color intensity reflects the degree of change. Rounded frames include metabolites, boxed frames include genes. Metabolites/genes in bold are significantly different. Maps were created with the MRN pathway browser tool (see STAR Methods).

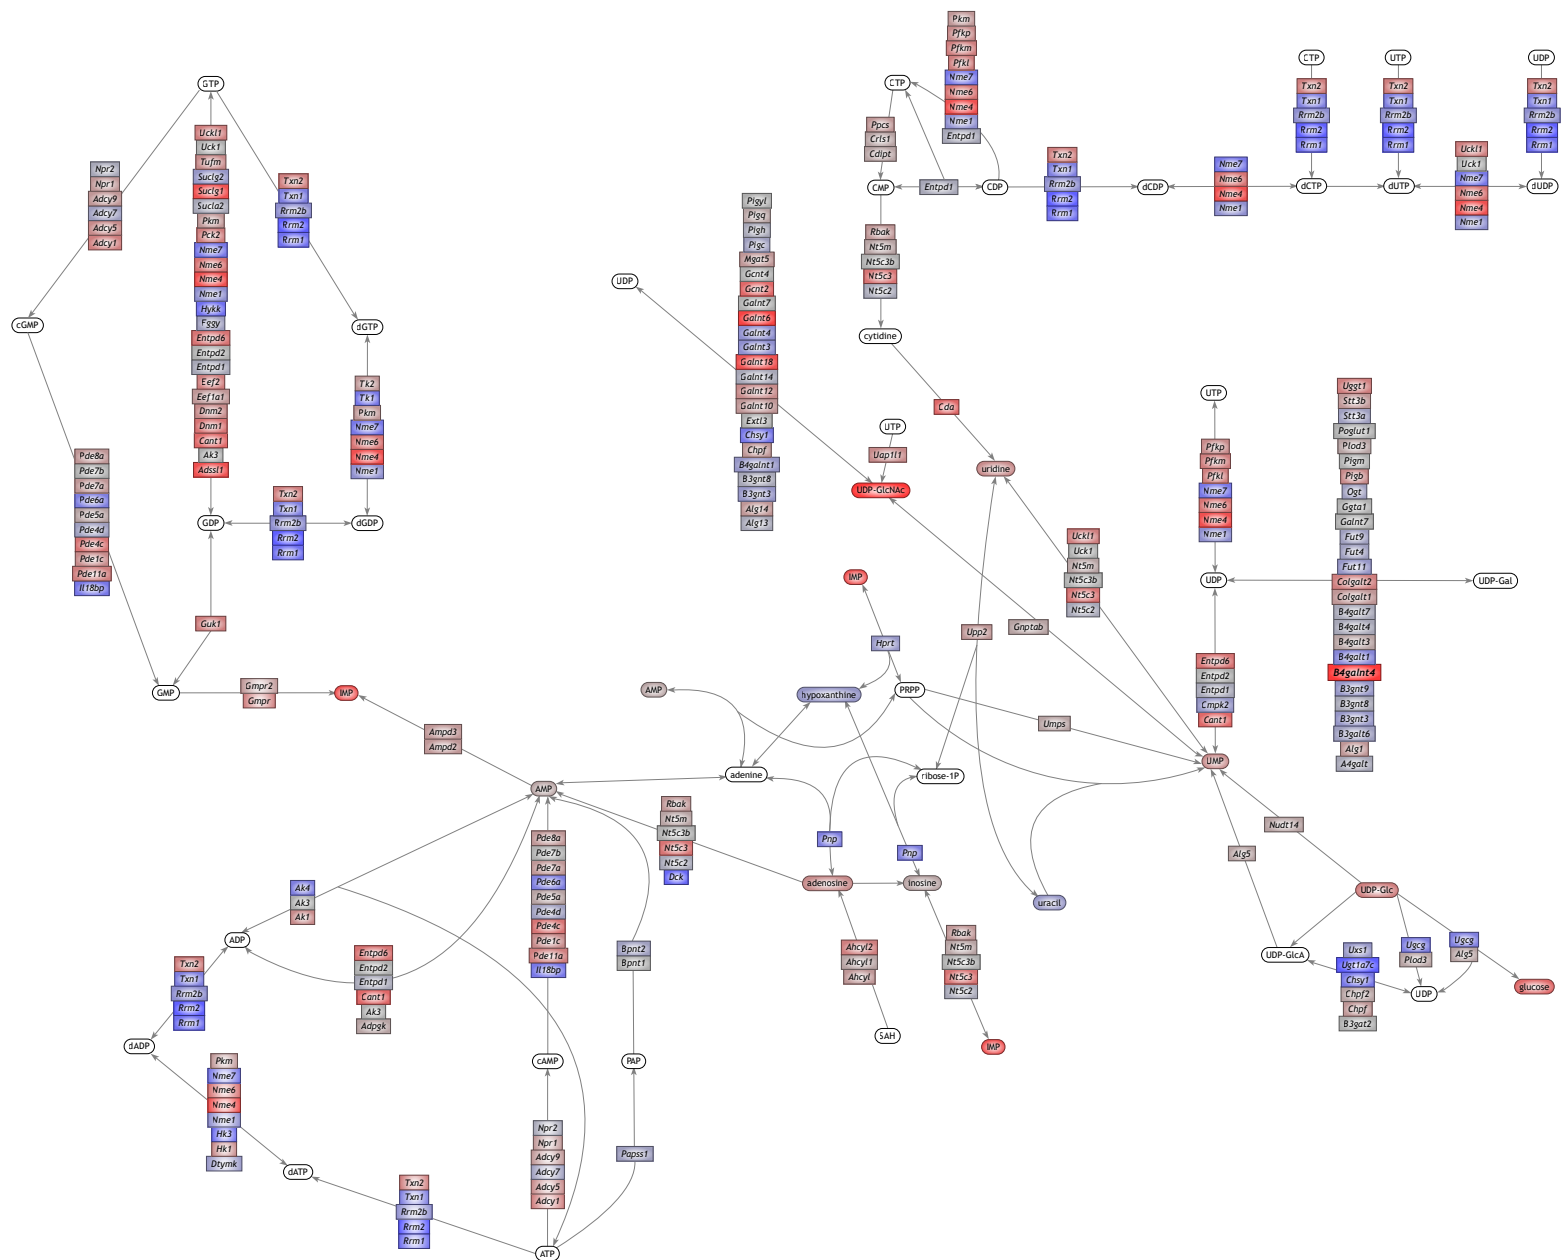

**Figure S7: Visual map of purine metabolism changes induced by salsalate treatment in PKD (related to Figure 8)**

Visual representation of both metabolic and transcriptomic changes related to purine metabolism, comparing PKD + SAL animals to PKD animals. This figure is a zoomed in cut-out from Figure S4. Note that some elements might have been moved compared to Figure S4, for clearer visualization. Red shaded metabolites/genes are increased in PKD + SAL, blue shaded metabolites/genes are decreased in PKD + SAL. White shaded metabolites were not measured, but are part of the displayed reaction(s). Color intensity reflects the degree of change. Rounded frames include metabolites, boxed frames include genes. Metabolites/genes in bold are significantly different. Maps were created with the MRN pathway browser tool (see STAR Methods).

**Table S3 – Comparison of two kidney weight/body weight ratio (2KW/BW%) of mice from the long salsalate treatment and short salsalate treatment study, used for analysis (related to Figure 1 & 2)**

| Long salsalate treatment |             |                 | Short salsalate treatment |             |                 |
|--------------------------|-------------|-----------------|---------------------------|-------------|-----------------|
| Wildtype                 | PKD         | PKD + Salsalate | Wildtype                  | PKD         | PKD + Salsalate |
| 0.950656406              | 2.296521445 | 1.81680545      | 1.149425287               | 2.556325823 | 2.591128678     |
| 1.017811705              | 2.352941176 | 1.854599407     | 1.260504202               | 2.60756193  | 2.745098039     |
| 1.063394683              | 2.463222716 | 1.902455898     | 1.32038835                | 2.69541779  | 2.846975089     |
| 1.098484848              | 2.539802881 | 1.968951155     | 1.342008947               | 2.825607064 | 2.852128126     |
| 1.104536489              | 2.610669694 | 2.013189865     | 1.387720774               | 2.965328467 | 2.948504983     |
| 1.10729286               | 2.8515625   | 2.082529888     | 1.396303901               | 3.139991278 | 3.041647169     |
| 1.185921959              | 2.92184076  | 2.125193199     | 1.469353484               | 3.248463565 | 3.107466552     |
| 1.262916188              | 3.130823705 | 2.278769464     | 1.528294093               | 3.350739774 | 3.173851255     |
|                          | 4.061895551 | 2.489177489     |                           | 3.360215054 | 3.242677824     |
|                          | 4.342723005 | 2.50829952      |                           | 3.42405619  | 3.569910752     |
|                          | 4.837398374 | 2.539208364     |                           | 3.470031546 | 3.638104356     |
|                          | 4.87704918  | 2.886836028     |                           | 3.630658897 | 3.870106762     |
|                          | 5.398550725 | 2.991452991     |                           |             |                 |
|                          | 5.593607306 | 3.492573264     |                           |             |                 |
|                          | 5.794460641 | 3.887850467     |                           |             |                 |
|                          | 5.916030534 | 4.710772428     |                           |             |                 |
|                          | 6.643757159 | 5.314371257     |                           |             |                 |
|                          | 6.871932173 | 5.596211795     |                           |             |                 |
|                          | 6.926586479 | 6.110684089     |                           |             |                 |
|                          | 7.547169811 | 6.25698324      |                           |             |                 |
|                          | 8.221024259 | 9.867256637     |                           |             |                 |
|                          | 8.609865471 |                 |                           |             |                 |
|                          | 9.581589958 |                 |                           |             |                 |
|                          | 10.85991118 |                 |                           |             |                 |
|                          | 11.96261682 |                 |                           |             |                 |
|                          | 12.08791209 |                 |                           |             |                 |
|                          |             |                 |                           |             |                 |

**Table S10: Primer sequences used for described qPCR experiments (related to Figure 6 & STAR Methods)**

| <b>Gene name</b> | <b>Forward primer sequence (5' → 3')</b> | <b>Reverse primer sequence (5' → 3')</b> |
|------------------|------------------------------------------|------------------------------------------|
| <i>Acss1</i>     | AGCCTATCAACCACGAAGCC                     | AGATGCCTCCAGTTTCCGTT                     |
| <i>Cdc20</i>     | GAATGCCCCAGAAGGCTACC                     | AGTCATTCCGGATTTTCGGGG                    |
| <i>Cdca8</i>     | ATGGCTCCCAAGAAACGCAG                     | TGGTTCGAACTTGACCTCG                      |
| <i>Chek1</i>     | GAGGGAAGGCCATATCCAGTATC                  | GCATCCCTATGTCTGGCTCAA                    |
| <i>Cxcl10</i>    | ACCATGAACCCAAGTGCTGC                     | GCTTCCCTATGGCCCTCATTC                    |
| <i>Depp1</i>     | TCTAGCTCCCACAATGCGAC                     | GGTGGTCACTCCACCTACAC                     |
| <i>Ftcd</i>      | CGTTTGCTGCCTGTTTGGAG                     | ACAGTCTCGGCCAGTTTCAG                     |
| <i>Hprt</i>      | GGCTATAAGTTCTTTGCTGACCTG                 | AACTTTTATGTCCCCCGTTGA                    |
| <i>Il1rn</i>     | GGAAGGCAGTGGAAGACCTTG                    | GCAGGGTCTTTTCCCAGAAGG                    |
| <i>Mcm2</i>      | ACAGAGCCCATCATTTCCCG                     | GGCCAGCATCTCATCCTGAA                     |
| <i>Vnn1</i>      | GCATGCTGTGATCCTGCCTA                     | ATAATGTGCGCACCCCTGCTT                    |

How the deposited data were processed for this re-analysis (not part of the article)

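The deposited data are 1 table of the number of reads counted on each of 53700 genes in 32 kidneys of male mice: 8 wildtype, 12 PKD and 12 PKD + Salsalate. The authors made these counts with HTSeq, by strand, from reads of poly(A) RNA aligned with STAR to GRCm39, with the genes of the Ensembl annotation, and deposited them without normalization. The table was checked to hold whole numbers only. The table also has 5 summary lines per kidney for alignments that were not counted. Between 7.60% and 16.4% of the alignments per kidney lay on no feature, between 1.47% and 1.69% were ambiguous between genes, between 7.13% and 9.82% had more than 1 place in the genome, and between 73.6% and 83.1% were counted on genes. The total count on genes was between 11193136 and 109807664 per kidney. At 11193136 counts, a CPM (counts scaled to a common library total) of 1 stands for about 11 counts. Condition and replicate number were taken from the sample labels, and library names from the table's header.

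Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with a log2 CPM over 1 in at least 25% of the 32 kidneys were kept, as in the paper, which left 13961 genes, and counts were normalized with the trimmed mean of M-values (TMM). The 3 groups were fitted together without covariates by edgeR's quasi-likelihood method, and the contrasts PKD + Salsalate against PKD, PKD against wildtype and PKD + Salsalate against wildtype were tested 2-sided. P-values were adjusted by the method of Benjamini and Hochberg over the genes tested, with a threshold of 0.05. Standard errors of log2 fold changes were worked back from the statistic of the quasi-likelihood test. They restate that test and are not a separate measure of spread. Genes were selected for the enrichment terms by the paper's rule, an adjusted p-value under 0.05 or a log2 fold change beyond 0.5 in either direction. The enrichment itself was not repeated, because its term databases were not available, and the genes behind each term were read from the paper's tables. Principal components were computed from log2 CPM with a prior count of 2, with genes centred and scaled, and group means of the scores were compared by exact permutation or by 100000 permutations. Gene positions and types came from GENCODE mouse release 39 on GRCm39, in which 52610 of the 53700 gene identifiers were found and 1090 were not. Positions are those of this release, and the authors counted on another release of the same annotation.

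Lists of genes of the cell cycle, fatty acid oxidation, inflammation, T and B cells, macrophages, liver, PPARA targets, immediate early genes, TCA cycle and glycolysis were written before the data were examined and tested with camera of limma 3.58.1 with a preset correlation of 0.01, adjusted over the 10 lists. All but the liver and immediate early lists hold no gene that the paper selected. Genes are named in the text by a rule written before the data were examined: every gene the paper names as an RNA-sequencing or network result, *Pkd1*, the 5 largest rises and 5 largest falls with an adjusted p-value under 0.05 and a mean log2 CPM over 1 that kept their sign with any 1 kidney left out, and the members of the lists. The genes of the network figures were read by eye from the figures.

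The method was tested on simulated data with 200 changed genes among 13851 tested. The quasi-likelihood test recovered 194 of them (97.0%) with 7 false calls (3.48% of its calls), and made 0 calls between groups without changed genes. The seeded changes were larger than those of many genes called between PKD + Salsalate and PKD kidneys, such as *Hmgn2* (log2 fold change -0.25). The simulated wildtype kidneys did not fall into sets as the real ones did. The share recovered therefore does not apply to changes as small as these.

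The alternatives set before the data were examined were DESeq2 size factors, upper-quartile factors, the Wald test of DESeq2 1.42.0, edgeR's likelihood-ratio test, limma-voom, robust fitting, edgeR's filterByExpr, no filter, a fit of only the groups compared, the replicate number as a block, genes that overlap exons on the other strand left out, each kidney left out in turn, and, for the comparisons with wildtype, only the 5 wildtype libraries whose names end in R or only the 3 others. For the lists they were an estimated correlation, fry and the replicate block, and for the principal components genes that were not scaled, the 500 most variable genes and a variance-stabilizing transformation. Fits with only 1 of the sets of wildtype libraries were added after the data were seen for PKD + Salsalate against PKD, for the selected genes and for single genes. Each comparison was also run on 100 splits of its kidneys into groups of the same sizes, the real split included. The NMR, staining, blot, qPCR and cell-culture experiments of the paper have no deposited counts and were left out. Genes drawn in a network figure that matched no gene of the table were left out as well.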

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

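The tests of *Alb* and *Ambp* alone, of the immediate early list against random splits, and of the difference between the wildtype libraries with and without R in their names were chosen after the result was seen.

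Among the 5 largest falls between PKD + Salsalate and PKD kidneys were *Alb* (log2 fold change -5.96, adjusted p = 0.0146), *Ambp* (-2.31, adjusted p = 0.0474) and *Apoc3* (-1.17, adjusted p = 0.0486), transcripts of the liver that Fig. 6B lists and the text does not discuss. A list of 36 liver transcripts, 24 of which passed the filter in these kidneys and 21 of which are among the genes the paper selected, was lower with salsalate by camera (22 of 24 genes, adjusted p = 8.27e-05; 4 genes with an adjusted p-value under 0.05 over all genes tested, 20 adjusted over the list alone), and was not called with an estimated correlation (adjusted p = 0.580), with fry (0.480) or without PKD replicate 10 (0.433). PKD replicate 10 had an *Alb* level of 1930 CPM, against at most 11.4 CPM in the other 31 kidneys, and the liver list summed to 10931 CPM in it, against 710.3 to 2115 CPM elsewhere. Of the 36 genes, 35 (97.2%) were highest of all 32 kidneys in PKD replicate 10, by a median of 58.7 times the median of the other PKD kidneys. This is what liver RNA in that sample would give, and liver tissue taken with the kidney and RNA mixed in later were not told apart by a test. Without this kidney at most 22.6% of the log2 fold change of *Alb* and *Ambp* was left (-0.01, adjusted p = 0.998, and -0.52, adjusted p = 0.223), so their fall may come from that 1 kidney. *Apoc3* and *Hrg* kept up to 54.8% of theirs and stayed under 0.05 (-0.59, adjusted p = 0.0225, and -0.83, adjusted p = 0.0264), with 12 of 12 treated kidneys below the PKD median for both, which argues against that kidney as the whole cause. *Apoc3* stayed under 0.05 in only 12 of the 32 fits that each left out 1 kidney, with the highest adjusted p-value, 0.0869, without PKD + Salsalate replicate 5, and *Ambp* in only 15. An effect of salsalate stays open for *Ambp*, *Apoc3* and *Hrg*, and the fall of *Alb* gives no evidence of one.

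*Gm4208* (-1.54) and *D630023F18Rik* (log2 fold change 0.73, adjusted p = 0.00711), which the paper's text does not discuss, were among the 5 largest falls and rises with salsalate of genes with a mean log2 CPM over 1. All 12 treated kidneys lay below the PKD median for *Gm4208* and above it for *D630023F18Rik*, both kept an adjusted p-value under 0.05 with any 1 kidney left out, and over 13 alternatives the log2 fold changes stayed between -1.55 and -1.51 and between 0.73 and 0.76, under 0.05 in 13 and 13 of them, which argues against normalization or a single kidney as the cause. Neither has exons that overlap a gene on the other strand. *Gm4208* was lower in PKD than in wildtype (-1.01; -0.79 against the libraries ending in R and -1.32 against the others) and fell further with salsalate, and *D630023F18Rik* was lower in PKD (log2 fold change -0.45; -0.11, adjusted p = 0.538, and -0.87) and rose back. An effect of salsalate would give this. The paper chose the mice of both PKD groups after treatment for a comparably mild disease, and an effect of that choice was not tested. The effect of salsalate on these genes was found on the same data and stays a hypothesis.

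A list of immediate early genes, which cells switch on within a short time of a stimulus and which the paper does not discuss, was lower with salsalate in 17 of 19 genes (median log2 fold change -0.27, camera adjusted p = 3.77e-09; 0 genes over all genes tested, 9 adjusted over the list alone and 11 before adjustment). The call held with fry (adjusted p = 0.0147) and not with an estimated correlation (0.0555). Of its 23 listed genes, 5 are among the genes the paper selected from these libraries. In PKD against wildtype 18 of the 19 were higher (camera adjusted p = 1.83e-09). Of 100 splits of the 24 PKD kidneys, 4 gave as small a camera p-value, the real split included. The list was picked for this test after its result was seen, so the test does not exclude chance. How long each kidney was handled before freezing is not in the labels or the paper's text, and such genes respond to handling. Handling was not tested, and both handling and chance stay open beside an effect of salsalate.

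Among genes with a mean log2 CPM over 1 that kept their sign with any 1 kidney left out, the largest falls between PKD and wildtype, which the paper does not discuss, were those of *Hba-a2* (log2 fold change -3.13), *Dusp9* (-2.19), *Etfb* (-2.18), *mt-Rnr1* (-2.13) and *Hba-a1* (-1.99), and the largest rises those of *Havcr1* (5.90), *Serpina10* (4.79), *Lcn2* (4.68), *Krt20* (4.57) and *Timp1* (4.41). For *Etfb* and *mt-Rnr1* the difference rests on the 5 wildtype libraries ending in R. The log2 fold changes were -2.72 and -2.67 against these, and -0.37 (adjusted p = 0.265) and -0.10 (adjusted p = 0.761) against the 3 others. The other 8 kept their direction and an adjusted p-value under 0.05 against either set, for *Hba-a2* -3.53 and -2.13 and for *Havcr1* 6.19 and 5.61, which argues against the library set as the whole cause. *Hba-a1* and *Hba-a2* are near-identical genes of red blood cells, and the blood left in each kidney was not tested. The 8 wildtype kidneys fell into the sets named by their libraries. On PC1 the 5 libraries with R lay at -125 or lower and the 3 without at -5.86 or higher, and the gap between them on PC2 was 44.7. Between the sets 6114 of 13961 genes differed (3125 higher in the libraries with R). Of the 56 splits of the 8 kidneys into 5 and 3, 1 gave as many genes, which was the split by name. After a correction for GC content and gene length (values for 99.8% of the genes) 86.7% of these genes were still called, with 6326 in all, and with all libraries drawn down to the smallest total 91.7% were, with 5814 in all, which argues against GC content, gene length or depth as the whole cause. A library batch marked by the ending R would give such gaps, and so would a biological difference between the mice that goes with the names. The share of alignments on no gene was 13.2% to 15.7% in the 5 libraries with R and 7.60% to 9.77% in the 3 others. That with more than 1 place in the genome was 8.88% to 9.82% against 7.76% to 8.13%. PKD libraries, none ending in R, spanned 7.65% to 16.4% and 7.13% to 8.62%. Whether these shares follow a batch or the mice was not tested. The labels give no other difference between these mice, and a biological one was not tested, so a batch and a biological difference both stay open. The groups are also 109 and 95 days old by the labels, so the difference in age between wildtype and PKD stays open for the other 8 genes. For *Etfb* and *mt-Rnr1*, PKD kidneys did not differ from the 3 wildtype kidneys without R, which are also 109 days old. This argues against age alone as the cause of their fall.

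In 8 of 67 results tested, 1 wildtype kidney lay far from the other 7, and chance alone gives about 1 in 20. In CPM, these were *Cdkn3* in wildtype replicate 3 (1.12, others 0.284 to 0.595), *Knstrn* in wildtype replicate 3 (2.84, others 1.33 to 2.03), *Cyp4a14* in wildtype replicate 1 (55.9, others 3.17 to 15.4), *Slc22a29* in wildtype replicate 1 (4.55, others 1.81 to 3.01), *Hnf4aos* in wildtype replicate 4 (36.0, others 16.0 to 25.4), *Apoc3* in wildtype replicate 4 (14.2, others 7.67 to 10.6), *Alb* in wildtype replicate 6 (11.4, others 3.45 to 6.60) and *Slc23a3* in wildtype replicate 7 (9.96, others 5.78 to 7.51). Replicates 1, 3 and 4 are libraries ending in R, and replicates 6 and 7 are not, so 1 set alone does not hold them. Without the kidney in question, the log2 fold change between PKD and wildtype was 2.42 for *Cyp4a14* in place of 1.72 and 0.47 for *Slc22a29* in place of 0.34, which then had an adjusted p-value under 0.05 (0.0530 with all kidneys). For *Cdkn3*, *Knstrn*, *Hnf4aos* and *Slc23a3* the call was kept. No biological explanation was tested, since the labels give these mice no difference, and no technical one was tested for single genes.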

How the results depend on the processing

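No result in this part rests on a test chosen after it was seen, except that the fits with only 1 set of wildtype libraries were added after the data were seen for PKD + Salsalate against PKD, for the selected genes and for single genes. The alternatives for the other results were set before the data were examined.

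The number of genes with an adjusted p-value under 0.05 between PKD + Salsalate and PKD, 81, was 75 with DESeq2 size factors, 95 with upper-quartile factors, 79 with robust fitting, 101 with filterByExpr, 120 without a filter and 76 without genes overlapping the other strand. It moved by over 1.5 times to 199 with the DESeq2 Wald test, 190 with edgeR's likelihood-ratio test, 146 with limma-voom, 195 with only the groups compared in the fit, 257 with the 3 wildtype libraries without R and 145 with the 5 with R. The main fit shares 1 estimate of the spread between kidneys over the 3 groups. That estimate includes the difference between the sets of wildtype libraries, which was called in 6114 genes. The fit of only the groups compared and those with only the R or the non-R wildtype libraries leave this difference out, and use fewer kidneys. Whether it holds down the number in the main fit was not tested by itself. For the other settings the cause was not tested either. The DESeq2 Wald test called 79 of the 81 genes, the likelihood-ratio test 81, limma-voom 77 and the fit without a filter 64.

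With the replicate number as a replicate block the number was 48, of which 43 were among the 81. The counts show no pairing by replicate number, since 2 of 12 pairs of PKD and PKD + Salsalate kidneys of the same number had a correlation over 0.1 (from -0.401 to 0.406). With this block, 35 genes were shared with PKD against wildtype, the camera adjusted p-values of the cell cycle, fatty acid oxidation and inflammation lists were 6.65e-36, 0.00713 and 1.37e-08, and the cause of the lower numbers was not tested.

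Leaving out 1 kidney at a time gave from 39 (without PKD + Salsalate replicate 5) to 226 genes (without PKD + Salsalate replicate 11) between PKD + Salsalate and PKD over 32 fits, from 29 to 185 shared genes without the same kidneys, from 61.1% (without PKD + Salsalate replicate 12) to 89.7% (without PKD + Salsalate replicate 11) of these moving back, and from 157 (without PKD replicate 10) to 319 (without PKD + Salsalate replicate 11) genes selected. In these fits, PKD against wildtype gave from 6116 to 7246 genes and PKD + Salsalate against wildtype from 5573 to 6867, all within 1.5 times the full number. The camera adjusted p-value of the cell cycle list stayed between 1.39e-41 and 2.25e-27, and those of the fatty acid oxidation and inflammation lists under 0.05. The number of salsalate genes therefore depends on single kidneys, and why replicate 11 holds it down was not tested.

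The number of genes between PKD and wildtype, 6852, stayed between 5660 and 8297 except without genes overlapping the other strand, where it was 3843, and between PKD + Salsalate and wildtype, 6269, it stayed between 4844 and 8082 except in the same setting, where it was 3509. That setting tested 7681 genes in place of 13961, which gives the lower numbers.

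The 58 shared genes became 147 with the DESeq2 Wald test, 144 with the likelihood-ratio test, 115 with limma-voom, 91 without a filter, 119 with only the groups compared, 172 with the 3 wildtype libraries without R and 97 with the 5 with R, following the number of salsalate genes. The share that moved back was between 65.7% and 80.8% in these and the other settings, and 85.7% without a filter, where the cause was not tested. The selected genes numbered 331 with filterByExpr and 8562 without a filter, both of which test more genes (16641 and 33588), and 282 with only the groups compared and 333 with the 3 wildtype libraries without R, where the cause was not tested. In the other settings they numbered between 138 and 257.

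The cell cycle list was called in every setting, with adjusted p-values from 1.39e-41 to 0.0208. The fatty acid oxidation list was not called with an estimated correlation (adjusted p = 0.580) or fry (0.488), with a range of 0.000352 to 0.580 over all settings, and the inflammation list was not called with an estimated correlation (0.470) or fry (0.242), with a range of 7.05e-12 to 0.470. The preset correlation of camera sets aside how far the genes of a list rise and fall together between kidneys, which the other methods estimate. The share of variance in PC1 and PC2 was 48.6%, and 61.4% with genes that were not scaled and 72.7% with the 500 most variable genes, both of which give more weight to variable genes. With a variance-stabilizing transformation it was 48.6%.

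Among single genes, some log2 fold changes between PKD and wildtype changed sign. Against the 5 wildtype libraries with R, *Ftcd* was 0.075, *Hnf4a* 0.11 and *Wee1* -0.011, and against the 3 without R, *Acot1* was -0.22, *Fcamr* -0.24 and *Gstm7* -0.16. *Hrg* was -0.10 with the DESeq2 Wald test and ranged from -0.063 (without PKD replicate 10) to 0.74 over the fits that left out 1 kidney, and *Wee1* from -0.0098 (without wildtype replicate 4, and below 0 also without PKD replicate 2) to 0.13. The wildtype libraries differ between the sets. Beyond that the cause was not tested.

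For the named genes between PKD + Salsalate and PKD, no sign changed in any setting. Calls were lost for 23 genes with the replicate block, 10 without a filter, 5 with DESeq2 size factors, 4 with limma-voom, 2 each with the DESeq2 Wald test, robust fitting and only the groups compared, and 1 with filterByExpr, and in 368 combinations of a gene with a left-out kidney, against 1424 with the same verdict as with all kidneys. In PKD against wildtype, calls were lost for 7 genes and gained for 2 against the 3 libraries without R, and lost for 3 and gained for 3 against the 5 with R. Depth limits the genes with few counts. In the smallest library a CPM of 1 is about 11 counts, and *Il1rn* in wildtype kidneys (0.131 ± 0.0757 CPM) was counted a few times per kidney.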

Differences from the paper's values

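The numbers of differentially expressed and selected genes, the share of salsalate genes that also differed between PKD and wildtype, the share of these that moved back towards wildtype, and the log2 fold changes of the selected genes were within the limits set for a difference. The shares of genes that the paper assigns to its themes were not recomputed. For the 184 genes that the paper selected, its log2 fold changes differed from those here by at most 0.00162.

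The paper's percent of variance in PC1 and PC2 is 61.61, and here it was 48.6% with scaled genes. Among the alternatives set before the data were examined, genes centred but not scaled gave 61.4%, and the 500 most variable genes gave 72.7%. The paper selected 184 genes, 129 of them lower and 103 by fold change alone, and here 131 were lower and 105 were selected by fold change alone. DESeq2 size factors gave 184 genes, 127 of them lower.

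The paper states that wildtype and PKD animals were clearly separated by principal components. With scaled genes, the 3 wildtype libraries without R lay inside the PKD range on PC1 and outside it on PC2, and with genes that were not scaled all 8 lay outside it on PC1.

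The paper gives *Ces1e*, *Depp1* and *Vnn1* as genes that were down in PKD and corrected by salsalate. *Ces1e* was down in PKD (-0.52) and fell further with salsalate (-0.31). *Depp1* did not differ in PKD (0.47, adjusted p = 0.180), in the fit with all kidneys or in any of the alternatives run. *Vnn1* was up in PKD (0.38) and rose further (0.45), as the paper itself states in its discussion.

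The paper names *Acacb*, *Aldh1a3*, *Crat*, *Fasn*, *Lpcat2* and *Mcat* as genes modulated by salsalate. No setting run here gave them an adjusted p-value under 0.05 between PKD + Salsalate and PKD (log2 fold changes 0.12, 0.50, 0.12, 0.29, -0.16 and 0.18).

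The paper describes *Hnf4a* as down in polycystic kidney disease, citing other studies. Here it did not differ between PKD and wildtype (-0.16, adjusted p = 0.260), and against the 3 wildtype libraries without R alone, a fit added after the values were seen, it was lower (-0.54, adjusted p = 0.00243). It did not differ with salsalate (0.08, adjusted p = 0.874).

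The paper lists *Slc22a9* among the genes raised by salsalate. The annotation holds no gene of this name, and Table S8 and another sentence of the paper list *Slc22a29*, which rose here (0.58).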

Other observations

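The tests of the mitochondrial genes and of the Y chromosome genes were chosen after the result was seen.

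Random splits of the kidneys were set beside each comparison. Of 100 splits of the 24 PKD kidneys into 12 and 12, the real one included, 1 gave as many genes with an adjusted p-value under 0.05 as PKD + Salsalate against PKD, the real split, and the 99 others gave a median of 0 and at most 31. For PKD against wildtype and for PKD + Salsalate against wildtype the real split was likewise 1 of 100 with as many genes. The cell cycle list had as small a camera p-value in 2 of 100 splits, the fatty acid oxidation list in 35 and the inflammation list in 19, so that the shifts of the latter lists were no larger than groupings by chance give.

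Across the 13961 genes, which are not independent of each other, log2 fold changes with salsalate ran against those of PKD (Pearson's r = -0.429, Spearman's rho = -0.382). Both contain the same 12 untreated PKD kidneys, and 7 of 100 splits gave as negative a Pearson correlation (median -0.0993, from -0.602 to 0.303), so the correlation as a whole is consistent with the shared untreated PKD kidneys. For the same reason, 56 of 100 splits gave as high a share of genes moving back towards wildtype as the real 74.1%, and the share by itself does not tell an effect of salsalate from the shared kidneys. Of the 81 genes of smallest p-value, 5 of 100 splits held as many that also differed between PKD and wildtype as the real 58 (many genes changed in PKD), which is at the limit set for chance.

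The directional library kit and the strand setting of the count tool can leave the counts on the opposite strand. *mt-Nd6*, the only protein-coding gene on its strand of the mitochondrial genome, had at most 0.981% of the lower of *mt-Co1* and *mt-Cytb* in every kidney, so the counts are those of the transcripts' own strand.

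6 mitochondrial genes (*mt-Co2*, *mt-Atp8*, *mt-Atp6*, *mt-Co3*, *mt-Nd3* and *mt-Nd4l*) had few counts, a median of 0.372% of that of the other genes on the same strand. All 6 lie wholly in a copy on chromosome 1 of 4654 bp with 99.9% identity, and reads with more than 1 place were not counted, so near-identical nuclear copies are a candidate explanation for the value of 0.372%. In 1 or 2 PKD + Salsalate kidneys each, counts on 3 of these genes were raised: *mt-Atp6* in replicates 4 (409 CPM, 642% of the median of the 12 treated kidneys) and 8 (262 CPM), *mt-Co3* in replicates 1 (236 CPM, 267%) and 6 (214 CPM), and *mt-Co2* in replicate 11 (203 CPM, 225%). The genes *mt-Co1*, *mt-Cytb*, *mt-Nd1* and *mt-Nd2*, made from the same long transcript, reached at most 139% (*mt-Nd1* in replicate 10), which argues against higher transcription of the mitochondrial genome. Sequence variants of single mice were not tested, and no biological explanation was tested.

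PKD replicate 5 had low levels of the Y chromosome genes *Ddx3y* (26.5 CPM, the other PKD kidneys 65.7 to 111), *Uty* (7.37, others 15.4 to 21.8), *Kdm5d* (5.63, others 12.4 to 19.8) and *Eif2s3y* (24.3, others 50.1 to 68.6). *Xist* was 0 CPM in it, within the range of the others (up to 0.187), which argues against tissue from a female animal. The 4 genes fell to between 34.3% and 44.5% of the median of the others, a ratio of 1.30 between the largest and the smallest, which is consistent with fewer copies of the Y chromosome in that kidney. No other biological explanation was tested.

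Within groups, no pair of libraries was a duplicate of another by its counts. The lowest chi-square per gene was 6.21, between PKD + Salsalate replicates 5 and 6.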
